# Transcriptional and epigenetic decoding of the microglial aging process

**DOI:** 10.1038/s43587-023-00479-x

**Published:** 2023-09-11

**Authors:** Xiaoyu Li, Yuxin Li, Yuxiao Jin, Yuheng Zhang, Jingchuan Wu, Zhen Xu, Yubin Huang, Lin Cai, Shuai Gao, Taohui Liu, Fanzhuo Zeng, Yafei Wang, Wenxu Wang, Ti-Fei Yuan, Hengli Tian, Yousheng Shu, Feifan Guo, Wei Lu, Ying Mao, Xifan Mei, Yanxia Rao, Bo Peng

**Keywords:** Microglia, Neuroimmunology, Ageing

## Abstract

As important immune cells, microglia undergo a series of alterations during aging that increase the susceptibility to brain dysfunctions. However, the longitudinal characteristics of microglia remain poorly understood. In this study, we mapped the transcriptional and epigenetic profiles of microglia from 3- to 24-month-old mice. We first discovered unexpected sex differences and identified age-dependent microglia (ADEM) genes during the aging process. We then compared the features of aging and reactivity in female microglia at single-cell resolution and epigenetic level. To dissect functions of aged microglia excluding the influence from other aged brain cells, we established an accelerated microglial turnover model without directly affecting other brain cells. By this model, we achieved aged-like microglia in non-aged brains and confirmed that aged-like microglia per se contribute to cognitive decline. Collectively, our work provides a comprehensive resource for decoding the aging process of microglia, shedding light on how microglia maintain brain functions.

## Abstract (web summary)

Li et al. provide a transcriptional and epigenetic characterization of microglia in aging mice brain by developing a three-round depletion–repopulation (3xDR) model to study aged microglia in non-aged brain, giving insights into the molecular mechanism underlying microglia aging.

## Main

Microglia are resident immune cells in the central nervous system (CNS) that play essential roles in the maintenance of brain homeostasis from the embryonic brain rudiment to the aged brain^1,2^. In recent decades, non-immune functions of microglia have been focused on spine pruning^3^, neuronal excitability modulation^4^ and blood–brain barrier (BBB) regulation^5^. With technological advances at single-cell resolution, researchers found that brain microglia are composed of heterogeneous populations among organisms with different lifespans, sexes and species^6–9^. It also boosted the identification of microglial markers, regulatory factors, pathways and gene landscapes in the context of development, homeostasis and disease. Dissecting the transcriptional and epigenetic characteristics of microglia is critical for understanding how the CNS maintains the homeostasis.

Age is among the top risk factors for brain disorders. Microglial cell aging contributes to brain dysfunction. On the one hand, microglia exhibit an innate immune memory and can be primed by their milieu. Even a mild challenge in early lifespan can induce lifelong susceptibility to a second stimulus, leading to exaggerated immune responses^10,11^. Primed microglia with exaggerated immune responses exhibit a neurotoxic phenotype during brain aging and neurodegeneration^12,13^. Microglia in the aged brain are more likely to be primed during early events and accelerate the aggregation of amyloid-beta (Aβ) in Alzheimer’s disease (AD)^14,15^. In addition, microglia primed by α-synuclein overproduce pro-inflammatory factors and reactive oxygen species (ROS)^16,17^, which contribute to prolonged neuroinflammation and cause the dopamine neuron impairment in Parkinson’s disease (PD)^18,19^. Previous studies suggested that anti-inflammation therapy based on non-steroidal anti-inflammatory drugs (NSAIDs) may ameliorate the pathology of neurodegeneration, including AD and PD^18,20–24^, although the results are controversial^25–27^.

On the other hand, as immune cells, microglia are sentries surveilling and defending the CNS. Microglia show declined functions of surveillance and phagocytosis in aged animals^28^. The aged brain produces more myelin debris than the young brain. As the professional phagocyte in the CNS, microglial dysfunction in aged brains leads to the accumulation of insoluble myelin debris in microglia, such as lipofuscin granules and lipid droplets. The undegradable debris in turn exaggerates microglial dysfunction and myelin degeneration, contributing to cognitive impairment and brain aging^8,29,30^. Aged microglia are associated with α-synuclein aggregation in neurons, suggesting a negative impact on other brain cells^31,32^. Moreover, dysfunctional microglia exacerbate neurodegeneration. Genome-wide association studies identified mutations in microglia (for example, *TREM2* and *APOE*) as major risk factors in late-onset AD^33^. It has been well documented that *Trem2* deficiency in microglia also increases the risks of tauopathies, PD, Nasu–Hakola disease and frontotemporal dementia^34,35^. In contrast, the loss of TREM2 exerts both beneficial and detrimental effects in diverse contexts of tauopathy^36–40^. Correcting the *Trem2* deficiency by microglia replacement^41^ might be beneficial for treating these diseases. Collectively, microglia in the aged brain are associated with the etiology of multiple brain disorders. Nonetheless, how microglia age at the transcriptional and epigenetic levels is not fully understood.

In this study, we systematically investigated microglial transcriptomes from young, middle-aged and aged mouse brains of both sexes. We found that female microglia exhibited a progressive aging process with young, middle-aged and aged stages. In contrast, male microglia did not show the stepwise transition or intermediate middle-aged stage during the aging process. We then dissected the transcriptional dynamics by single-cell RNA sequencing (scRNA-seq) and assessed genome-wide chromatin accessibility by assay for transposase-accessible chromatin using sequencing (ATAC-seq) across young, middle-aged and aged stages in female mice to dissect the molecular mechanisms regulating microglial aging. As surveillance immune cells in the CNS, microglia are sensitive to the microenvironment. To understand how microglia respond to their milieu, we analyzed the transcriptional and epigenetic alterations upon lipopolysaccharide (LPS) challenge at all three stages of female microglia. We further investigated the potential communication of microglia with other brain cells at different ages.

When researchers study a specific aged cell type, what they actually obtain is the summation of all cell types. Different aged cell types influence each other, and the phenotype of a specific cell is shaped by other cell types. Similarly, when studying the contribution of a particular aged cell to a specific function, it is practically the summation of all aged cell types. Microglia and their milieu are tightly related. When a microglial cell ages, other brain cells also advance in age^42^. It is difficult to dissect the functions of aged microglia excluding the contributions from other aged brain cells. Microglia are long-lived myeloid cells with a relatively low turnover rate^43,44^. Colony-stimulating factor 1 receptor (CSF1R) is exclusively expressed in myeloid cells of the brain. The inhibition of CSF1R by PLX5622 ablates the majority of brain microglia without directly affecting other non-myeloid cells. Once the CSF1R inhibition is removed, residual microglia rapidly repopulate the whole brain by proliferation^45^. After three-round depletion–repopulation (3xDR), each microglial cell has proliferated 20+ times. 3xDR shortened the telomere length of microglia, similar to aged microglia^46,47^. Because the cumulative number of microglial divisions is around 20 cycles in the 2-month-old mouse^48^, each microglial cell proliferates about 40 times, close to the Hayflick limit. Our results reveal that 3xDR microglia exhibit an aged (or aged-like) phenotype in the non-aged brain. 3xDR thus allows researchers to decode the independent functions of aged-like microglia, excluding contributions from other aged cells. By using 3xDR, we revealed that aged-like microglia per se contribute to cognitive decline and myelin impairment.

In summary, this study aims to achieve a deep understanding of age-related changes in microglia, decipher the molecular mechanism underlying microglial cell aging and correlate microglial behaviors with brain aging. To disseminate our data to the community, we generated an interactive website for searching the data (http://www.microgliatlas.com).

## Results

### Characteristics of age-dependent genes in microglia across the adult lifespan

To obtain deep insights into how microglia react during the aging process, we profiled microglial transcriptomes via bulk RNA sequencing (RNA-seq) on fluorescence-activated cell sorting (FACS)-isolated microglia (CD11b^+^ CD45^low^) throughout the adult lifespan of C57BL/6J mice (3-, 6-, 9-, 12-, 14-, 16- and 24-month-old for females; 3-, 6-, 9-, 12-, 16-, 19- and 24-month-old for males) (Fig. 1a and Supplementary Fig. 1a). 

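The ageing series was made from microglia of individual C57BL/6J mice, an inbred laboratory strain, sorted as live CD11b-positive cells with low CD45, and each mouse gave 1 library. The females were 3, 6, 9, 12, 14, 16 and 24 months old, with 4, 2, 3, 4, 5, 5 and 3 mice. The males were 3, 6, 9, 12, 16, 19 and 24 months old, with 4, 4, 4, 2, 4, 5 and 4 mice. All of these mice were PBS-treated, and the females of 3, 14 and 24 months are also the controls of the LPS experiment. RNA was primed with oligo-dT, amplified after template switching and sequenced on a BGISEQ-500. The authors filtered the reads with SOAPnuke, mapped them to mm10 with HISAT2 2.0.4 and to a set of coding genes with Bowtie2 2.2.5. They then computed FPKM with RSEM 1.2.12, adjusted the values for batches with ComBat_seq and removed genes with an average under 10 FPKM. The deposited values are these adjusted FPKM for 5647 genes in 64 libraries, rounded to whole numbers except for 297 values. The number of reads behind each value is not given in the sources used here, so the depth is unknown. The values of a library summed to between 408457 and 554459 (median 472322). The median sums were 506863, 456278, 431910, 446227, 445567, 467055 and 538414 in females from 3 to 24 months, and 457556, 455423, 468203, 455375, 504425, 515452 and 499261 in males.
Values were compared as log2(value + 1) with limma, with the p-values adjusted over the 5647 genes, and a gene passed the threshold at an adjusted p under 0.05 and a fold over 1.5. A fold change on this scale understates the change of low genes. Gene lists, main comparisons, a set of alternatives and the rule for naming genes were fixed before the data were examined. Further alternatives and list tests were chosen after the results were seen, and the closing sections name them. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. Values between 0 and 1 are absent from 21 libraries, namely 2 of the 3-month males, all males of 12, 16 and 24 months, 4 of the 5 males of 19 months and the 16-month females. Male results are therefore also given within the libraries without such values.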

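Microglia of mice of the same age had closely similar profiles, with Pearson's r across genes on the log2(value + 1) scale, where genes are not independent replicates. Among the female groups, the 39 pairs of mice of the same age had a median r of 0.939 (range 0.869 to 0.979). Among the male groups, the 41 pairs had a median r of 0.947 (range 0.882 to 0.978). Under 0.9 lay 5 of the female and 2 of the male pairs. The lowest female values came from the 9-month replicates 1 and 2 (r = 0.869) and the 12-month replicates 1 and 3 (r = 0.879), and the lowest male value from the 6-month replicates 1 and 3 (r = 0.882). Without the logarithm, where a few abundant genes carry most of the weight, the lowest pair was at 0.941 in females and at 0.899 in males. Pairs of mice of different ages had a median r of 0.913 in females and 0.923 in males.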

Biological replicates for RNA-seq were highly correlated in the same age (Supplementary Fig. 1b; *R* > 0.9 for both sexes, Pearson’s correlation). 

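In male microglia the RNA-seq values of P2ry12 fell and those of H2-Ab1, Cd74, Il1b and Ccl4 rose between 3 and 24 months. P2ry12, the ADP receptor of homeostatic microglia, on chromosome 3 of GRCm38 (59216271 to 59262985), stood at 1450 ± 122 (SD, n = 4) at 24 months and at 2953 ± 793 (SD, n = 4) at 3 months. Mylip and Il6ra were at 0.673 and 0.704 times their 3-month means. Fth1, the ferritin heavy chain, Lyz2, a lysozyme, and Cd52 were at 1.70, 1.87 and 1.97 times. H2-Ab1 and Cd74, of MHC class II presentation, were at 2.45 and 2.48 times, the cytokine Il1b at 3.61 times, the chemokine Ccl4 at 4.80 times and Spp1 at 7.18 times. S100a9, at 2.50 times, is abundant in neutrophils, and 10 of the 19 neutrophil markers also passed the limma threshold upward. For these 12 genes every 24-month value lay on the same side of every 3-month value (two-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow, adjusted p = 0.0429 over 18 genes). Cx3cr1 (0.869), Bin1 (1.08), Tsc22d3 (0.851), Idh2 (0.934), Upk1b (1.35) and Lpar6 (0.676) did not pass this exact test. With limma, adjusted over all genes, Il6ra was at an adjusted p of 0.332.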

Bulk RNA-seq results were validated via quantitative polymerase chain reaction (qPCR) (Supplementary Fig. 1c). 

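In cells sorted from females, the values of disease-associated, antigen presentation and lymphocyte genes were higher at 24 than at 3 months. In single-cell data of cells from this gate the paper annotates some as T and NK cells. What share of such cells these libraries held was not tested. Spp1, which encodes osteopontin and lies on chromosome 5 of GRCm38 (104435111 to 104441053), rose from 17.8 ± 4.99 (SD, n = 4) to 367 ± 70.3 (SD, n = 3), a log2 fold change of 4.31 (standard error 0.67, limma adjusted p = 0.0019). Between them it stood at 65 ± 61.7, 101 ± 31.2, 236 ± 172 and 300 ± 226 at 9, 12, 14 and 16 months. Cst7, which encodes a cystatin, on chromosome 2 (150570415 to 150578944), rose from 10 ± 2.16 to 64.7 ± 5.69 (log2 fold change 2.59, standard error 0.46, limma adjusted p = 0.0031). Of 24 core genes of disease-associated microglia 8 rose and none fell (13 rose when adjusted over the list alone), among them Axl and Clec7a, by 1.67 and 1.56 on the log2 scale. The list passed camera (camera adjusted p = 6.4e-16, adjusted p = 0.018 with an estimated correlation). Of 12 MHC class I genes 4 rose, with log2 fold changes of 1.86 for H2-Q7, 1.18 for H2-D1, 0.70 for H2-K1 and 0.70 for Psmb8 (6 when adjusted over the list alone). Of 7 MHC class II genes 4 rose (4 when adjusted over the list alone), Cd74 by 1.32, H2-Ab1 by 1.30, H2-Eb1 by 1.08 and H2-Aa by 0.91. Both lists passed camera with an estimated correlation (adjusted p = 0.013 each). Of 20 homeostatic genes 1 fell, the Fc receptor-like gene Fcrls, from 1852 ± 30.6 to 1113 ± 240 (6 fell when adjusted over the list alone). The median log2 fold change of the list was −0.52 (camera adjusted p = 9.7e-08, adjusted p = 0.013 with an estimated correlation).
All 4 markers of T and NK cells rose as well, with a median log2 fold change of 2.60, and 20 of 78 cytosolic ribosomal protein genes rose and none fell (33 when adjusted over the list alone). Of 19 neutrophil markers Mpo fell by 4.49 and Elane by 3.62 on the log2 scale, and the list's camera adjusted p was 0.0066 (adjusted p = 0.55 with an estimated correlation). The mean log2 value of 6 oligodendrocyte markers went from 5.02 ± 0.149 (SD, n = 4) to 5.70 ± 0.085 (SD, n = 3) (two-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 3 allow, adjusted p = 0.156). That of 2 markers of B and plasma cells went from 4.26 ± 1.17 to 6.05 ± 0.527 (exact p = 0.0857, adjusted p = 0.25). Across the 7 ages 836 of 5647 genes changed (limma F-test with a fold over 1.5 against 3 months at 1 age or more), 294 with their largest change upward and 542 downward, against 364 and 198 of 562 after median-ratio scaling. This count was 547 and 553 without the 3-month replicates 1 and 2. At 24 against 3 months 118 genes passed, 88 higher and 30 lower, which makes 74.6% higher, or 61.6% when every library is scaled to the same total. With these 2 groups fitted alone 470 passed. Without 3-month replicate 1, 2, 3 or 4 the count was 43, 43, 72 and 74, and without 24-month replicate 1 or 2 it was 20 and 40.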

Our results revealed that the gene profiles of microglia from the female brain gradually changed during the aging process (Fig. 1b), indicating a progressive aging. Principal component analysis (PCA) further showed that female microglia can generally be divided into three groups: young (3-month-old), intermediate middle-aged (6-, 9-, 12- and 14-month-old) and aged (16- and 24-month-old) (Fig. 1d). 

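Each female library was placed on the line from the 3-month mean (0) to the 24-month mean (1) over all genes. The mean position was 0.286 ± 0.039 (SD, n = 2) at 6 months, 0.251 ± 0.062 (SD, n = 3) at 9 months and 0.481 ± 0.136 (SD, n = 4) at 12 months. It was 0.503 ± 0.163 (SD, n = 5) at 14 months and 0.535 ± 0.123 (SD, n = 5) at 16 months. These positions give the place along the line and not the distance from it. As the root mean square difference of group means on the log2 scale, the 14-month group lay at 0.432 from 3 months and 0.431 from 24 months. The 3- and 24-month groups lay at 0.448 from each other, so the 14-month profile was not a midpoint between them. A mouse of unchanged age also lies above 0 on such a line, and each 3-month mouse, placed on the line drawn without it, lay at 0.091 ± 0.106 (SD, n = 4, −0.027 to 0.207), a value computed after the positions had been seen. No test of 6 against 3 months was made on these positions. Over the genes that changed across the 7 ages alone the 12-, 14- and 16-month means were 0.521 ± 0.068, 0.630 ± 0.171 and 0.73 ± 0.165.
Against 3 months, 17 genes passed the limma threshold at 6 months, 150 at 9 months (19 up, 131 down), and 512 at 12 months (74 up, 438 down). At 14 months 187 passed, 509 at 16 months (170 up, 339 down) and 118 at 24 months. Between neighbouring ages, 41 genes passed from 9 to 12 months, 9 from 14 to 16 months and 223 from 16 to 24 months (182 up, 41 down). The directions depended on the scaling. After median-ratio scaling, applied here after these counts had been seen, 53 passed at 9 months (25 up, 28 down), 230 at 12 months (130 up, 100 down), 390 at 16 months (286 up, 104 down) and 124 from 16 to 24 months (35 up, 89 down). Plk2, a kinase, and Lpar6, a lysophosphatidic acid receptor, were the 2 genes that passed from 12 to 14 months, with log2 fold changes of 1.52 and 0.89, and are named because they were the ones called. From 6 to 9 months 0 genes passed with limma, and 194 were at an unadjusted p under 0.05 with a fold over 1.5. The MHC class I gene H2-Q7 stood at 5.25 ± 1.26, 16 ± 2.45, 14.8 ± 4.76, 21.6 ± 6.62 and 22.3 ± 8.39 at 3, 12, 14, 16 and 24 months. P2ry12 stood at 2983 ± 209 at 3 months, 981 ± 180 at 12 months and 1715 ± 279 at 24 months. The first principal component held 14.4% of the variance on the log2 scale, with every library scaled to the same total, and the second 12.8%.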

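In males 472 of 5647 genes changed across the 7 ages, 323 with their largest change upward and 149 downward, against 261 and 275 of 536 with every library scaled to the same total (limma F-test with a fold over 1.5 against 3 months at 1 age or more). Spp1 stood at 31.3 ± 8.96 (SD, n = 4) at 3 months, 25.5 ± 3.70 at 6 months and 21.5 ± 14.6 at 9 months. It then stood at 57 ± 24.0 (SD, n = 2) at 12 months and 232 ± 108 (SD, n = 4) at 16 months. Il1rn, the antagonist of the IL-1 receptor, stood at 6.42 ± 5.62, 3.84 ± 3.66 and 2.75 ± 0.957 at 3, 6 and 9 months, and at 18.5 ± 2.12 and 196 ± 93.1 at 12 and 16 months. The phagocytic receptor Clec7a stood at 15.0 ± 1.41 at 9 months and 45.5 ± 2.12 at 12 months. Over the ages between 3 and 24 months a line in age left 2.59 times the residual sum of squares of a step between 9 and 12 months in males, and 1.13 times in females. The step was the smaller in 1000 of 1000 bootstraps of the male mice and in 750 of 1000 of the female mice. Over the genes that changed across the ages these ratios were 3.03 in males and 0.926 in females. The males of 6 and 9 months hold values between 0 and 1 and those of 12 and 16 months do not. No step between 9 and 12 months can therefore be measured within either set of libraries. In males the mean log2 value of neutrophil markers was 4.73 ± 0.164 (SD, n = 4) at 9 months. It was 7.33 ± 0.273 (SD, n = 2) at 12 months. That of monocyte and macrophage markers went from 4.82 ± 0.235 to 6.895 ± 0.295. That of T and NK cell markers went from 3.085 ± 0.564 to 4.399 ± 0.311. The means of border-associated macrophage, astrocyte, oligodendrocyte, endothelial and choroid plexus markers were lower at 12 months. In females neutrophil markers went from 5.13 ± 1.84 (SD, n = 3) at 9 months to 6.15 ± 0.630 (SD, n = 4) at 12 months. Those of monocytes and macrophages went from 5.17 ± 1.03 to 5.55 ± 0.472, and those of T and NK cells from 2.47 ± 1.23 to 3.64 ± 0.264. Whether such cells account for the male step was not tested.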

Unexpectedly, microglia from male mice did not show a stepwise transition during the aging process or an intermediate middle-aged stage. Instead, male microglia displayed a young phenotype before 9-month-old. 

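Against 3 months, 0 genes passed the limma threshold in males at 6 months, where 181 were at an unadjusted p under 0.05 with a fold over 1.5. At 9 months 2 genes passed and both were lower, Hp, which encodes haptoglobin, with a log2 fold change of −1.22 (standard error 0.23, limma adjusted p = 0.035) and Pla2g7, a phospholipase, with −1.35 (standard error 0.22, limma adjusted p = 0.011). They are named because they were the ones called. After median-ratio scaling 6 genes passed at 9 months, 0 up and 6 down, and with every library scaled to the same total 2. On the line from the 3-month male mean (0) to the 24-month male mean (1), the mean position was 0.098 ± 0.139 (SD, n = 4) at 6 months and 0.177 ± 0.055 (SD, n = 4) at 9 months. Each 3-month male, placed on the line drawn without it, lay at 0.184 ± 0.190 (SD, n = 4), a value computed after the positions had been seen. Nkg7, a granule gene of NK cells, stood at 11 ± 4.24, 10 ± 1.41 and 16.8 ± 7.50 at 3, 6 and 9 months. S100a9, a neutrophil gene, stood at 571 ± 179, 395 ± 55.4 and 233 ± 29.7, and P2ry12 at 2169 ± 343 and 2733 ± 401 at 6 and 9 months (SD, n = 4 each). Between 6 and 9 months 40 genes passed, 31 up and 9 down, and after median-ratio scaling 10, 1 up and 9 down. The 3-month males without values between 0 and 1 lay at 0.081 (n = 2) and those with such values at −0.081 (n = 2).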

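In cells sorted from males, the values of inflammatory, antigen presentation, lymphocyte and neutrophil genes were higher at 24 than at 3 months. Spp1 had a log2 fold change of 2.46 (225 ± 158, SD, n = 4), Cst7 of 2.33 and Cxcl13, a B cell chemokine, of 3.60 (16 ± 9.35 against 0.105 ± 0.210). Of 29 NF-kB targets and cytokines 12 rose and none fell (15 rose and 1 fell when adjusted over the list alone), Il1rn by 2.99 among them. Camera gave an adjusted p of 1.4e-09 (adjusted p = 0.02 with an estimated correlation). Saa3, an acute phase gene, stood at 8.25 ± 2.63 and is listed at 0 in all 3-month males. Of 24 core genes of disease-associated microglia 8 rose (9 when adjusted over the list alone). Of 12 MHC class I genes 4 rose, with Tap1 at 1.34 and H2-D1 at 0.97 on the log2 scale (5 when adjusted over the list alone), and of 7 MHC class II genes 4, with Cd74 at 1.27 (4 when adjusted over the list alone). Of 20 homeostatic genes P2ry12 fell, by 0.98 on the log2 scale (2 fell when adjusted over the list alone), and Cyr61, a matricellular gene, fell by 2.99. Of 19 neutrophil markers 10 rose (18 when adjusted over the list alone), Mmp9 by 1.55, Lcn2 by 1.49 and S100a9 by 1.36 (camera adjusted p = 2.6e-17, adjusted p = 0.02 with an estimated correlation). With them rose 6 of 8 markers of monocytes and macrophages and all 4 of T and NK cells. At 16 months against 3 months, lists tested after the counts had been seen gave 16 of 19 neutrophil markers and 14 of 29 NF-kB targets and cytokines higher, and 6 of 20 homeostatic genes lower, Sall1 by 1.18 and Gpr34 by 1.10.
Against 3 months 51 genes passed the limma threshold at 12 months (45 up, 6 down), 355 at 16 months (255 up, 100 down), 172 at 19 months (155 up, 17 down) and 161 at 24 months (154 up, 7 down). With every library scaled to the same total 411 passed at 16 months (206 up, 205 down). From 9 to 12 months 117 genes passed. From 12 to 16 months the 4 genes that passed were Acod1, Clec4e, Slpi and Plaur, all higher. From 16 to 19 months Ms4a4b was lower, and from 19 to 24 months Saa3 and Mlph were lower and Ms4a4b higher. These are named because they were the ones called. From 12 to 16 months 1 gene passed with every library scaled to the same total and 5 after median-ratio scaling, all higher. At 12, 16, 19 and 24 months, within the libraries without values between 0 and 1, the counts were 13, 179, 58 and 40. These libraries hold 2 mice of 3 months. Every one of the 51, 355, 172 and 161 genes called over all males kept its direction there. The median ratio of the log2 fold changes in these libraries to those in all males was 0.988, 0.956, 0.956 and 0.972. The genes were called in the fit of all males, which holds these same libraries. Directions and ratios are therefore in part set by that choice. Without 3-month replicate 4 the 24-month count was 90.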

Thereafter, they precipitously switched to an aged phenotype after 12-month-old (Fig. 1c,e). Thus, female and male microglia exhibited different aging trajectories in the brain. 

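At 16 months the male mice lay farther along the line of their own sex than the female mice along theirs. On the line from the 3-month mean to the 24-month mean of each sex, the 16-month males lay at 1.07 ± 0.056 (SD, n = 4) and the 16-month females at 0.535 ± 0.123 (SD, n = 5), a difference of −0.534. This passed (two-sided exact permutation test, p = 0.00794, the smallest that 5 mice against 4 allow, adjusted p = 0.0317 over 4 ages). The test took the line of each sex as fixed, so the p-value leaves out the uncertainty of the ends. The 3-month males, each placed on the line drawn without it, ranged from −0.057 to 0.409. At 12 months the males lay at 0.810 ± 0.029 (SD, n = 2) and the females at 0.481 ± 0.136 (SD, n = 4), with an exact p of 0.0667, the smallest that 4 mice against 2 allow (adjusted p = 0.133). At 6 and 9 months the differences were 0.188 (exact p = 0.133, adjusted p = 0.178) and 0.0741 (exact p = 0.2, adjusted p = 0.2), where 0.0667 and 0.0286 are the smallest p that these mice allow. Over the genes that changed across the ages of each sex the females lay at 0.275 ± 0.063 and the males at −0.028 ± 0.081 at 6 months (exact p = 0.0667, adjusted p = 0.0667). At 9 months they lay at 0.203 ± 0.065 and −0.080 ± 0.061 (exact p = 0.0286, adjusted p = 0.0571). The 3-month mice, each placed on the line drawn without it, lay at 0.091 ± 0.106 in females and 0.184 ± 0.190 in males (SD, n = 4 each). The 19-month males lay at 0.745 ± 0.106 (SD, n = 5). At 16 months Saa3 stood at 82.7 ± 56.0 in males and 20.4 ± 43.4 in females, Il1b at 516 ± 122 and 209 ± 107, and the microglial receptor Gpr34 was higher in females, with a log2 fold change of 1.26. From 3 to 16 months the mean log2 value of neutrophil markers went from 5.73 ± 0.359 to 7.71 ± 0.687 in males. In females it went from 7.08 ± 0.579 to 6.94 ± 1.07. That of monocyte and macrophage markers went from 5.59 to 7.29 in males and from 6.04 to 6.79 in females. That of T and NK cell markers went from 2.57 to 5.19 in males and from 3.18 to 4.75 in females. Whether such cells account for the difference in position was not tested.
In a direct test of whether the change from 3 to 24 months differed between the sexes, 1 gene of 5647 passed with limma, and 398 were at an unadjusted p under 0.05 with a fold over 1.5. It was Mpo, a neutrophil granule enzyme on chromosome 11 (87793784 to 87804412), named because it was the one called. Mpo stood at 50.3 ± 44.3 (SD, n = 4) and 1.67 ± 2.89 (SD, n = 3) in females of 3 and 24 months, and at 5 ± 4.55 and 33.5 ± 27.1 (SD, n = 4 each) in males. The interaction was −6.79 on the log2 scale (limma adjusted p = 0.031). No gene passed without the female 3-month replicate 1 or 3 or the female 24-month replicate 1 or 2. None passed without the male 3-month replicate 1 or 3 or the male 24-month replicate 2, 3 or 4, and 3 passed without the female 24-month replicate 3. All 16-month libraries of both sexes lack values between 0 and 1, but the ends of the lines are not matched in this way. Every female of 3 and 24 months holds such values. Every male of 24 months and 2 of the 3-month males lack them. The difference in position at 16 months can therefore not be separated from this split of the libraries. From the stepwise changes in females and the switch in males, the paper concludes that microglia of the sexes follow different ageing trajectories.

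**Figure D1:**
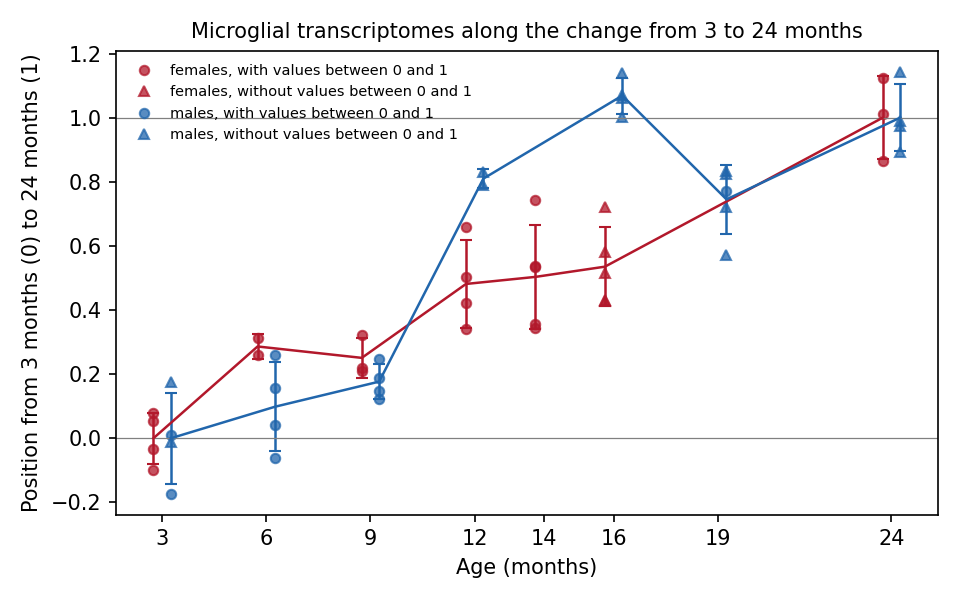
Position of each PBS-treated mouse on the line from the 3-month mean (0) to the 24-month mean (1) of its sex over all genes, without units, against age in months. Points are mice, triangles mark libraries without values between 0 and 1, and lines with bars give the mean ± SD of each age. The 12- and 16-month males lie at 0.810 and 1.07, the females of those ages at 0.481 and 0.535.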

Notably, we analyzed seven timepoints in each sex. Six out of seven timepoints are identical (3-, 6-, 9-, 12-, 16- and 24-month-old), and one timepoint in each sex is missing (19-month-old in female and 14-month-old in male). The missing timepoints are not in the stage transition. The potential influence from the discrepant timepoints is minimal in this study.

**Fig. 1:**
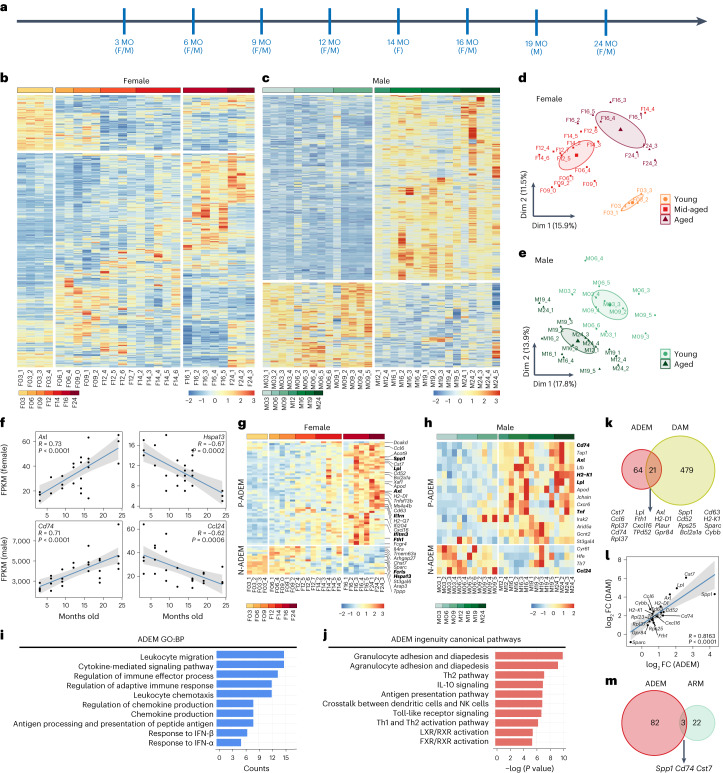
Transcriptional profiling by bulk RNA-seq to investigate the sex-dependent microglial aging process and ADEM gene set. **a**, Scheme of timepoints for microglia bulk RNA-seq analysis. Microglia were collected by FACS from C57BL/6J female and male mouse brains. **b**,**c**, Heat maps of microglial DEGs during the aging process in female (**b**) and male (**c**) mice. Cells are colored according to the *z*-score, and stages are separated by gap. **d**,**e**, PCA plots of microglial phenotypes during the aging process in female (**d**) and male (**e**) mice. **f**, Scatter plot showing linear regression of representative genes correlated with the aging process. Gray shading represents the 95% confidence interval, and Pearson’s correlation coefficients and *P* values are shown. **g**,**h**, Heat maps of ADEM genes during the aging process in female (**g**) and male (**h**) mice. Cells are colored according to the *z*-score, and stages are separated by gap. **i**, Top 10 significantly enriched BPs of ADEM genes annotated by GO (*q* < 0.05). **j**, Top 10 significantly enriched canonical pathways of ADEM genes annotated by IPA (*q* < 0.05). **k**, Venn diagram revealing 21 genes overlapping between the ADEM and DAM gene sets. Genes in both ADEM and DAM gene sets are listed below. **l**, Scatter plot showing linear regression of log_2_FC of overlapping genes between ADEM and DAM gene sets, revealing that they are positively correlated. Gray shading represents the 95% confidence interval, and Pearson’s correlation coefficient and *P* value are shown at the bottom. **m**, Venn plot revealing that only three genes are overlapping between ADEM and ARM gene sets. Genes in both ADEM and ARM gene sets are listed below. *n* = 2–6 mice for each group. BP, biological process; F, female; F03_1, 3-month-old female, biological replicate 1; M03_1, 3-month-old male, biological replicate 1, and so on in a similar fashion; M, male; MO, months old; Dim, dimension. Source data

Previous studies revealed sex differences in microglial function, resulting in divergent transcriptome features and consequences in neurological disorders^49,50^. 

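Sex differences were measured at the 6 ages held by both sexes, with limma over all PBS-treated groups of these ages, as females minus males. At 3 months Ccl7, a monocyte chemokine on chromosome 11 (82045712 to 82047525), stood at 65.8 ± 18.8 (SD, n = 4) in females and 346 ± 189 (SD, n = 4) in males. The log2 fold change was −2.28 (standard error 0.38, limma adjusted p = 0.0026). Mcl1, a regulator of apoptosis, and the LPS co-receptor Cd14 were also lower in females, by 1.15 and 0.95 on the log2 scale. Higher in females were Cxcr2, a neutrophil chemokine receptor on chromosome 1 (74153994 to 74161246), at 41.5 ± 17.6 against 9.25 ± 2.63 (log2 fold change 1.98), Plp2 (1.90), Dock8 (1.25), Sfi1 (1.18), Tpcn1 (1.06), Cmklr1 (0.90) and Cxxc5 (0.82). Of 29 NF-kB targets and cytokines 2 were lower (4 when adjusted over the list alone; camera adjusted p = 5e-10, adjusted p = 0.084 with an estimated correlation). Of 19 neutrophil markers 1 was higher, Cxcr2, and 12 when adjusted over the list alone (camera adjusted p = 3e-06, adjusted p = 0.5 with an estimated correlation). Of the 13 genes that passed at 3 months 76.9% were higher in females, against 12% of 25 after median-ratio scaling, which moved the median of all genes by −0.155 on the log2 scale. With the 2 groups of 3 months fitted alone 330 genes passed. Without female replicate 1, 2, 3 or 4 the count was 1, 1, 1 and 3, and without male replicate 1, 2, 3 or 4 it was 23, 1, 5 and 3.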

We next compared the transcriptomes between females and males at all matched ages (Extended Data Fig. 1a–c). 

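At 24 months 5 genes passed the limma threshold between the sexes. Il1b, on chromosome 2 (129364569 to 129371164), stood at 68 ± 4.36 (SD, n = 3) in females and 238 ± 22.7 (SD, n = 4) in males (log2 fold change −1.79, standard error 0.33, limma adjusted p = 0.015). The C-type lectin Clec4e, at 3.67 ± 0.577 against 23.3 ± 6.4, the chemokine Cxcl2 (log2 fold change −2.02) and Srgn, a granule proteoglycan (−1.10), were lower in females as well, and Abcc5, a transporter, was higher (1.00). Of 29 NF-kB targets and cytokines Il1b and Cxcl2 were lower (5 when adjusted over the list alone), and the median log2 fold change was −0.61 (camera adjusted p = 9.6e-11, adjusted p = 0.059 with an estimated correlation). Of 19 neutrophil markers none passed over all genes and 4 were lower when adjusted over the list alone.
At 6 months 9 genes passed (2 higher in females, 7 lower), at 9 months 70 (6 higher, 64 lower) and at 16 months 14 (6 higher, 8 lower). At 12 months 0 genes passed with limma, and 342 were at an unadjusted p under 0.05 with a fold over 1.5. The share higher in females at 9 months was 8.57%, and 40.9% of 22 genes after median-ratio scaling, and at 24 months it was 20% and, after that scaling, 0% of 6 genes. With the 2 groups of an age fitted alone the counts at 6, 9 and 16 months were 2, 1 and 1. Leaving out 1 library moved these counts at each age. At 6 months the count was 0 and 2 without female replicate 1 or 2 and 4, 2, 4 and 303 without male replicate 1, 2, 3 or 4. At 9 months it was 196 without female replicate 1 and 23 and 30 without male replicate 1 or 4. At 12 months it was 1, 3 and 22 without female replicate 1, 2 or 4 and 1 without male replicate 1. At 16 months it was 2, 5, 25 and 3 without female replicate 1, 2, 3 or 4 and 9, 2 and 5 without male replicate 1, 3 or 4. At 24 months it was 0, 18 and 0 without female replicate 1, 2 or 3 and 3, 2, 0 and 0 without male replicate 1, 2, 3 or 4.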

At all examined ages, female and male microglia exhibited sex differences (Extended Data Fig. 1a–c). 

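Il1b was lower in females at 4 of the 6 shared ages and higher at 2, with log2 fold changes of females against males from −1.79 to 1.53. It passed the limma threshold at 2 ages and was at an unadjusted p under 0.05 with a fold over 1.5 at 5. Ccr1, a chemokine receptor, Hp, which encodes haptoglobin, and Lilrb4a, an inhibitory receptor, met the unadjusted threshold at 4 ages and the adjusted one at none. Tsc22d3, the glucocorticoid-induced leucine zipper gene on chromosome X (140539528 to 140600522), was higher in females at all 6 ages (log2 fold changes 0.33 to 1.23), and met the unadjusted threshold at 3. Plek and Samsn1 were lower in females at all 6 ages, with unadjusted calls at 0 and 3. Over the 14 genes Il1b, Cd300lf, Ccr1, Lilr4b, Eif2s3y, Hp, Plek, Lilrb4a, Cdk6, Srgn, Samsn1, Ifitm2, Tsc22d3 and Sesn1, 5 met the unadjusted threshold at 4 ages or more, none met the adjusted one at 4 ages, and 5 met it at 1 age or more. The study chose these genes on these libraries, so the counts are not independent evidence.
Eif2s3y, which encodes a translation initiation factor subunit and lies on chromosome Y (1010562 to 1049134), passed at 6 and 16 months. There it stood at 6.5 ± 0.707 (SD, n = 2) and 8.8 ± 1.30 (SD, n = 5) in females and 31.5 ± 2.65 (SD, n = 4) and 29.8 ± 2.06 (SD, n = 4) in males. At 3 months the females stood at 27.8 ± 10.5 (SD, n = 4, range 16 to 41) and the males at 30.5 ± 2.38 (SD, n = 4). At 24 months the females stood at 13.3 ± 12.1 (SD, n = 3, range 4 to 27) and the males at 12.3 ± 3.50 (SD, n = 4, range 8 to 16). The log2 fold change was −0.20 at both ages (limma adjusted p = 0.779 and 0.788). Its level thus did not follow the sex labels at these 2 ages. At 19 months 3 of the 5 males stood at 10, 10 and 11 and the others at 33, and at 9 months 1 of the 4 males stood at 9, where the females of 9 months stood at 8, 10 and 11.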

Hundreds of genes were differentially expressed between female and male microglia at each age (Extended Data Fig. 1b,c), 14 of which (*Il1b*, *Cd300lf*, *Ccr1*, *Lilr4b*, *Eif2s3y*, *Hp*, *Plek*, *Lilrb4a*, *Cdk6*, *Srgn*, *Samsn*, *Ifitm2*, *Tsc22d3* and *Sesn1*) were robustly differentially expressed between the two sexes across most ages (at least four out of six ages). Gene Ontology (GO) annotation further showed that the sexual divergence was mainly reflected in biological processes, including immune process regulation, cytokine-mediated signaling pathway, ossification, ROS metabolism and phagocytosis (Extended Data Fig. 1d). The sex differences may be partially attributed to the sex hormone regulation^49^.

Some differentially expressed genes (DEGs) were positively or negatively correlated with age, including the positively correlated *Axl* (female) and *Cd74* (male) and negatively correlated *Hspa13* (female) and *Ccl24* (male) in the mouse brain (Fig. 1f). 

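Axl, a receptor tyrosine kinase that binds apoptotic cells, lies on chromosome 7 of GRCm38 (25756500 to 25788924). In females it stood at 16.8 ± 3.30 (SD, n = 4) at 3 months, 36.5 ± 7.14 (SD, n = 4) at 12 months and 55.7 ± 12.1 (SD, n = 3) at 24 months. Hspa13, an endoplasmic reticulum chaperone on chromosome 16 (75755190 to 75767276), stood at 15 ± 1.41 at 3 months, 10.3 ± 2.06 at 12 months and 6 ± 1.00 at 24 months. In males Cd74, the MHC class II invariant chain, on chromosome 18 (60803849 to 60812652), rose from 2319 ± 353 (SD, n = 4) at 3 months to 5758 ± 1982 (SD, n = 4) at 24 months. Ccl24, an eotaxin, on chromosome 5 (135569935 to 135573123), stood at 38.8 ± 17.9 and 17.8 ± 6.85 at these ages. Over the 26 females Pearson's r with age was 0.73 for Axl (permutation p = 6e-05, adjusted p = 1.2e-04 over the 4 genes, Spearman's rho 0.673 with p = 2.4e-04). It was −0.675 for Hspa13 (permutation p = 1.1e-04, adjusted p = 1.5e-04, rho −0.578 with p = 0.0024). Over the 27 males it was 0.714 for Cd74 (permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 4e-05, rho 0.758 with p = 1e-05) and −0.615 for Ccl24 (permutation p = 5e-04, adjusted p = 5e-04, rho −0.622 with p = 7.7e-04). Without the 2 mice farthest from the median age r was 0.609, −0.584, 0.674 and −0.643. Within the males without and with values between 0 and 1, r was 0.590 (n = 16, adjusted permutation p = 0.034) and 0.771 (n = 11, adjusted permutation p = 0.013) for Cd74. For Ccl24 r was −0.438 (n = 16, adjusted permutation p = 0.089) and −0.435 (n = 11, adjusted permutation p = 0.185), and it passed within neither. Single mice stood apart in 2 of the groups, a 12-month female with Axl at 26 and a 24-month male with Ccl24 at 28.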

We named them age-dependent microglia (ADEM) genes. 

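The rule of the methods was applied here to genes that changed across the 7 ages, whose mean rises or falls at every step over at least 5 neighbouring ages. In females 102 genes rose and 36 fell by this rule, and in males 24 rose and 7 fell. Of the 57 genes that Supplementary Table 1 lists as rising in females, 41 followed the rule here and 53 changed across the ages, and of the 14 listed as rising in males 12 and 14. Cst7 is on the female list and stood at 10, 10, 14, 22.8, 29.8, 46.8 and 64.7 from 3 to 24 months, each a mean of 2 to 5 mice. Apod, an apolipoprotein on both lists, rose in males with a log2 fold change of 1.98 at 24 months (standard error 0.43, limma adjusted p = 0.0069). In females it stood at 7.25 ± 5.25 (SD, n = 4) and 25.7 ± 18.7 (SD, n = 3) (limma adjusted p = 0.059). Over all 5647 genes, changed or not, the means of 580 genes in females and 222 in males rose or fell over at least 5 neighbouring ages. When the mice were dealt to the ages at random 100 times, the median of this number was 243.5 in females and 171.5 in males, and the highest 553 and 354. When whole age groups were reordered instead, the median over the changed genes was 34.5 in females and 7 in males, and the highest 193 and 129. Leaving out 1 mouse at a time gave totals of 102 to 169 genes in females and 23 to 46 in males. Runs of rising or falling ages that end at 24 months make 89 of the 138 genes in females and 2 of the 31 in males.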

We identified 57 and 14 ADEM genes positively correlated with age (P-ADEM genes) in female and male mice, respectively (Fig. 1g,h). 

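Among genes of the interferon pathway, Cxcl16 rose in females from 55 ± 6.53 (SD, n = 4) at 3 months to 107 ± 8.89 (SD, n = 3) at 24 months. The log2 fold change was 0.95 (limma adjusted p = 0.022), and in males it was 1.19. Ifitm3, on chromosome 7 (141009590 to 141010744), had log2 fold changes of 0.68 in females (limma adjusted p = 0.24) and 0.94 in males (0.037). Gas6, on chromosome 8 (13465374 to 13494535), stood at 120 ± 10.5 and 151 ± 43.5 in females, and followed the rule downward. In lipid metabolism, Lpl had a log2 fold change of 1.97 in females (limma adjusted p = 0.10). Of the phagocytosis genes Axl rose by 1.67 in both sexes, and Fcgr4, the current symbol of Fcgr3a, rose in males by 1.48 (limma adjusted p = 5.2e-05) and had 0.54 in females (0.39). Tnf rose by 1.14 in females (limma adjusted p = 0.047) and 2.24 in males (0.0048). Ccl12 had 0.91 in females (limma adjusted p = 0.53) and −0.37 in males (0.85). Il1rn had 0.43 in females, with 75.2 ± 57.4 (SD, n = 5) at 16 months and 5 ± 1.00 (SD, n = 3) at 24 months. Cybb, a subunit of the NADPH oxidase, rose in males by 1.02 and had 0.61 in females (limma adjusted p = 0.21). Hp, a gene of neutrophils and the acute phase, stood at 23.5 ± 5.92 and 30.3 ± 28.0 in females and rose in males by 1.24, where 10 of 19 neutrophil markers rose as well. Of the antigen presentation genes, H2-D1, on chromosome 17 (35263094 to 35267497), rose from 628 ± 79 to 1428 ± 221 in females and from 595 ± 75.4 to 1159 ± 91.0 in males. Tap1, on the same chromosome (34187556 to 34197225), rose in males by 1.34 and had 0.31 in females (limma adjusted p = 0.63). H2-K1, also there (33996012 to 34000619), stood at 433 ± 34.8 and 705 ± 52.6 in females. The MHC class I genes share sequence, so reads may be split between them.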

P-ADEM genes include those participating in the interferon (IFN) signaling pathway (*Ifitm3*, *Ifi204*, *Cxcl16*, *Xaf1, Gas6* and *Tgtp2*), lipid metabolism (*Lpl*, *Apod* and *Spp1*), phagocytosis (*Axl*, *Spp1*, *Cst7* and *Fcgr3a*), defense responses (*Tnf*, *Il1rn*, *Ccl6* and *Ccl12*), ROS production (*Cybb* and *Hp*) and antigen presentation (*H2-D1*, *H2-Q7*, *Cd74*, *Tap1* and *H2-K1*) (Fig. 1g,h and Supplementary Table 1). 

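By the rule of at least 5 neighbouring ages 36 genes fell in females and 7 in males, and 11 of the 16 genes listed as falling in females and 3 of the 4 listed in males were among them. Fcrls, on chromosome 3 (87250736 to 87263765), had a log2 fold change of −0.76 at 24 against 3 months in females (standard error 0.15, limma adjusted p = 0.0071) and −0.46 in males (0.19). Hspa13 had −1.20 in females (standard error 0.26, limma adjusted p = 0.015) and −0.15 in males. Tlr7 stood at 86.3 ± 11.6 (SD, n = 4) and 65.5 ± 7.94 (SD, n = 4) in males (limma adjusted p = 0.39), and followed the rule. Socs3, a suppressor of cytokine signalling, had a log2 fold change of 0.62 in females at 24 months (limma adjusted p = 0.60), and followed the rule downward over the earlier ages. Il4ra had −0.13 in females (limma adjusted p = 0.93) and did not pass across the 7 ages (adjusted p = 0.11 from limma's F-test), with a largest log2 fold change of 1.57 in size against 3 months, and Hfe had −0.37 in males (limma adjusted p = 0.25). Fth1, the ferritin heavy chain on chromosome 19 (9980600 to 9985111), rose from 2002 ± 66.9 (SD, n = 4) to 3291 ± 47.4 (SD, n = 3) in females (log2 fold change 0.72, limma adjusted p = 0.013). It rose from 2246 ± 115 to 3811 ± 216 (SD, n = 4 each) in males. The 16 and 4 listed genes were chosen by the study on these libraries, so these counts are not independent evidence.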

We also identified 16 and 4 ADEM genes that were negatively correlated with age (N-ADEM genes) in female and male mice, respectively, including microglial marker genes (*Fcrls* and *Il4ra*), chemokine suppression and production genes (*Socs3*, *Tlr7* and *Il4ra*), endoplasmic-reticulum-associated protein degradation (ERAD)-associated genes (*Hspa13*) and iron transportation genes (*Fth1* and *Hfe*) (Fig. 1g-h and Supplementary Table 1). GO analysis revealed that the functions of ADEM genes were involved in leukocyte migration, chemokine production, IFN signaling, defense response, adaptive immune activation and innate immune activation (Fig. 1i and Supplementary Table 1). Ingenuity pathway analysis (IPA) further showed that the pathways related to LXR/RXR, FXR/RXR activation, α-tocopherol degradation, iron transport and iron homeostasis were enriched in ADEM genes (Fig. 1j and Supplementary Table 1), suggesting that aging may influence lipid and iron metabolism. Previous observations have indeed demonstrated that aging causes lipid and iron accumulation in microglia^51,52^. The functions of ADEM genes are consistent with DEGs found in aged mouse and human microglia^52–54^. Interestingly, most of male ADEM genes exhibited similar up-regulation and down-regulation trends with stepwise transitions in female microglia (Supplementary Fig. 2a), although the trends were not as prominent as the trends of female ADEM in female microglia (Fig. 1g). In contrast, most of female ADEM genes in male microglia presented a precipitous switch between young and aged stages (Supplementary Fig. 2b). 

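In females 17 of the 18 genes of the male list moved in the direction of the list. The mean of their z-scores, with falling genes turned over, went from −0.899 ± 0.252 (SD, n = 4) at 3 months to −0.587 ± 0.043 (SD, n = 2) at 6 months and −0.127 ± 0.393 (SD, n = 3) at 9 months. It stood at 0.255 ± 0.227 (SD, n = 4) at 12 months, 0.334 ± 0.391 (SD, n = 5) at 14 months, 0.269 ± 0.509 (SD, n = 5) at 16 months and 0.372 ± 0.191 (SD, n = 3) at 24 months. The 73 genes of the female list went from −0.806 ± 0.129 at 3 months through −0.118 ± 0.116 at 12 and 0.229 ± 0.349 at 14 and 0.695 ± 0.363 at 16 months to 0.728 ± 0.170 at 24 months in the same mice. Tap1 and Tlr7, on the male list, had log2 fold changes at 24 months of 0.31 and −0.11 in females, and Apod, on both lists, 1.65, none of which passed the limma threshold. Cd74, on the male list, rose in females, to 7544 ± 1503 (SD, n = 3) at 24 months. For the male list a line in age left 1.11 times the residual sum of squares of a step between 9 and 12 months in females, and each of these was the smaller for 9 genes. Both lists were chosen by the study on these libraries.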

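In males 68 of the 73 genes of the female list moved in the direction of the list. Their mean z-score, with falling genes turned over, stood at −0.535 ± 0.233 (SD, n = 4) at 3 months, −0.534 ± 0.146 (SD, n = 4) at 6 months and −0.677 ± 0.147 (SD, n = 4) at 9 months. It stood at 0.045 ± 0.012 (SD, n = 2) at 12 months and 0.822 ± 0.108 (SD, n = 4) at 16 months, and at 0.332 ± 0.159 (SD, n = 5) at 19 months and 0.487 ± 0.265 (SD, n = 4) at 24 months. H2-D1 stood at 566 ± 92.1 at 9 months and 966 ± 119 at 12 months, Cst7 at 7 ± 3.16 and 29 ± 11.3, and Fth1 at 2084 ± 261 and 2824 ± 179, with 5061 ± 1328 at 16 months. A step between 9 and 12 months left less residual than a line in age for 59 of the 73 genes, and a line for 14. Over this step the mean log2 value of neutrophil markers in males went from 4.73 ± 0.164 to 7.33 ± 0.273. That of monocyte and macrophage markers went from 4.82 ± 0.235 to 6.90 ± 0.295. Each male of 9 months holds values between 0 and 1 and no male of 12 months does.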

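In females a line in age left 0.765 times the residual sum of squares of a step between 9 and 12 months over the 73 genes, and was the smaller for 44 of them. The study chose these genes for means that move steadily with age in these females, so this ratio is not independent evidence. It was taken from these genes in all 26 females of the ageing series. The ratio over all genes given above, 1.13 in females, was taken from positions on the ageing line. That ratio used only the 19 mice of each sex at the ages between the ends of the line. The ratios over all genes and over the 73 genes therefore differ in mice, ages and measure and are not directly comparable. In males the ratio over the 73 genes was 1.96. Over the 18 genes of the male list, Axl, Cd74, Tap1, H2-K1 and Apod among them, the ratio was 1.07 in males, with 9 genes on either side in both sexes. No test of the difference between the sexes was made on these ratios.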

The results double confirmed the gradual transition of female microglia and the precipitous switch of male microglia during the aging process.

To further decipher the characteristics of ADEM genes, we compared ADEM genes to the gene sets of disease-associated microglia (DAM)^55^ and activated response microglia (ARM)^56^. 

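Of the 165 genes that followed the rule for age dependence here in either sex, 30 are among the 227 genes of the study's list of disease-associated microglia that are in the deposited table. By chance 6.63 would be shared (one-sided Fisher's exact test over 5647 genes, p = 1.3e-12). They include the receptor genes Axl and Clec7a, the protease inhibitor Cst7, Spp1, the chemokines Ccl6 and Cxcl16, the MHC genes H2-D1, H2-K1 and Cd74, the ferritins Fth1 and Ftl1, and the ribosomal protein genes Rpl23, Rpl32, Rpl38, Rps18, Rps25 and Rps28. With only the 1090 genes that changed across the ages in either sex as background, 15.6 would be shared by chance (Fisher's exact test, p = 9.8e-05). For the genes of Supplementary Table 1, 21 were shared (3.54 by chance, Fisher's exact test, p = 1.8e-11). Of the 30 shared genes Siglech and Sparc followed the rule downward in females and Nrp1 in males, and the overlaps were counted without direction. Genes are not independent replicates, and the genes were chosen on these libraries.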

Among 85 ADEM genes, 21 genes overlapped with DAM genes (Fig. 1k). 

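For 19 genes shared with the study's list of disease-associated microglia, the log2 fold changes of 24 against 3 months were set beside those the paper gives for disease-associated microglia. Pearson's r across the genes was 0.808 in females (permutation p = 8e-05) and 0.807 in males (permutation p = 2e-05), and Spearman's rho 0.80 (p = 7e-05) and 0.682 (p = 0.0019). Cst7 and Spp1 lay farthest out, and without them r was 0.904 in females (n = 17 genes) and 0.693 in males. Genes are not independent replicates.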

The fold changes (FCs) of overlapping genes in the ADEM and DAM subsets displayed a positive correlation (Fig. 1l). In contrast, only three ADEM genes (*Cd74*, *Cst7* and *Spp1*) were included in the ARM gene set (Fig. 1m), indicating that microglial aging is not simply equivalent to cell reactivity. 

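Of the 165 genes that followed the rule for age dependence here, 5 are among the 21 genes of the study's list of activated response microglia that are in the deposited table. By chance 0.614 would be shared (one-sided Fisher's exact test over 5647 genes, p = 2.8e-04). They are Cd74, Clec7a, Cst7, Siglech and Spp1. Siglech followed the rule downward in females and the others followed it upward, and the overlap was counted without direction. Over the 1090 genes that changed across the ages, of which 12 are on the list, 1.82 would be shared by chance (Fisher's exact test, p = 0.024). The genes of Supplementary Table 1 share 3 with that list (0.327 by chance, Fisher's exact test, p = 0.0040). Clec7a rose in both sexes, from 32 ± 6.48 (SD, n = 4) to 96 ± 18.7 (SD, n = 3) in females and from 16.3 ± 3.20 to 75.3 ± 20.9 (SD, n = 4 each) in males.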

The results indicate that ADEM genes are more likely to be linked to neurodegeneration, rather than microglial reactivity, suggesting active roles of microglia in neurological disorders of the aged brain.

### Characteristics of microglial cell aging in female mice at single-cell resolution

To dissect how microglial cells age at single-cell resolution, we used 10x Genomics-based scRNA-seq to map the microglial transcriptome (Fig. 2a). Because only female microglia showed the stepwise aging process, whereas male microglia did not exhibit the progressive transition and intermediate middle-aged stage, the longitudinal analyses hereafter (including scRNA-seq and ATAC-seq) were primarily conducted in female mice to better display the aging process with the middle-aged microglia. We acquired 11,934 CD11b^+^ CD45^low^ cells from female brains in the young (3-month-old), middle-aged (14-month-old) and aged (24-month-old) stages with similar sequencing depth (Supplementary Fig. 3a). After the removal of low-quality reads, doublets and putatively dead cells (Supplementary Fig. 3b), cells were divided into five clouds (I–V) (Supplementary Fig. 3c). Based on brain cell markers, clouds I–V were annotated as microglia (87.02%), granulocytes (4.26%), T/natural killer (NK) cells (3.18%), macrophages/monocytes (5.14%) and astrocytes/oligodendrocytes (OLs) (0.40%) (Supplementary Fig. 3c,d). Thus, a total of 9,976 microglia from cloud I were obtained for subsequent analysis, including 4,207 young (3-month-old), 3,272 middled-aged (14-month-old) and 2,497 aged (24-month-old) microglia (Fig. 2b and Supplementary Fig. 3e). The scRNA-seq data were validated with bulk RNA-seq, immunostaining and RNAscope (Supplementary Figs. 4 and 5).

**Fig. 2:**
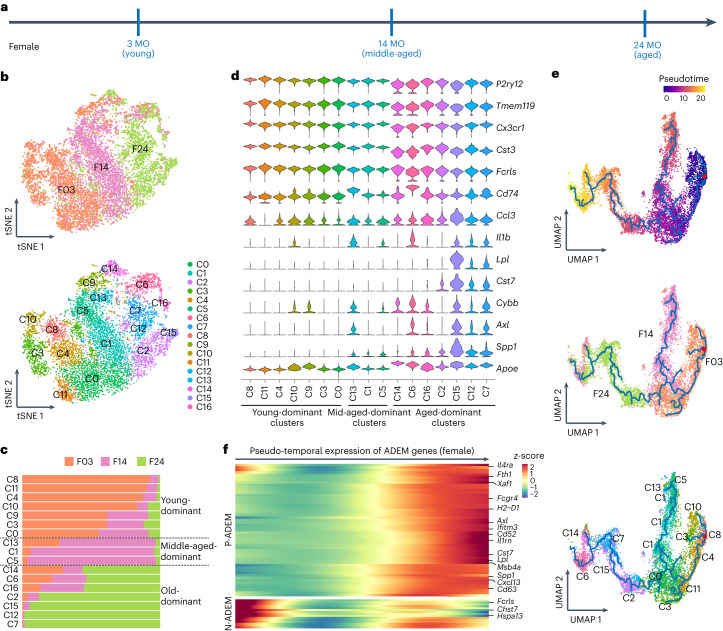
Characteristics of microglial cell aging by scRNA-seq. **a**, Scheme of microglial scRNA-seq from young (3 MO), middle-aged (14 MO) and aged (24 MO) female mice. **b**, tSNE plots of young (3 MO), middle-aged (14 MO) and aged (24 MO) microglia. Cells are divided into 17 clusters (C0–C16) by unsupervised classification, and cells are colored according to age (upper panel) and cluster (lower panel). **c**, Cell proportion of three ages in each cluster identifies young-dominant, middle-aged-dominant and aged-dominant clusters; clusters and age distributions are shown in **b**. **d**, Violin plots showing the expression levels of 14 microglial homeostasis-associated genes and inflammatory-related genes in each cluster. **e**, Pseudotime trajectories of microglia from three ages. Microglia at distinct time states show distinct trajectories. **f**, Heat map showing the expression levels of ADEM genes, which are correlated with pseudotime. *n* = 5 mice for each group. In total, 4,207 young (3 MO), 3,272 middled-aged (14 MO) and 2,497 aged (24 MO) microglia are harvested. F03, 3-month-old female, and so on in a similar fashion; MO, months old. Source data

Based on unsupervised classification, microglia from three ages were divided into 17 clusters (C0–C16) (Fig. 2b and Supplementary Fig. 3e). Young microglia were predominantly located in C8, C11, C4, C10, C9, C3 and C0. Aged microglia were predominantly located in C14, C6, C16, C2, C15, C12 and C7. In contrast, microglia from middle-aged brains were mainly distributed in C13, C1 and C5 (Fig. 2b,c and Supplementary Figs. 3e and 7). The microglial homeostasis genes *P2ry12*, *Tmem119*, *Cx3cr1*, *Cst3* and *Fcrls* were expressed in all microglia, but they were highly enriched in young-dominant clusters (Fig. 2d). In contrast, *Cd74*, *Ccl3*, *Il1b*, *Lpl*, *Cst7*, *Cybb*, *Axl*, *Spp1* and *Apoe*, genes associated with neuroinflammation or diseases, were significantly up-regulated in the aged-dominant clusters (Fig. 2d). These results indicate that microglia undergo age-dependent alterations, switching from a homeostatic to a more inflammatory or diseased state during the aging process.

To precisely depict the development of ADEM genes during aging, we mapped signature scores of ADEM genes at single-cell resolution. Signature scores of both P-ADEM and N-ADEM genes were strongly correlated with age (Supplementary Fig. 7a,b). We further used pseudotime analysis to better visualize the transcriptional dynamics of the aging trajectory. Three age-dominant branches were identified, and C0, C1 and C2 were located at the key hub of the age dynamics transition (Fig. 2e). Notably, we found that the pseudo-temporal expression of most ADEM genes coincided with the up- or down-regulation trend (Fig. 2f), confirming that ADEM genes reliably represent core characteristics of microglial cell aging. Next, we projected ADEM-related GO biological functions on individual microglia, including the response to IFN, chemokine secretion and lipid localization (Supplementary Fig. 7c). ADEM genes associated with lipid metabolism were mainly enriched in aged microglia (Supplementary Fig. 7c), suggesting the dysfunction of lipid metabolism in the late lifespan. The transcriptional characteristics may explain previous observations of lipid metabolism deficits in aged microglia^28,57,58^.

### The chromatin landscape reveals the epigenetic regulation of ADEM genes

Gene transcription is regulated by the chromatin landscape, including chromatin structure, DNA and histone modifications^59,60^. Accessible chromatin regions allow for the selective binding of regulatory elements, which is crucial to regulate gene expression in cell-type-specific or context-specific manners^60^. To explore potential mechanisms governing the transcriptional dynamics of microglia across the lifespan, we mapped the chromatin accessibility of female microglia in the young (3-month-old), middle-aged (14-month-old) and aged (24-month-old) stages (Fig. 3a) by ATAC-seq. ATAC peaks were aligned to gene regulatory regions throughout the whole genome. Peaks in microglia were mainly enriched ±1 kilobase (kb) around the transcription start site (TSS), primarily in the promoter region. The overall peak distribution in gene regulatory regions was similar among the three ages (Extended Data Fig. 2a). Previously, it was demonstrated that chromatin epigenetic features are relatively stable over time in microglia before the aged state^61^. In line with this, we observed a similar distribution of ATAC peaks within flanking regions identified in young and middle-aged microglia. Nonetheless, the number of ATAC peaks in aged microglia was increased (Fig. 3b), suggesting that microglia can respond to the aging state at the epigenetic level. Next, we asked whether ADEM gene expression is regulated by chromatin openness around promoter regions. To this end, we analyzed peak distributions in ADEM gene promoter regions. ADEM genes exhibited differential chromatin accessibility in different ages (Fig. 3c,d, Extended Data Fig. 2b and Supplementary Table 2). In general, the chromatin accessibility of P-ADEM genes increased when microglia became aged, whereas that of N-ADEM genes decreased (Extended Data Fig. 2b).

**Fig. 3:**
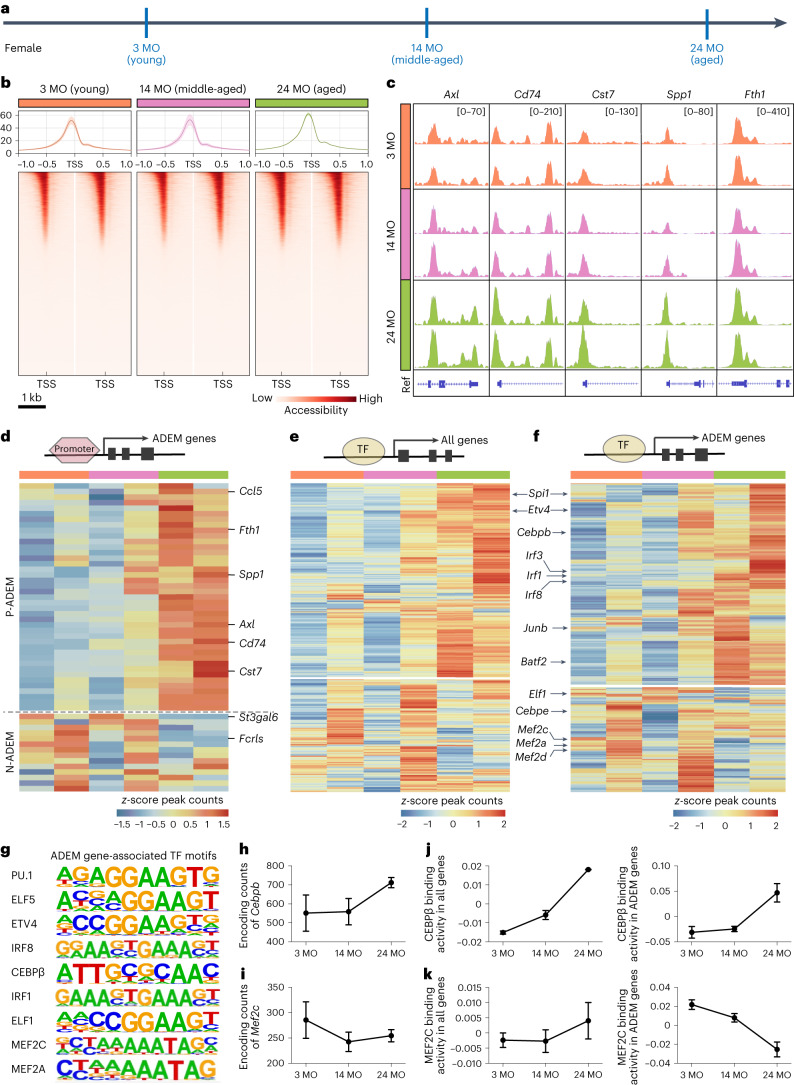
Chromatin landscapes identified by ATAC-seq unveil epigenetic features of microglia during the aging process. **a**, Scheme of microglial ATAC-seq from young (3 MO), middle-aged (14 MO) and aged (24 MO) mice. **b**, ATAC peaks around the TSS (−1 kb to 1 kb) of microglia at three ages. Data are presented as mean ± s.d., heat map showing enrichment of normalized ATAC-seq reads within ±1 kb of TSS in microglia at different stages. **c**, Representative genome browser views showing ATAC peaks of *Axl*, *Cd74*, *Cst7*, *Spp1* and *Fth1*. The numbers in brackets indicate the minimum and maximum values of the *y* axis. Ref, reference genome view of mm10. **d**, Heat map of differentially accessible chromatin promoter regions of ADEM genes. Cells are colored according to the *z*-score, and rows are hierarchically clustered. **e**,**f**, Heat map of differentially accessible TF motifs to all genes (**e**) and ADEM genes (**f**). Cells are colored according to the *z*-score, and rows are hierarchically clustered. **g**, Sequence logos of selected ADEM gene-associated TF motifs. **h**,**i**, Line chart showing the peak counts of the TF-encoding genes *Cebpb* (up-regulated with age) and *Mef2c* (down-regulated with age). **j**,**k**, Line chart showing the binding activities of CEBPβ (**j**) and MEF2C (**k**) to all genes and ADEM genes. Data are presented as mean ± s.d. *n* = 2 ATAC-seq tests for each group. Microglia from 2–3 mice were pooled together for each ATAC-seq test. MO, months old. Source data

Transcription factors (TFs) are critical determinants of both transcriptional and epigenetic landscape alterations^62^. We annotated peaks to identify potential TFs accounting for the differential gene expression observed during the aging process. We first identified all differential chromatin binding sites of TFs and observed numerous TFs that displayed significantly higher activity in aged microglia (Fig. 3e). Next, we examined how TFs potentially govern the expression of ADEM genes during aging. We identified 50 TFs with significant enrichment in ADEM-accessible peaks across three ages, including key myeloid TFs (PU.1 and IRF8)^63^, immediate early response TFs (FOS, JUNB and cJUN)^64^, IFN pathway TFs (IRF1, IRF2 and IRF3)^65^, CEBP family members (CEBPβ and CEBPε)^66^ and ETS family members (MEF2A and MEF2C) (*P* < 0.05; Fig. 3f,g and Supplementary Table 2). Some of these TF peak counts were gradually up-regulated when microglia advanced in age, such as those of *Cebpb*, *Spi1* (encoding PU.1), *Etv4*, *Junb*, *Irf1* and *Irf8* (Fig. 3h and Extended Data Fig. 2c). In contrast, some of the peak counts were gradually down-regulated, including those of *Mef2c*, *Elf5*, *Elf1*, *Cebp3*, *Mef2a.3* and *Mef2d* (Fig. 3i and Extended Data Fig. 2d). We then assessed TF binding activities corresponding to ADEM peaks by using chromVAR^67^. Although the binding activities of both CEBPβ and MEF2C toward total genes displayed an age-dependent increasing trend, the binding activities of CEBPβ and MEF2C toward ADEM genes were enhanced and reduced, respectively (Fig. 3j,k). The results indicate that TFs selectively regulate gene expression in an orchestrated manner. A previous study showed that *Cebpb* was up-regulated in aged healthy brains and aged AD brains^68^. CEBPβ in microglia has been demonstrated to drive pro-inflammatory and neurodegeneration-related gene programs^66,69^. In contrast, MEF2C activity is implicated in enhancing cognitive function and conferring resilience to neurodegeneration^70^. The expression of MEF2C in microglia is down-regulated during brain aging in a type I interferon (IFN-1)-dependent manner. MEF2C limits the microglial inflammatory response to immune challenge. The loss of MEF2C results in, or is associated with, microglial priming^71^.

Taken together, our results indicate that chromatin accessibility and TF binding activity are responsible for regulating ADEM gene expression throughout the microglial lifespan. Accordingly, TF induction may act as a key regulator of the ADEM gene dynamics throughout the microglial lifespan.

### Aged microglia display a compromised molecular reaction to systemic LPS challenge

Previous work suggests that aged microglia are primed and respond in an exaggerated manner to a second stimulus^72–75^. However, whether the microglial transcriptomes of aged animals exhibit stronger alterations in response to inflammatory challenge remains unknown. To address this question, we treated young (3-month-old), middle-aged (14-month-old) and aged (24-month-old) female mice with LPS or PBS. 

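For bulk RNA-seq, female mice of 3, 14 and 24 months received LPS, the bacterial endotoxin that activates TLR4, at 0.5 mg/kg or PBS, and microglia were sorted 2 h later. The LPS groups held 3, 5 and 3 mice and the PBS groups 4, 5 and 3, 1 library each, and the PBS-treated mice are those of the ageing series. Sorting, library preparation and the authors' processing to rounded, batch-adjusted FPKM were as for that series, and the depth is unknown here too. The values of a library summed to between 466753 and 478923 (median 471724) at 3 months with LPS, 446987 and 488984 (483765) at 14 months with LPS and 465657 and 488306 (472921) at 24 months with LPS. The 6 groups were fitted together with limma on log2(value + 1), LPS was compared with PBS at each age, and the difference of these responses between ages was tested as an interaction. Il6 has no values in the deposited table and was not analysed here. Replicates of a group had a median r of 0.916 on the log2 scale in the LPS groups (16 pairs, 6 of them under 0.9), against 0.926 between LPS-treated mice of different ages (39 pairs), lowest within a group at 0.840 between the 14-month LPS replicates 1 and 5.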

Animals were euthanized 2 h after administration (Fig. 4a). scRNA-seq and bulk RNA-seq were used to investigate how microglia react to LPS challenge. Both scRNA-seq and bulk RNA-seq revealed that microglia of different ages responded differentially to LPS challenge. LPS-treated groups were primarily included in neighboring clouds rather than clustered with PBS-treated groups of the same age (Fig. 4b,c). 

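Of the 11 libraries from LPS-treated mice, 10 lay nearest, on average over the libraries of a group, to an LPS group, their own for 5 of them. Of the 12 from PBS-treated mice 11 lay nearest to a PBS group, their own for 9. Between group means, the 3-month LPS group was nearest to the 14-month LPS group (0.347, the root mean square difference on the log2 scale), lay at 0.349 from the 14-month PBS group, whose nearest group it was, and lay at 0.547 from the PBS group of its age. The 24-month LPS group was nearest to the 14-month PBS group (0.359), and lay at 0.368 from the 3-month LPS group and at 0.555 from the PBS group of its age. The 14-month LPS group lay at 0.347 from the 3-month LPS group and at 0.354 from the PBS group of its age. Saa3, an acute phase gene, separated the treatments at every age, with 35.7 ± 12.1 (SD, n = 3), 53.6 ± 23.7 (SD, n = 5) and 44.3 ± 22.2 (SD, n = 3) with LPS. With PBS it stood at 0.555 ± 0.965 (SD, n = 4), 0.500 ± 0.853 (SD, n = 5) and 2.33 ± 3.21 (SD, n = 3). The first principal component of the 23 libraries held 25.7% of the variance on the log2 scale, with every library scaled to the same total.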

Based on unsupervised classification, microglia from scRNA-seq data were divided into 19 clusters (c0–c18) (Fig. 4b). In the LPS-treated group (c1, c2, c5–c7, c10 and c13–c18), most clusters were composed of cells of the same age. Interestingly, c13–c16 consisted of cells of all three ages after LPS challenge (Fig. 4b). We found that IFN signaling activation-associated genes (*Ifitm1*, *Ifitm6* and *Ilr2*) were highly expressed in c13–c16 (Fig. 4d). Genes associated with IFN pathways (*Il1β*, *Ifitm2*, *Ccl5*, *Ccl7*, *Ccl3*, *Ccl4*, *Ccl12*, *Ifi205* and *Il1rn*) were enriched in c13–c16, indicating that these subsets of microglia were highly conserved across different ages and showed a strong response to LPS stimulation (Fig. 4d,e and Supplementary Table 3). Next, we asked whether ‘primed’ aged microglia display a stronger response to LPS challenge. We used bulk RNA-seq to compare LPS-treated and PBS-treated microglia at three ages (Fig. 4f). 

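At 3 months LPS raised genes of interferon and NF-kB signalling and lowered genes of homeostatic microglia. Il1rn rose from 3.5 ± 1.00 (SD, n = 4) to 66.7 ± 8.50 (SD, n = 3), a log2 fold change of 3.93 (standard error 0.33, limma adjusted p = 5.9e-08). Cxcl10, an interferon-induced chemokine, rose by 3.21 and Ccl5 by 3.11. Of 26 interferon response genes 23 rose and none fell (23 when adjusted over the list alone), Ifit1 by 2.56, Ifit2 by 2.26 and Isg15 by 2.12 (camera adjusted p = 1.3e-26, adjusted p = 0.026 with an estimated correlation). Of 29 NF-kB targets and cytokines 24 rose and none fell (26 when adjusted over the list alone; camera adjusted p = 9e-33, adjusted p = 0.0022 with an estimated correlation). Of 20 homeostatic genes 7 fell, Sall1 by 1.40, Cx3cr1 by 0.93, Gpr34 by 0.90 and P2ry12 by 0.81 (7 when adjusted over the list alone; camera adjusted p = 1.9e-05, adjusted p = 0.16 with an estimated correlation). Of 15 genes of Toll-like receptor signalling 4 rose, Tlr2, Cd14, Myd88 and Tirap (6 when adjusted over the list alone; adjusted p = 0.12 with an estimated correlation). Of 19 neutrophil markers 9 fell, Mmp9 by 2.79, Ltf by 2.72 and Ngp by 2.39, and Il1r2 rose by 2.46 (13 fell and 2 rose when adjusted over the list alone). The list had a camera adjusted p of 0.0012 (adjusted p = 0.57 with an estimated correlation).
At 24 months Cxcl10 rose by 2.19 on the log2 scale (standard error 0.41). Of 26 interferon response genes 5 rose, Cxcl10, Ifit1, Ifit2, Trim30a and Ifi207 (5 when adjusted over the list alone; camera adjusted p = 1.2e-06, adjusted p = 0.34 with an estimated correlation). Of 29 NF-kB targets and cytokines 9 rose (13 when adjusted over the list alone; camera adjusted p = 8.9e-13, adjusted p = 0.14 with an estimated correlation). Of 7 MHC class II genes H2-Ab1, H2-Eb1 and H2-DMb1 fell (5 when adjusted over the list alone; adjusted p = 0.31 with an estimated correlation). Of 20 immediate early genes 6, Atf3, Fosb, Jun and Nr4a1 among them, fell while 1 rose (8 and 1 when adjusted over the list alone; adjusted p = 0.34 with an estimated correlation). Of 4 markers of T and NK cells 3 fell (4 when adjusted over the list alone), Nkg7 to 32.3 ± 19.4 (SD, n = 3). Of 19 neutrophil markers Mpo, Elane, Lcn2, Hp and Il1r2 rose (5 when adjusted over the list alone; adjusted p = 0.54 with an estimated correlation).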

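At 3 months 635 of 5647 genes passed the limma threshold, an adjusted p under 0.05 and a fold over 1.5, with 348 higher and 287 lower after LPS, and at 24 months 548, with 241 higher and 307 lower. At an unadjusted p under 0.05 with a fold over 1.5 the numbers were 979 at 3 months and 1117 at 24 months, and at an unadjusted p under 0.05 with a log2 fold of at least 1 they were 312 and 257. Genes with no overlap between the LPS and PBS values of an age numbered 1916 at 3 months, 33.9% where chance gives 5.71%, and 1494 at 24 months, 26.5% where chance gives 10%. The shares of higher genes, 54.8% at 3 months and 44.0% at 24 months, were 75.3% and 71.6% after median-ratio scaling (586 and 511 genes), which moved the median of all genes by 0.103 and 0.116 on the log2 scale. Besides the acute phase gene Saa3, the genes with the largest rises included Clec4e, a C-type lectin receptor, with log2 fold changes of 2.88 at 3 months and 3.29 at 24 months. Ccl12, a monocyte chemokine, had 2.77 at 3 months (734 ± 179, SD, n = 3, against 106 ± 19.5, SD, n = 4). Among the largest falls at 24 months were Lypla2 (−3.51) and Cxcr6, a receptor of T cells (−3.29). With the 2 groups of an age fitted alone 1037 genes passed at 3 months and 91 at 24 months. Without the 3-month LPS replicates 2 or 3 the 3-month count was 331 and 368, and without the 24-month PBS replicates 1 or 2 or the 24-month LPS replicate 1 the 24-month count was 203, 222 and 269.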

We identified 2,435 DEGs at 3 months of age, whereas the number reduced to 1,507 at 24 months of age (Fig. 4f and Supplementary Table 3). Upon LPS administration, 219 and 54 DEGs in young microglia were annotated to the cytokine production and phagocytosis categories, respectively (Fig. 4g,h and Supplementary Table 3). In contrast, only 143 and 39 genes in aged microglia were differentially expressed upon LPS challenge (Fig. 4g,h and Supplementary Table 3). 

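The genes that the study annotates to cytokine production at any of the 3 ages number 289, of which 218 are in the deposited table, and those it annotates to phagocytosis 81, of which 64 are. The study chose both lists on these libraries, so their counts are not independent evidence. At 3 months 89 of the 218 cytokine genes passed the limma threshold, 67 higher and 22 lower, and 112 were at an unadjusted p under 0.05 with a fold over 1.5. Of the 64 phagocytosis genes 20 passed, 15 higher and 5 lower, and 27 at the unadjusted threshold. The neutrophil chemokine Cxcl2 rose from 13.3 ± 2.22 (SD, n = 4) to 70.3 ± 6.81 (SD, n = 3), and Tlr2, a receptor of bacterial lipoproteins, from 65.3 ± 4.19 to 170 ± 12.1. Cd14, the LPS co-receptor, rose from 398 ± 21.6 to 1026 ± 72.0.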

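At 24 months 49 of the 218 cytokine production genes passed the limma threshold, 36 higher and 13 lower, and 13 of the 64 phagocytosis genes, 9 higher and 4 lower. At an unadjusted p under 0.05 with a fold over 1.5 the numbers were 85 and 24, and with a log2 fold of at least 1 they were 33 and 9. Cxcl2 rose at this age from 11.7 ± 0.577 to 72.3 ± 19.1 (SD, n = 3 each), while Tlr2 stood at 91 ± 9.54 and 134 ± 44.5. Of 24 core genes of disease-associated microglia Trem2 fell by 0.60 and Ctsb by 0.59 (5 fell when adjusted over the list alone; adjusted p = 0.44 with an estimated correlation). A difference in the number of genes past a threshold is not a test of a difference in response.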

The results indicate that aged microglia, which are considered primed, do not exhibit a more exaggerated response to LPS challenge. 

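Tested as an interaction, the LPS response at 24 months differed from that at 3 months for 0 of 5647 genes with limma, while 576 were at an unadjusted p under 0.05 with a fold over 1.5. Ccl5 came nearest, with an interaction of −2.73 on the log2 scale (standard error 0.54, limma adjusted p = 0.0504). The 26 interferon response genes all had a lower response at 24 months, with a median of −0.81 (camera adjusted p = 6.4e-10, adjusted p = 0.15 with an estimated correlation). The 29 NF-kB targets and cytokines had a median of −0.71 (5 lower when adjusted over the list alone; camera adjusted p = 1e-07, adjusted p = 0.15 with an estimated correlation). The neutrophil markers had a median of 1.80 (9 higher when adjusted over the list alone; adjusted p = 0.15 with an estimated correlation). Those of T and NK cells had −2.64 (3 lower when adjusted over the list alone). In simulated data of this design 28% of genes with an interaction of 1 on the log2 scale and 86% of those with 2 were called. The number of genes was 1 without the 3-month PBS replicate 1 or the 24-month PBS replicate 1, 19 without the 24-month PBS replicate 3, and 16 and 8 without the 24-month LPS replicates 1 and 3. With every library scaled to the same total it was 6, and after median-ratio scaling 0. Other alternatives in the closing sections, pseudocounts of 0.5 and 5 among them, also gave a number above 0. Between LPS-treated mice of 24 and 3 months 2 genes passed, the near-identical histone genes Hist1h2ao and Hist1h2ap, both higher at 24 months and named because they were the ones called. The count was 0 without the 3-month LPS replicate 1 or 2 or the 24-month LPS replicate 2, and 8 without the 24-month LPS replicate 3.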

Similar results were also observed at the middle-aged stage (Fig. 4g,h). Therefore, aged and middle-aged microglia respond to LPS in a weaker/compromised manner.

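At 14 months 102 of 5647 genes passed the limma threshold, 79 higher and 23 lower after LPS, and 338 were at an unadjusted p under 0.05 with a fold over 1.5. Saa3, an acute phase gene, rose by 5.21, Acod1, the itaconate-producing enzyme, by 4.09 and Il1rn by 2.85 on the log2 scale (81.2 ± 22.7 against 10.6 ± 3.85, SD, n = 5 each). Of 26 interferon response genes Cxcl10 and Irf7 rose (6 when adjusted over the list alone; adjusted p = 0.35 with an estimated correlation). Of 29 NF-kB targets and cytokines 8 rose (14 when adjusted over the list alone; camera adjusted p = 3.4e-16, adjusted p = 0.06 with an estimated correlation). The share of higher genes was 77.5%, and 66.3% after median-ratio scaling. Of the study's 218 cytokine production genes 19 passed (47 unadjusted), and of its 64 phagocytosis genes 7 (14 unadjusted). Without the 14-month PBS replicate 2 or the 14-month LPS replicate 3, 4 or 5 the count of 102 was 49, 49, 42 and 65, and with the 2 groups of 14 months fitted alone it was 33.
Tested against the response at 3 months, 17 genes differed at 14 months. Ccl5, which rose at 3 months, had 0.20 on the log2 scale at 14 months (interaction −2.91, standard error 0.48, limma adjusted p = 0.0039), Tnfsf9 had 2.23 and −0.04, Cxcl2 2.33 and 1.02, and Ifit2 2.26 and 0.47. In the other direction, the transcription factor gene Jun had −0.88 at 3 months and 0.35 at 14 months. Of these 17 interactions 41.2% were positive, and 10.5% of 19 after median-ratio scaling. The number was 9, 8 and 9 without the 3-month PBS replicates 1, 2 and 3, and 30 and 27 without the 14-month PBS replicates 2 and 5. It was 9 and 11 without the 3-month LPS replicates 2 and 3, and 10 without the 14-month LPS replicate 2. With all 17 groups fitted the number was 2, and with a variance without a trend 11.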

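Over the 102 genes called at 14 months, a set chosen by the 14-month comparison, the LPS response was smaller at 24 than at 3 months for 85 and had the same direction for 93. The median size of the log2 fold change was 1.12 at 3 months and 0.565 at 24 months. The slope of the 24-month on the 3-month values was 0.685 (0.590 to 0.774 with 1 library left out, r = 0.844 across genes, which are not independent replicates). Spread in the 3-month values lowers such a slope, and what equal responses would give was not simulated. Saa3 had 4.66 at 3 months and 4.13 at 24 months, Il1rn 3.93 and 3.22, and Acod1 3.61 and 3.90. From the smaller numbers of changed genes at 14 and 24 months, the paper concludes that aged and middle-aged microglia respond to LPS in a weaker manner.

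**Figure D2:**
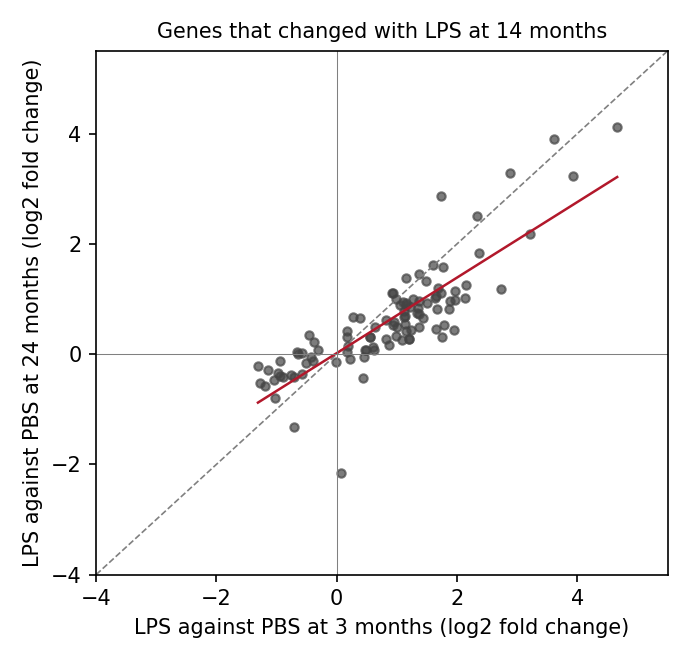
Log2 fold change of LPS against PBS at 24 months against that at 3 months, on the log2(value + 1) scale, for the 102 genes called at 14 months. Each point is a gene, the dashed line marks equal responses and the solid line is the fit. The fitted slope is 0.685, and 85 of the 102 genes have the smaller response at 24 months. Spread in the 3-month values lowers this slope.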

**Fig. 4:**
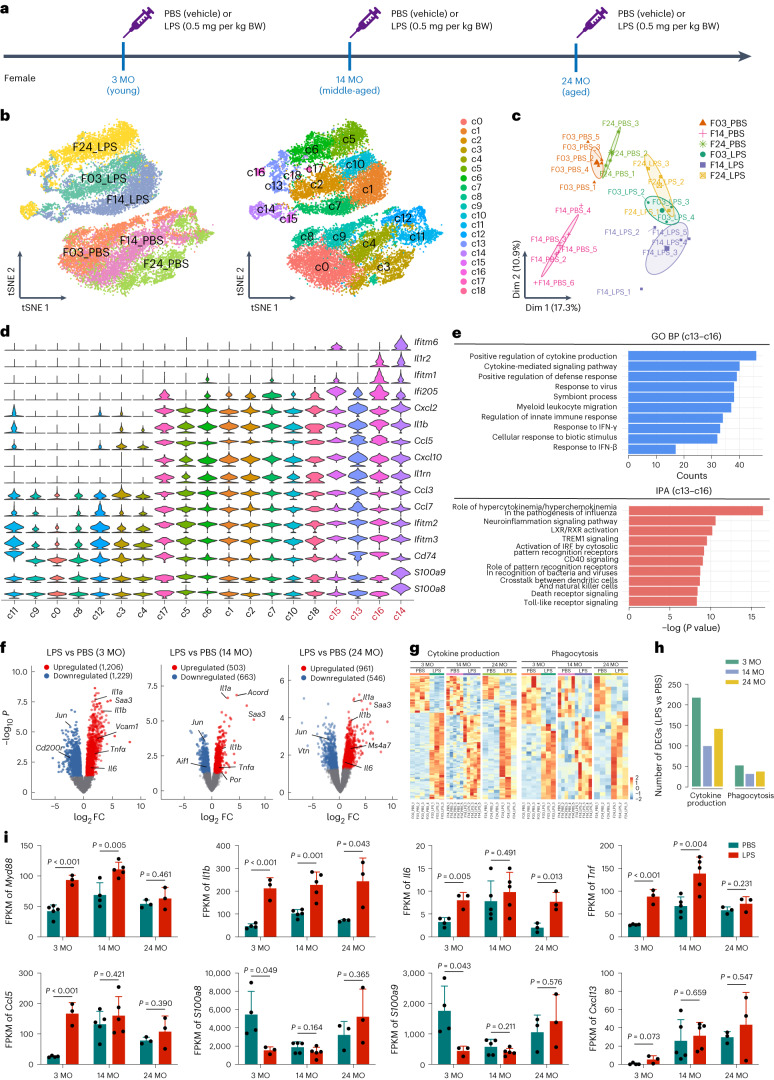
scRNA-seq and bulk RNA-seq reveal that microglia respond to LPS challenge in an age-dependent manner. **a**, Scheme of LPS and PBS administration and timepoints for scRNA-seq and bulk RNA-seq. **b**, tSNE plots of scRNA-seq display different responses of young (3 MO), middle-aged (14 MO) and aged (24 MO) microglia to LPS challenge. Cells are colored according to the group (left) and unsupervised clusters (right) separately. **c**, PCA plots of bulk RNA-seq display different responses of young, middle-aged and aged microglia to LPS challenge. *n* = 3–5 mice for each group. **d**, Violin plots show the expression levels of *Ifitm1*, *Ifitm6*, *Ilr2*, *Il1β*, *Ifitm2*, *Ccl5*, *Ccl7*, *Ccl3*, *Ccl4*, *Ccl12*, *Ifi205* and *Il1rn* grouped by clusters; these genes are enriched in c13–c16. **e**, Top 10 significant BPs annotated by GO and IPA of c13–c16 enriched genes (*q* < 0.05). **f**, Volcano plots of LPS-challenged microglia versus PBS-treated controls at 3 months, 14 months and 24 months of age. Red and blue represent significant DEGs (*P* < 0.05, log_2_FC ≥ 1, QL *F*-tests). **g**, Heat maps of cytokine production and phagocytosis-related DEGs of LPS-challenged microglia versus PBS-treated control at 3 months, 14 months and 24 months of age. **h**, Bar plot showing the DEG numbers of cytokine production-related and phagocytosis-related genes (as shown in **g**). **i**, FPKM of *Myd88*, *Il1b*, *Il6*, *Tnf*, *Ccl5*, *S100a8*, *S100a9* and *Cxcl13*. Data are presented as mean ± s.d. Two-tailed independent *t*-test. *n* = 5, 4, 3, 3, 5 and 3 mice for young (PBS), middle-aged (PBS), aged (PBS), young (LPS), middle-aged (LPS) and aged (LPS), respectively. Two-tailed independent *t*-test. *n* = 5 mice for each group of **b**, **d** and **e**. In total, 3,539 young (3 MO), 4,149 middle-aged (14 MO) and 4,313 aged (24 MO) microglia after LPS challenge were harvested in each group of **b**, **d** and **e**. BP: biological process; BW, body weight; F03_LPS, LPS-challenged 3-month-old females, and so on in a similar fashion; MO, months old; Dim, dimension. Source data

Previous studies reported that LPS induces an exaggerated neuroinflammatory response in aged mice^72,76–80^. To further test whether aged microglia respond to LPS in an exaggerated manner, we evaluated the expression of several well-documented inflammation-related genes in microglia. We first analyzed *Myd88*, which controls the release of inflammatory factors. 

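Myd88, the adaptor of most Toll-like receptors, lies on chromosome 9 of GRCm38 (119335934 to 119340018). It rose with LPS at 3 months, from 49.8 ± 4.03 (SD, n = 4) to 96.7 ± 8.08 (SD, n = 3), 1.94 times the PBS mean (limma adjusted p = 0.014). At 14 months it stood at 78.8 ± 35.2 (SD, n = 5) with PBS and 114 ± 11.2 (SD, n = 5) with LPS (limma adjusted p = 0.115). At 24 months it stood at 57.7 ± 6.66 (SD, n = 3) and 66.7 ± 18.5 (SD, n = 3), 1.16 times (limma adjusted p = 0.709). The difference of the responses at 24 and 3 months was −0.77 on the log2 scale (limma adjusted p = 0.43). Exact permutation tests of the 7 genes measured at the 3 ages gave no adjusted p under 0.05 (lowest 0.1, and 3 mice against 3 cannot go below 0.1).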

Although LPS significantly increased microglial *Myd88* levels at the young and middle-aged stages, it did not induce *Myd88* up-regulation at the aged stage (Fig. 4i). Next, we observed some key inflammatory mediators that are associated with neurotoxicity, including *Il1b* (ref. ^81^), *Il6* (ref. ^82^) and *Tnf*^83,84^. *Il1b* expression was significantly up-regulated after LPS challenge at all ages (Fig. 4i). However, LPS did not induce *Tnf* up-regulation in aged microglia (Fig. 4i). 

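Il1b rose with LPS from 43.3 ± 11.4 (SD, n = 4) to 227 ± 54.5 (SD, n = 3) at 3 months, 5.26 times (limma adjusted p = 6.6e-06). It rose from 117 ± 21.0 to 246 ± 65.4 (SD, n = 5 each) at 14 months, 2.11 times (limma adjusted p = 0.018), and from 68 to 265 ± 118 (SD, n = 3 each) at 24 months, 3.89 times (limma adjusted p = 7.1e-04). The difference of the responses at 24 and 3 months was −0.54 on the log2 scale (limma adjusted p = 0.63).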

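Tnf lies on chromosome 17 of GRCm38 (35199367 to 35202007). With LPS it rose from 26 ± 1.83 (SD, n = 4) to 91 ± 16.7 (SD, n = 3) at 3 months, 3.5 times (limma adjusted p = 4.6e-05). It rose from 76.8 ± 24.4 to 145 ± 38.4 (SD, n = 5 each) at 14 months, 1.89 times (limma adjusted p = 0.018). At 24 months it stood at 58.7 ± 8.08 with PBS and 74.3 ± 16.8 with LPS (SD, n = 3 each), 1.27 times (limma adjusted p = 0.441). The difference of the responses at 24 and 3 months was −1.44 on the log2 scale (standard error 0.36, limma adjusted p = 0.10).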

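In PBS-treated females the mean Tnf value of 14 months (n = 5) was 2.95 times that of 3 months (n = 4, two-sided exact permutation test, p = 0.0159, adjusted p = 0.0317). With limma the adjusted p was 1.8e-04. The 24-month mean (n = 3) was 0.764 times the 14-month mean (two-sided exact permutation test, adjusted p = 0.321; limma adjusted p = 0.393). Il6 has no values in the deposited table.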

Notably, under homeostasis (PBS-treated groups), middle-aged microglia displayed higher *Il6* and *Tnf* levels than young microglia, whereas expression levels were reduced in aged microglia (Fig. 4i). Next, we analyzed the microglial expression of IFNγ response genes (*Ccl5*, *S100a8*, *S100a9* and *Cxcl13*), which were previously showed to display age-dependent up-regulation in brain tissue induced by an IL-1β, TNFα and IL12 mixture^74^. However, we failed to observe age-related up-regulation after LPS treatment (Fig. 4i). 

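Ccl5, a chemokine for T cells on chromosome 11 of GRCm38 (83525778 to 83530518), rose with LPS at 3 months from 20.5 ± 2.65 (SD, n = 4) to 188 ± 45.8 (SD, n = 3) (limma adjusted p = 6.8e-06). It stood at 155 ± 55.7 with PBS and 180 ± 78 with LPS at 14 months (SD, n = 5 each, limma adjusted p = 0.805). It stood at 77.3 ± 12.7 and 114 ± 61.6 at 24 months (SD, n = 3 each, limma adjusted p = 0.546). S100a8, on chromosome 3 (90669071 to 90670034), fell with LPS at 3 months from 6012 ± 2871 (SD, n = 4) to 1623 ± 428 (SD, n = 3) (limma adjusted p = 0.012). It stood at 2222 ± 871 and 1397 ± 599 at 14 months and at 3496 ± 1639 and 5743 ± 3420 at 24 months (limma adjusted p = 0.402 and 0.391). S100a9, on the same chromosome (90692630 to 90695721), fell from 2005 ± 955 to 476 ± 177 at 3 months (limma adjusted p = 0.0092). S100a8 and S100a9 are abundant in neutrophils, and 9 of 19 neutrophil markers also fell with LPS at 3 months. Within groups of libraries the other neutrophil markers followed S100a8, with a median r of 0.809. The responses of S100a8 and S100a9 differed by 2.48 and 2.47 on the log2 scale between 24 and 3 months (limma adjusted p = 0.16 and 0.19). Cxcl13, on chromosome 5 (95956939 to 95961068), stood at 0.525 ± 0.984 with PBS and 4.26 ± 3.17 with LPS at 3 months. It stood at 26.6 ± 29.1 and 25.8 ± 12.2 at 14 months and at 24.7 ± 5.13 and 36.3 ± 29.3 at 24 months (limma adjusted p = 0.188, 0.716 and 0.970). One PBS-treated mouse of 3 months, at 2, held most of the Cxcl13 of its group.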

A previous study showed that S100A8 and S100A9 form the calprotectin heterocomplex, which is recruited by LPS-challenged TLR4 and subsequently induces deleterious pro-inflammatory cytokine release^85^. When we knocked down either *S100a8* or *S100a9* in primary microglia, the LPS-induced immune response was reduced, as seven of 13 and eight of 13 immune-related genes were significantly down-regulated upon *S100a8* and *S100a9* knock-down, respectively (Extended Data Fig. 3). The down-regulation of *S100a8* and *S100a9*, thus, can partially explained the weakened cytokine production observed in aged microglia. Therefore, despite their primed state, aged microglia exhibit a compromised immune response upon systemic challenge.

### Microglia show diverse alterations in their chromatin landscapes in response to aging and LPS challenge

Microglia undergo a mild and chronic reactive response in aged brains^86,87^, whereas LPS-induced reactivity is firm and transient^77,88^. To further decode differences between these two processes, we examined the epigenetic modulation in LPS-administered and PBS-administered microglia at young, middle-aged and aged stages (Fig. 5a,b). PCA results showed that both LPS challenge and the aging process induced substantial alterations in chromatin modifications, although the effect of LPS was more pronounced (Fig. 5c). In LPS-administered microglia, 44,353 peaks were identified and aligned to genomic loci. There were 2,382 differentially accessible peaks (DAPs) between LPS-administered and PBS-administered microglia at 3 months of age. In contrast, only 592 DAPs were identified between 24-month-old and 3-month-old microglia (Fig. 5d and Supplementary Table 4). Moreover, we examined the annotation of DAPs with ChIPseeker annotatePeak. DAPs found in LPS-treated versus PBS-treated microglia were primarily located in the first intron (Fig. 5e,f). In contrast, aging modulated DAPs, such that they predominately accumulated around promoter regions (Figs. 5e and 3c and Extended Data Fig. 2a). Interestingly, only a small number of chromatin accessibilities in LPS-challenged microglia were detected across different ages (Fig. 5g), indicating conserved epigenetic modifications upon LPS challenge across different ages. Therefore, these results indicate that aging and systemic inflammation induce distinct chromatin modulations.

**Fig. 5:**
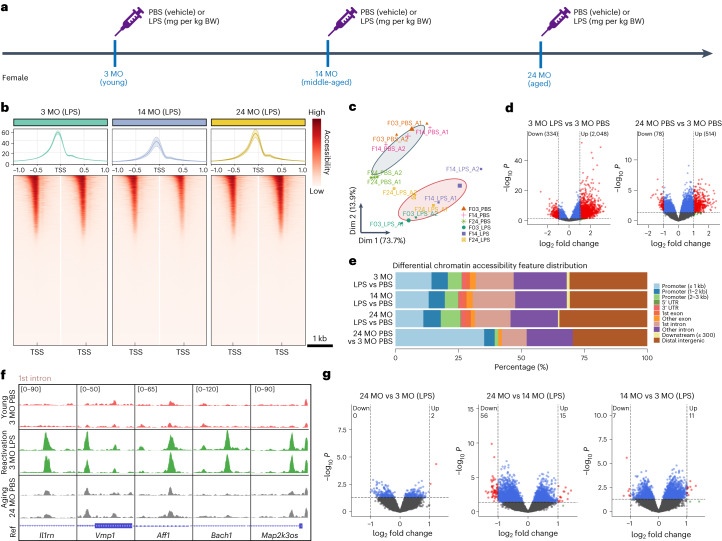
ATAC-seq reveals the divergence of chromatin modifications between microglial aging and reactivity to LPS challenge. **a**, Scheme of LPS and PBS administration and timepoints for ATAC-seq. **b**, ATAC peaks around the TSSs (−1 kb to 1 kb) of LPS-challenged microglia at three ages. Data are presented as mean ± s.d., heat map showing enrichment of normalized ATAC-seq reads within ±1 kb of TSSs in microglia at different stages. **c**, PCA plot showing that microglia of different ages exhibit distinct chromatin modifications in response to LPS challenge. **d**, Volcano plots of differentially accessible peaks upon LPS challenge (3 MO LPS versus 3 MO PBS) and age-related change (24 MO PBS versus 3 MO PBS), revealing divergent chromatin modifications between LPS challenge and the aging process (*P* < 0.05, log_2_FC ≥ 1, QL *F*-tests). **e**, Bar plots showing the distribution of differential peaks in gene encoding and regulatory element regions. **f**, Representative genome browser views showing ATAC peaks of *Il1rn*, *Vmp1*, *Aff1*, *Bach1* and *Map2k3os*. The numbers in brackets indicate the minimum and maximum values of the *y* axis. Ref, reference genome view, mm10. **g**, Volcano plots of differential accessible peaks of LPS-challenged microglia across different ages reveal conserved epigenetic modifications across different ages. *n* = 2 ATAC-seq tests for each group. Microglia from 2–3 mice were pooled together for each ATAC-seq test (*P* < 0.05, log_2_FC ≥ 1, QL *F*-tests). BW, body weight; MO, months old; UTR, untranslated region; Dim, dimension. Source data

### Microglial crosstalk with astrocytes and endothelial cells in the aged brain

Different cell types in the brain cross talk and orchestrate^89^. The dysregulation of cell–cell communication is one of the hallmarks of aging^90^. As resident immune cells, microglia surveil and respond to microenvironmental alterations. However, how microglia affect their microenvironment and interact with other cells in the aged brain are not fully understood. To better understand how aging impacts on microglia and other brain cells, we predicted the intercellular signaling and cell–cell communication. Brain cells from young (3-month-old) and aged (24-month-old) mice were harvested for scRNA-seq (Extended Data Fig. 4a). After removing low-quality cells and red blood cells, we finally acquired 9,088 cells for subsequent analysis (Extended Data Fig. 4b and Supplementary Fig. 8). We identified 15 distinct cell populations according to cell-type-specific gene signatures^42^ (Extended Data Fig. 4c,d and Supplementary Fig. 8). Two astrocyte populations were identified (Extended Data Fig. 4c,g and Supplementary Fig. 8). *Apoe*, *Slc1a2, Gja1*, *Mfge8* and *Slco1c1* were highly expressed in Astrocyte 1, whereas *S100β*, *Aqp4*, *Sox9*, *Aldh1l1* and *Gfap* were relatively enriched in Astrocyte 2 (Extended Data Fig. 4e), consistent with previous observations^91^. Notably, the major cell types collected by our method were microglia, astrocytes and endothelial cells (ECs) (Extended Data Fig. 4c,f and Supplementary Fig. 8a,b); therefore, we investigated the overlapping DEGs in these cell types. *Ttr*, *Crip1*, *Ly6a*, *Mgp*, *B2m*, *Tspo* and *Vcam1* were up-regulated in most cell types (Extended Data Fig. 4g and Supplementary Table 5). *Ttr* was prominently up-regulated in aged brains. TTR is a transporter of vitamin A and thyroxine. A previous study demonstrated that TTR is neuroprotective after brain injury^92^. On the other hand, TTR is also a risk factor for the formation of amyloid fibrils in familial amyloid polyneuropathy^93^, implying that the high expression of *Ttr* contributes to neurodegeneration in the aged brain. In addition, we identified the most common biological functions enriched in each cell population, which include the ‘response to interferon signaling’, ‘protein synthesis’, ‘response to stress’ and ‘regulation of cell apoptosis and cell cycle’ (Extended Data Fig. 4h and Supplementary Table 5).

Previous studies showed aging-driven deterioration of brain structures and functions, particularly in the BBB^94,95^. Dysfunction or breakdown of the BBB results in the entry of neurotoxic factors, leading to neuroinflammation^96^. Thus, we highlighted the cellular interactions between microglia and BBB components, including astrocytes and ECs. The gene profiles of astrocytes and ECs underwent evident alterations in the aged brain (Extended Data Fig. 4f,g and Supplementary Fig. 9). Genes associated with antigen presentation (*B2m*, *Cd74* and *Hla-a*), oxidative stress (*Alpl*, *Fos*, *Hsp90ab1* and *Jun*), glycolysis and hypoxia response (*Aldoa*, *Pkm*, *Tpl1*, *Edn1* and *Ldha*) and neuroinflammation signaling (*Vcam1*, *cd200* and *Vmf*) were up-regulated in aged ECs (Supplementary Fig. 9a and Supplementary Table 6), indicating the involvement of ECs in the overall inflammatory state during brain aging. In aged astrocytes, the levels of major histocompatibility complex (MHC) class I/II genes (*B2m*, *H2-D1*, *Cd74* and *MHCII* genes involved in adaptive immunoregulation) and the complement cascade gene *C4b* were markedly elevated (Supplementary Fig. 9b and Supplementary Table 6). However, *Occludin*, *Claudins* and *Cx4*, which encode key BBB component proteins^97,98^, did not show significant alterations during the aging process (Supplementary Table 6). Thus, BBB dysfunction might not be driven by intrinsic cellular changes but, rather, by the inflammatory microenvironment or the recruitment of immune cells to the gliovascular unit, which increase susceptibility to age-related disorders.

To further compare the altered cell signaling during the aging process, we additionally applied CellPhoneDB and CellChat^99–101^ to predict the cell–cell interaction. By CellPhoneDB, we identified 29 age-dependent ligand–receptor interactions (defined as in a specific cell–cell interaction, *P* < 0.01 in a certain age, and *P* > 0.01 in the other age) (Extended Data Fig. 5a). TNF, TGF-β, PDGF and VEGF signaling pathways were differentially involved in microglia during the aging process (Extended Data Fig. 5a). In addition, we identified 13 significant transmitter–receiver interactions by CellChat, four of which were differentially involved between different ages (Extended Data Fig. 5b).

### Forced microglial turnover induced by 3xDR accelerates microglial cell aging

We administered male mice a PLX5622-formulated diet for 14 d to deplete brain microglia, followed by control diet (CD) for 21 d for repopulation (Extended Data Fig. 6a). After three rounds of depletion–repopulation, each microglia proliferated at least log_2_(190.2/0.1304) + log_2_(221.2/1.821) + log_2_(247.9/3.211) = 23.71 times on average (Extended Data Fig. 6b,c). To ensure that microglia reached a steady state, we extended the analysis for another 14 d after the third round of depletion–repopulation to allow microglia to fully recover (Fig. 6a). Aging leads to telomere shortening^46,47^. The telomere length of 3xDR microglia displayed a similar shortened trend (Fig. 6b). 1xDR microglia (aka repopulated microglia) display similar morphology, transcriptome profile and function to naive microglia^41,45,102–104^. In contrast, gene characteristics of 3xDR microglia were distinct from CD-treated control (Fig. 6c). 3xDR microglia exhibited higher P-ADEM and lower N-ADEM gene signature scores (Fig. 6d). In line with this, 3xDR microglia exhibited a similar trend upon LPS challenge as LPS-challenged aged microglia (Fig. 6e), indicating an aged-like phenotype. 

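In the bulk RNA-seq of LPS-treated females, Ccl12, Ccl3, Ccl4, Ccl5, Cd14, Myd88, Socs3 and Tnf stood at 0.71, 0.815, 0.854, 0.608, 0.877, 0.690, 0.911 and 0.817 times their 3-month means at 24 months (n = 3 mice each). Il1b, Ifitm2 and Ifitm3 stood at 1.16, 1.16 and 1.01 times. S100a8 and S100a9 stood at 3.54 and 3.38 times. With them, 7 of 19 neutrophil markers were higher at 24 months when adjusted over the list alone (none over all genes). The exact permutation test cannot go below 0.1 with 3 mice against 3, and gave 0.1 for Myd88, S100a8 and S100a9 (adjusted p = 0.433 over 13 genes). None of the 13 genes passed limma over all genes.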

A total of 545 genes were differentially expressed, among which 206 were up-regulated, including genes involved in DAM (*Apoe*, *Axl*, *Spp1*, *Ms4a7* and *Vcam1*), immune activation (*Lyz2*, *Tspo*, *Il1b*, *Il10*, *Cst7*, *Ifi203*, *Ifitm3* and *Ifitm6*) and ROS production (*Gsr* and *Prdx5*). In contrast, 339 genes were down-regulated, such as genes involved in microglial homeostasis (*P2ry12*, *Klk8*, *Tmem119*, *Hexb, Sall1* and *Cx3cr1*) and phagocytosis/phagosome maturation (*Mertk* and *Ctsf*) (Fig. 6f, Extended Data Fig. 7a,b and Supplementary Table 7). The results indicate that 3xDR microglia in the 6-month-old brain lose their homeostatic state and exhibit a dampened phagocytic capacity. We further replotted the male 3xDR microglia with cells from young, middle-aged and aged female mice. 3xDR microglia were mainly located in the proximal cloud of aged microglia and exhibit a higher pseudotime score than young and middle-aged microglia (Fig. 6g,h). When plotted with LPS-treated and PBS-treated microglia, 3xDR microglia primarily located close to PBS-treated microglia (Extended Data Fig. 7c). In addition, only five 3xDR DEGs were included in the ARM gene set (Fig. 6i). These results confirmed that 3xDR microglia do not exhibit an LPS-induced reactive state. On the other hand, 3xDR microglia exhibited a less ramified morphology with less complicated processes and enlarged cell bodies (Fig. 6j,l), indicating an aged-like state^105^. Several enriched pathways were identified by IPA, including glucocorticoid receptor signaling, IL-10 signaling, IL12 and IL17a signaling, NO and ROS production, PKR in IFN induction, LXR and RXR activation and the NRF2-mediated oxidative stress response (Fig. 6m and Supplementary Table 7). Next, we compared the DEGs of 3xDR microglia to ADEM genes and found a positive correlation (Fig. 6n), echoing the aged-like phenotype of 3xDR microglia. Similar to aged microglia, we identified a positive correlation between 3xDR microglia and DAM genes (Fig. 6o), suggesting potential associations with brain disorders. The aged-like state of 3xDR microglia was further confirmed by the immunostaining of OPN (encoded by *Spp1*) and AXL (Fig. 6p,q). Notably, 44 metabolism-related biological processes were enriched in 3xDR microglial DEGs (Supplementary Fig. 10), suggesting that the metabolism status of microglia was influenced by 3xDR. To confirm whether the repopulated cells in 3xDR are microglia, we used microglia-specific mice, TMEM119-GFP and P2Y12-CreER-GFP (Extended Data Fig. 8a), in which only microglia expressed GFP reporter, whereas border-associated macrophages (BAMs) or infiltrating myeloid cells do not^41,106,107^. In both 3xDR TMEM119-GFP and P2Y12-CreER-GFP animals, almost all IBA1^+^ cells in the brain parenchyma were GFP^+^ (Extended Data Fig. 8b), confirming the microglial identity of repopulated cells in the 3xDR brain. Notably, some comparisons were between male 3xDR and female young/mid-aged/aged microglia (Fig. 6g,h and Extended Data Fig. 7c). To further confirm the aged-like phenotype of male 3xDR microglia, we compared some age-related scores from bulk RNA-seq data between female and male microglia. 

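Scores of the study's age-dependent genes were compared between females and males at 3 and 24 months. The score is the mean log2 value of the female list minus that of all genes. For the rising genes it was 0.785 ± 0.088 (SD, n = 3) in females and 0.761 ± 0.173 (SD, n = 4) in males at 24 months. At 3 months it was −0.298 ± 0.087 (SD, n = 4) and −0.064 ± 0.153 (SD, n = 4). The differences between the sexes were 0.024 at 24 months (two-sided exact permutation test, adjusted p = 0.943 over 8 comparisons) and −0.234 at 3 months (exact adjusted p = 0.114). The score of the falling genes was 0.839 ± 0.084 in females and 0.852 ± 0.269 in males at 3 months (exact adjusted p = 0.943), and 0.388 ± 0.079 and 0.643 ± 0.154 at 24 months (exact adjusted p = 0.137). A p that misses the threshold does not show that the sexes are alike. From 3 to 24 months the score of the rising genes differed by 1.08 in females and 0.824 in males and that of the falling genes by −0.451 and −0.209 (exact adjusted p = 0.0762, 0.0762, 0.0762 and 0.305, where 0.0286 is the smallest unadjusted p that these groups allow). The Y-linked gene Eif2s3y did not follow the sex labels at 3 and 24 months. The lists were chosen by the study on these libraries.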

Female and male microglia at both young and aged stages showed similar ADEM signature and pseudotime scores (Supplementary Fig. 11). Albeit we compared the pseudotime score and replotted the *t*-distributed stochastic neighbor embedding (tSNE) between male 3xDR and female young/mid-aged/aged microglia, the similar age-related scores between sexes infer the aged-like characteristics of male 3xDR microglia. Collectively, forced proliferation by 3xDR switches microglia to an aged-like phenotype, even though the microglia are in a non-aged brain.

**Fig. 6:**
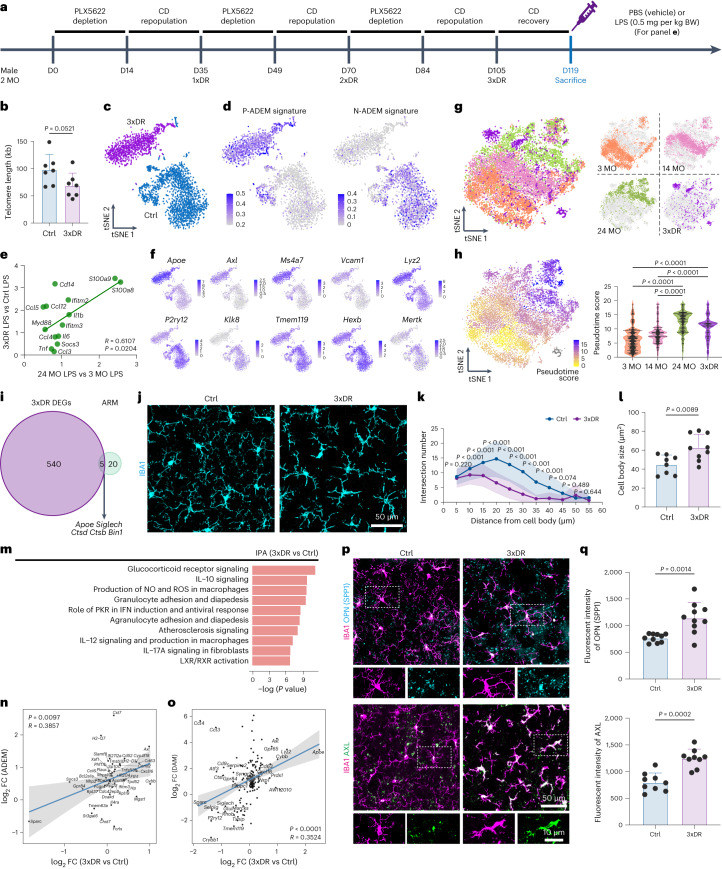
3xDR microglia exhibit an aged-like phenotype. **a**, Scheme of 3xDR and timepoints for experiments. **b**, 3xDR shortens the microglial telomere. *n* = 7 mice for each group. Two-tailed independent *t-*test. **c**, 3xDR microglia (1,313 cells) exhibited transcriptional characteristics distinct from control mice (2,180 cells). *n* = 5 mice for each group. **d**, 3xDR microglia display higher P-ADEM and lower N-ADEM gene signature scores. **e**, 3xDR versus control microglia FC (qPCR) exhibited a similar trend to LPS challenge as aged versus young microglia FC (bulk RNA-seq). *n* = 4 (3xDR and control) and 3 (3-month-old and 24-month-old; data from Fig. 4) mice. Linear regression. **f**, tSNE plots show the expression levels of microglial activation-associated and homeostasis-associated genes. **g**, 3xDR microglia exhibit a phenotype resembling that of aged microglia. **h**, 3xDR and 24-month-old microglia exhibit higher pseudotime value than 3-month-old and 14-month-old microglia. One-way ANOVA with Bonferroni’s post hoc test. *n* = 5 mice for each group. In total, 4,207 young, 3,272 middled-aged, 2,497 aged and 1,313 3xDR microglia (**g**,**h**). **i**, Only five genes are overlapping between 3xDR DEGs and ARM gene set. **j**–**l**, 3xDR microglia exhibit a distinct morphology to control microglia. 3xDR microglia display a larger cell body than control microglia. *n* = 8 mice for control and 9 mice for 3xDR, 100 cells from cortex and hippocampus for each group. Each dot represents an average result in one mouse (**l**). Two-tailed independent *t*-test. **m**, Top 10 significantly enriched canonical pathways of 3xDR versus control microglial DEGs annotated by IPA (q < 0.05). **n**,**o**, 3xDR versus control microglia FC are positively correlated with ADEM (**n**) and DAM (**o**) gene sets. Gray shading represents the 95% confidence interval, and Pearson’s correlation coefficients and *P* values are shown at the bottom. **p**,**q**, Representative confocal image shows that OPN and AXL are up-regulated in 3xDR microglia. *n* = 10 mice for each group. Two-tailed independent *t*-test. Data are presented as mean ± s.d. BW, body weight; Ctrl, control; MO, months old; NxDR, N-round depletion–repopulation; PLX5622, PLX5622-formulated diet. Source data

We next asked whether aged-like 3xDR microglia exhibit a senescent phenotype. Molecular markers for microglial senescence are currently not well defined. A morphology-based senescence index was used to evaluate the microglial state, by which aged microglia exhibit a higher senescence index^105^. The senescence index of 3xDR microglia was 3.6-fold that of normal microglia (Extended Data Fig. 7d). Additionally, we compared cytoplasmic β-galactosidase (β-gal), a widely used marker of cell senescence, between control and 3xDR microglia. However, we did not observe β-gal elevation in 3xDR microglia (Extended Data Fig. 7e). The conflicting results, although the ‘senescence index’ does not technically distinguish senescence and aging, thus complicate the landscape of the microglial senescence state. To fully elucidate whether aged-like 3xDR microglia exhibit a senescent phenotype, we compared a series of widely accepted senescence genes^48,108,109,110,111^. We found that these senescence genes were not correlated with DEGs of 3xDR microglia (Extended Data Fig. 7f). In addition, 3xDR microglia did not exhibit a different gene signature score of senescence-associated secretory phenotype (SASP)^112,113^ from control microglia (Extended Data Fig. 7g). Converging results thus indicate that aged-like 3xDR microglia did not exhibit a senescent phenotype.

Consequently, forced turnover by 3xDR converts microglia into an aged-like but non-senescent state.

### Accelerated microglial cell aging dampens cognitive functions

Microglia are essential for cognitive functions^114,115^, and aging dampens cognitive functions. However, the contribution of aged microglia to cognitive declines remains elusive, partially because of difficulties in dissecting the contribution of aged microglia from other aged brain cells. Here, we established an accelerated microglial aging model by 3xDR. Because CSF1R is specifically expressed in microglia and macrophages, other brain cells are not directly influenced by 3xDR. The aged-like 3xDR microglia thus reside in a non-aged microenvironment, allowing to dissect the contribution of aged-like microglia per se without the influence of aged microenvironment. We thus used 3xDR to investigate the contribution of aged-like microglia to cognitive functions.

The 3xDR procedure did not affect the body weight of the mice (Extended Data Fig. 9a). The open field test revealed that the general motor ability and anxiety level were also not influenced by 3xDR (Extended Data Fig. 9b). In addition, the social preference test showed that 3xDR-treated mice did not exhibit social deficits (Extended Data Fig. 9c). We then asked whether 3xDR influences learning and memory (Fig. 7a). To this end, we first performed the novel object recognition (NOR) to test the recognition memory of young (3-month-old), aged (22.5-month-old), 3xDR and age-matched control mice. Young and control mice spent more time on exploring the novel object in Stage III. In contrast, both aged and 3xDR mice did not preferentially explore the novel object (Fig. 7b). Second, we used the Y maze to assess the spatial working memory. Although the arm entry times were unchanged, both correct alternation and the alternation rate decreased after 3xDR treatment (Fig. 7c), indicating deficits in spatial working memory. Third, we used the Morris water maze to evaluate spatial long-term memory. Although the moving velocity was unchanged, 3xDR mice spent more time on finding the platform in the training phase and less time in the target quadrant in the probe test phase (Fig. 7d). Results from the NOR, Y maze and Morris water maze tests demonstrate that 3xDR leads to cognitive declines in learning and memory. Therefore, accelerated microglial aging mediated by forced turnover directly dampens learning and memory, indicating the vital role of microglia in cognitive functions.

**Fig. 7:**
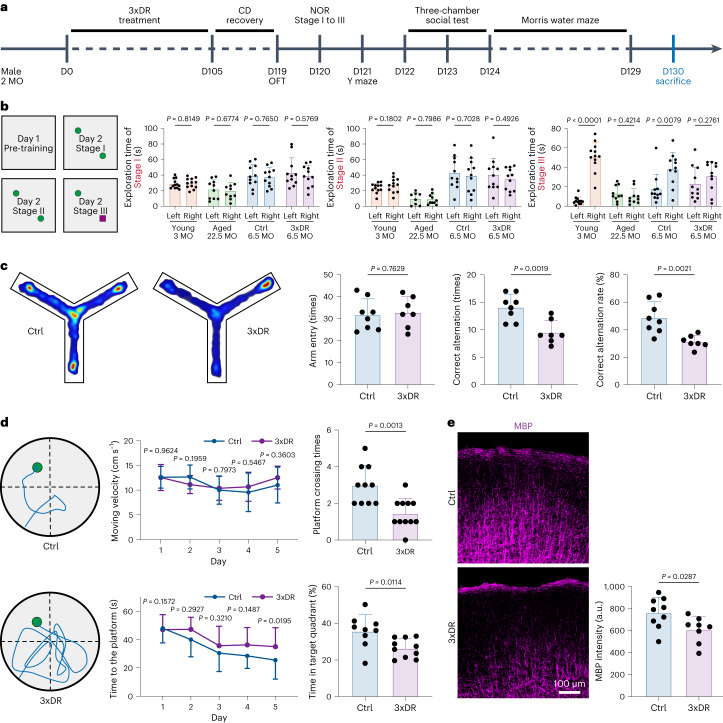
3xDR leads to cognitive decline and myelination impairment in non-aged mice. **a**, Scheme of the 3xDR mice preparation and behavior tests. **b**, NOR reveals that 3xDR induces cognitive decline in recognition memory, resembling the phenotype of aged mice. Left, the paradigm of NOR; right, the mouse exploration time to two objects. *n* = 12, 10, 11 and 11 mice for young, aged, control and 3xDR groups, respectively. **c**, Y maze reveals that 3xDR induces cognitive decline in spatial learning. Left, representative trajectory heat map in the Y maze; middle and right, the statistical results of control and 3xDR mice. *n* = 10 mice for each group. **d**, Morris water maze reveals that 3xDR induces cognitive decline in spatial learning. Left, representative swimming route of control and 3xDR mice in the Morris water maze; right, latency in the training phase, the number of times the mice passed across the platform and the time in the target quadrant in the probe trial. *n* = 10 and 11 mice for control and 3xDR, respectively. **e**, Representative confocal images of MBP in the cortex and quantification of average MBP expression in control and 3xDR mouse brains. 3xDR impairs myelination in the cortex. *n* = 9 and 8 mice for control and 3xDR, respectively. Data are presented as mean ± s.d. Two-tailed independent *t*-test. Ctrl, control; OFT, open field test. Source data

Next, we investigated the potential mechanism by which the aging of 3xDR microglia dampens learning and memory. We examined neurogenesis in the hippocampus and did not identify a significant difference of Ki67^+^ DCX^+^ cells in the dentate gyrus or mature neurons in CA1 (Extended Data Fig. 10a,b). Recent studies demonstrated that myelination in the adult brain contributes to spatial memory^30,116^. Hence, we examined myelin basic protein (MBP) in the brain cortex. In layers I–III, the MBP intensity was significantly reduced in 3xDR mice (Fig. 7e). In contrast, the number of oligodendrocyte precursor cells (OPCs) was not changed in the cortex (Extended Data Fig. 10c). Microglia are capable of modulating OPC/OL differentiation^117,118^. Therefore, our results indicate that aged microglia may lose the capacity to facilitate OPC/OL differentiation. The reduction of myelination in turn impairs learning and memory.

### 3xDR-induced microglial aging influences the cell–cell interaction

To further characterize the influence on aged microglia to other brain cells, we compared the transcriptome between 3xDR and age-matched control brains at single-cell resolution (Fig. 8a). We identified 16 cell types (18 populations) in control and 3xDR brains^42^ (Fig. 8b,c). Control microglia (Microglia I) and 3xDR microglia (Microglia II) located in distinct clouds (Fig. 8b). In contrast, other cell types did not show such a separation (Fig. 8b), further echoing that microglia are the major cell type directly influenced by 3xDR.

**Fig. 8:**
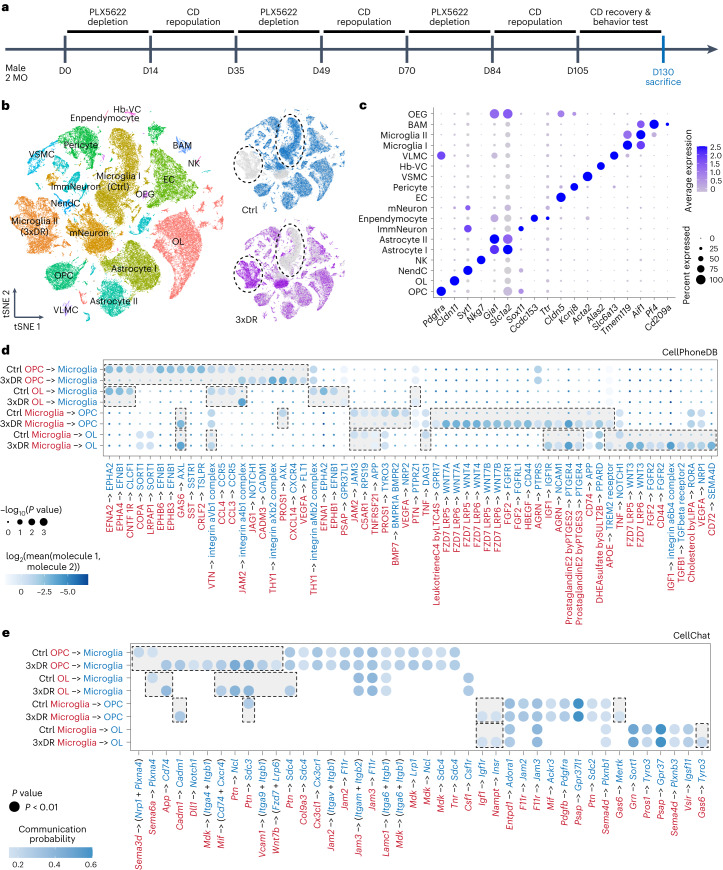
scRNA-seq characterizes the microglial crosstalk with OPCs and OLs in control and 3xDR brains. **a**, Scheme of the forced microglial turnover model and timepoints for experiments. Control mice are sex-matched and age-matched animals fed with CD for 130 d. **b**, tSNE plots of 11,952 control and 8,914 3xDR microglia, revealing an aged-like phenotype of 3xDR microglia. **c**, Dot plot showing the expression levels of well-known representative cell-type-enriched marker genes across all 16 cell types (18 populations). **d**, Significant ligand–receptor interactions predicted by CellPhoneDB. One-sided permutation test. **e**, Significant molecule–molecule interactions predicted by CellChat. One-sided permutation test. Hb-VC, hemoglobin-expressing vascular cell; ImmNeuron, immature neuron; mNeuron, mature neuron; NendC, neuroendocrine cell; OEG, olfactory ensheathing glia; VLMC, vascular and leptomeningeal cell; VSMC, vascular smooth muscle cell.

Our results indicate that 3xDR microglia dampen cognitive function via the myelination reduction. In line with this, the myelination signaling pathway was enriched in mature neurons by IPA (−log_10_*P* = 3.14). We thus investigated how 3xDR microglia influence OPCs and OLs by predicting the cell–cell crosstalk. We identified 60 ligand–receptor interactions differentially detected in 3xDR mice by CellPhoneDB (Fig. 8d). JAM2–JAM3, C5AR1–RPS19, TNF–DAG1 and TNF–NOTCH1 signaling pathways are associated with OL maturation and myelination. These pathways were enriched in the control but not the 3xDR brain (Fig. 8d), suggesting a dampened myelination support of aged-like 3xDR microglia. Moreover, we identified 42 significant transmitter–receiver interactions by CellChat, 16 of which were differentially involved between control and 3xDR (Fig. 8e). For the microglia and OPC interaction, *App*–*Cd74*, *Igf1*–*Igf1r* and *Gas6*–*Mertk* were differentially identified (Fig. 8e). For the microglia and OL interaction, *App*–*Cd74*, *Igf1*–*Igf1r* and *Gas6*–*Tyro3* were differentially identified (Fig. 8e). These molecule–molecule interactions are critical for cell survival, proliferation, differentiation and phagocytosis. The results provide clues for investigating how aged microglia regulate myelination.

In summary, our study systematically dissected the aging process of brain microglia. In addition, we developed an accelerated microglial turnover model, 3xDR. By this model, we are able to study the contribution of aged-like microglia in non-aged brain. Our results indicated that aged-like microglia per se contribute to cognitive decline (Supplementary Fig. 12).

## Discussion

In this study, we examined the mouse brain transcriptome in various adulthood stages by bulk RNA-seq. Based on this high-temporal-resolution microglial atlas, we identified ADEM genes that were continuously up-regulated or down-regulated during the aging process. The biological functions of ADEM genes are involved in cellular lipid and iron aggregation, pro-inflammatory cytokine and chemokine production and immune activation, which echoes previously identified deleterious roles of aged microglia. Increasing evidence indicates that aged microglia may exhibit pathological phenotypes during neurodegeneration^119^. We, therefore, compared ADEM and DAM genes and found 21 overlapping genes. Among these genes, *Axl*, *Spp1*, *Cst7*, *Fth1*, *Cybb*, *Lpl*, *Cd74* and *H2-D1* are well documented in both healthy aging and disease states^119–121^. These findings confirmed that ADEM genes were highly correlated with the etiology of neurodegenerative disorders. Furthermore, the integrative analysis of the microglial transcriptome and chromatin accessibility revealed that ADEM gene expression followed a stepwise chromatin opening pattern around the promoter region during the aging process. In addition, we found that CEBPβ and MEF2C in ADEM-accessible peaks exhibited aging-dependent activation. CEBPβ and MEF2C regulate microglial homeostasis and reactivity^66,68,70,71^, suggesting that they are potential key meditators of ADEM genes. Interestingly, we found a sex-specific microglial aging pattern. Whereas female microglia gradually aged in a stepwise manner, male microglia ‘suddenly’ became aged. The differences in the aging process may explain the sex differences in microglia^49,122–125^.

In contrast to the previous notion that aged microglia may display an exaggerated inflammatory response to LPS stimulation^75,126^, our results revealed that aged microglia in female mice exhibited attenuated immune reactivity upon systemic LPS challenge. As professional phagocytes in the brain, microglia respond to tissue damage and invading pathogens. The impaired migration and phagocytosis of aged microglia in pathological conditions cause the accumulation of cytotoxic molecules and prolonged neuroinflammation^119,127^. This could partially explain why aged brains are more vulnerable to neurological disorders. In our study, we harvested the brain tissue 2 h after LPS administration. Although previous studies from our and other groups showed that microglia are able to robustly respond to LPS challenge at the 2-h timepoint^41,77,88^, microglial reactivity might not reach a peak at this time. Therefore, when interpretating our results, it should be considered that the attenuated response might reflect the relatively early response upon LPS challenge.

The chromatin accessibility regulates gene expressions^60,68^. We found that chromatin accessibility around promoter regions was critical for regulating the dynamics of ADEM genes. Both natural aging and LPS challenge induced overt modifications of chromatin structure, leading to microglial reactivity and driving the expression of genes enriched in the inflammation pathway, such as IFN signaling pathway^65^. However, the chromatin modification patterns induced by aging and acute immune stimulation were distinct. LPS challenge led to a robust change in the accessibility of the first intron, whereas aging effects were mainly located in promoter regions (≤1 kb). Our results suggest distinct mechanisms underlying gene regulation in these two conditions. They also support the notion that natural aging and acute immune challenge result in distinct microglial phenotypes^128^.

Dysregulation of cell–cell communication is a hallmark of aging^50,90^. However, how aging influences the microglial crosstalk to other cells is not fully understood. We identified potential age-dependent cell–cell interactions and found that TNF, TGF-β, PDGF and VEGF signaling pathways were differentially involved in microglial crosstalk to astrocytes and ECs during the aging process. These pathways play critical roles in regulating immune response, cell proliferation and survival^5,129–131^. Several genes associated with neuroinflammation and oxidative stress were significantly up-regulated in aged ECs, indicating their roles in the overall inflammatory state of the aged brain. In aged astrocytes, genes involved in adaptive immunoregulation and the complement cascade were markedly elevated. Notably, *Occludin*, *Claudins* and *Cx4*, the key BBB component genes^97,98^, in astrocytes were not significantly altered during the aging process. The mechanism of BBB dysfunction in aged brain remains elusive. Some evidence suggests that it might be due to the dysfunction of ECs and astrocytes^94,95^. Our study suggests that the compromised BBB in the aged brain can be attributed to the inflammatory microenvironment and cell–cell crosstalk alteration.

The causality of aged microglia to brain function is poorly understood, because it is difficult to exclude complicated contributions from other aged non-microglial cell types. Hence, it is important to develop a model with aged microglia in the non-aged brain. CSF1R is exclusively expressed in brain microglia/macrophages and is necessary for microglial survival^132^. The inhibition of CSF1R selectively depletes 99% of brain microglia without directly affecting other cell types. When CSF1R inhibition is removed, residual microglia rapidly proliferate and recover to a normal density^41,45,102,133^. Thus, the depletion–repopulation approach accelerates microglial turnover. Through forced microglial turnover, 3xDR drives microglia to proliferate 23.71 times in a relatively short period and shortens the telomere. We thus used 3xDR to establish an accelerated microglial turnover model without directly influencing other non-myeloid cells in the brain, generating aged-like microglia in a non-aged milieu.

3xDR gives rise to aged-like phenotypes with morphological and transcriptional alterations in microglia. We found that 3xDR dampened learning and memory. Neuronal loss and neurogenesis deficits are undetected in 3xDR mice. Instead, the presence of aged-like microglia resulted in a significant reduction in myelin. Myelination is critical for cognitive functions^30,116^. Microglia facilitate myelination by phagocytosing excessive/apoptotic oligodendrocytes, myelin debris and dysfunctional myelin membranes. Previous studies demonstrated that the CX3CL1–CX3CR1 pathway and the TAM receptor tyrosine kinase MERTK mediate the microglial phagocytosis of myelin and oligodendrocytes^134,135^. Our scRNA-seq data showed that *Cx3cr1* and *Mertk* were down-regulated in aged-like 3xDR microglia. Dysregulated microglia phagocytosis may, thus, impede the OPC/OL differentiation, resulting in impaired myelination and cognitive decline. Therefore, converging evidences from the 3xDR model indicate that aged (or aged-like) microglia per se can impair cognitive function.

Notably, although non-myeloid brain cells are not directly influenced, they may be indirectly affected to some extent. For instance, astrocytes phagocytose the debris of dead microglia. During this process, astrocytes display a non-canonical reactivation phenotype^107^. The astrocytic phagocytosis of microglial debris is a physiological process during microglial turnover. The indirect influence of CSF1R inhibition to astrocytes might be natural. In addition, after microglia repopulate the whole brain, astrocyte reactivation markers resume to the homeostatic situation^45,102^, indicating that the indirect influence is transient. Future studies should investigate the potential influence of 3xDR to non-myeloid brain cells. Additionally, some studies suggested the non-microglial effects of CSFR1 inhibition^136^, albeit controversially^137^. The influence to BAMs should be considered.

As the CNS immune cells, microglia are sensitive to the microenvironment. First, a recent study indicated that the enzymatic digestion at 37 °C may result in ex vivo reactivation and affect the transcriptome. The influence can be minimized by either a Dounce homogenization at 4 °C or a cocktail of transcriptional and translational inhibitors^138^. The potential ex vivo reactivation should be taken into consideration. Second, most of mice in this study were deeply anesthetized by a cocktail of ketamine and xylazine before being euthanized. One study suggested an inhibitory effect of ketamine to the LPS-induced microglial reactivation^139^. The mRNA transcription usually takes 15–60 min to the peak^140–142^. The potential influence to the RNA-seq takes place after 15–60 min of ketamine administration. In contrast, animals were quickly euthanized by transcardial perfusion right after being deeply anesthetized (typically less than 5 min). The influence from ketamine would, thus, be minimal. Third, microglia exhibit heterogeneity in different brain regions^143–145^, putatively due to their divergent local microenvironment. More detailed investigations focusing on regional differences of microglial aging should be conducted in future studies.

## Methods

### Animals

C57BL/6J mice were either purchased from SPF Biotechnology Co., Ltd. or donated by Zhihui Huang at Hangzhou Normal University. P2Y12-CreER-GFP mice (*P2ry12*-p2A-CreER-p2A-EGFP) (ref. ^107^) were donated by Jiyun Peng at Nanchang University. TMEM119-GFP mice (C57BL/6-Tmem119em2(EGFP)Gfng/J, stock 31823) (ref. ^106^) were purchased from The Jackson Laboratory. All mice were housed in the Animal Facility at the Department of Laboratory Animal Science at Fudan University or the Shenzhen Institute of Advanced Technology, Chinese Academy of Sciences, under a 12-h light/dark cycle with food and water ad libitum. All animal experiments were conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee of the Department of Laboratory Animal Science at Fudan University (202009001S, 202110005S and 2021JS-ITBR-002) and the Institutional Animal Care and Use Committee at the Shenzhen Institute of Advanced Technology, Chinese Academy of Sciences (SIAT-IACUC-190312-YGS-PB-A0576-01).

### Drug administration

To pharmacologically ablate brain microglia, mice were administered a PLX5622 (SYSE Bio, JP-2112)-formulated AIN-76A diet (1.2 g PLX5622 per kilogram of diet, formulated by SYSE Bio) ad libitum^41,45,102,146^. Control mice were fed with an AIN-76A CD. Because the microglial ablation efficiency by CSF1R inhibition is relatively lower in female mice^147^, we used male mice for this experiment.

To systemically challenge microglia, mice were treated with LPS (0.5 mg/kg body weight, Sigma-Aldrich, P4391) in PBS (treatment group) or PBS (vehicle control group) by intraperitoneal injection. Then, the mice were euthanized 2 h after administration.

### Brain tissue preparations

Mice were deeply anesthetized with a mixture of ketamine hydrochloride (100 mg/kg body weight) and xylazine (10 mg/kg body weight) by intraperitoneal injection. For histological experiments, animals were sequentially transcardially perfused with 0.01 M PBS and 4% paraformaldehyde (PFA) (Sigma-Aldrich, 441244) in 0.01 M PBS. Brains were then carefully harvested and post-fixed in 4% PFA in 0.01 M PBS at 4 °C overnight. For brain cell isolation, mice were transcardially perfused with 0.01 M PBS. Thereafter, the brain was immediately collected and excised on ice for subsequent procedures.

### Immunohistochemistry and image acquisition

After fixation, brains were dehydrated in 30% sucrose in 0.01 M PBS at 4 °C for 3–5 d. Then, brains were embedded in optimal cutting temperature compound (OCT) (Tissue-Tek). Brain samples were stored at −80 °C before cryosectioning. Tissue specimens including regions of interest were sectioned at a thickness of 30 μm or 15 μm with a Leica CM1950 cryostat, according to specific purposes.

After rinsing with 0.01 M PBS for three changes, brain sections were blocked and permeabilized with 4% normal donkey serum (NDS, Jackson ImmunoResearch, 017-000-121, lot: 153474) in 0.01 M PBS containing 0.3% Triton X-100 (PBST, Sigma-Aldrich, T8787) for about 2 hours at room temperature. Next, brain sections were incubated with primary antibodies with 1% NDS in PBST at 4 °C overnight. After washing primary antibodies using PBST, brain sections were stained with fluorescent dye-conjugated secondary antibodies with DAPI (1:1,000, Sigma-Aldrich, D9542) in 1% NDS in PBST at room temperature for 2 h. Thereafter, the samples were well rinsed three times before mounting with antifade mounting medium (Southern Biotech, Fluoromount-G, 0100-01).

The primary antibodies used in this study included rabbit anti-IBA1 (1:500, Wako, cat: 019-19741, lot: CAJ3125, SKM6526 and LEQ2171); goat anti-IBA1 (1:500, Abcam, cat: ab5076, lot: GR3381291-3 and GR3365012-2); goat anti-osteopontin/OPN (1:500, R&D Systems, cat: AF808, lot: BDO0720111); goat anti-AXL (1:200, R&D Systems, cat: AF854, lot: CTC0220081); rabbit anti-β galactosidase (1:2,000, Invitrogen, cat: A-11132, lot: 2304273); rabbit anti-Ki67 (1:250, Invitrogen, cat: MA5-14520, lot: VB2941291 and VE3003591); rat anti-Ki67 (1:1,000, Invitrogen, cat: 14-5698-82, lot: 2496198); rabbit anti-DCX (1:200, Abcam, cat: ab18723, lot: GR3274138-3); rabbit anti-PDGFRα (1:500, Cell Signaling Technology, cat: 3164S, lot: 02/2020-6); rabbit anti-NeuN (1:500, Abcam, cat: ab177487, lot: GR3275122-6); and rabbit anti-MBP (1:500, Abcam, cat: ab218011, lot: GR3299139-18) (Supplementary Table 8). All primary antibodies were diluted in 1% NDS in PBST.

The secondary antibodies used in this study included AF647 donkey anti-goat (Jackson ImmunoResearch, cat: 705-605-003, lot: 147708); AF488 donkey anti-chicken (Jackson ImmunoResearch, cat: 703-545-155, lot: 147805); AF488 donkey anti-mouse (Jackson ImmunoResearch, cat: 715-545-150, lot: 146643); AF488 donkey anti-goat (Jackson ImmunoResearch, cat: 705-545-003, lot: 145270); and Cy3 donkey anti-rabbit (Jackson ImmunoResearch, cat: 711-165-152, lot: 145020) (Supplementary Table 8). All secondary antibodies were diluted in 1% NDS in PBST.

Confocal images were acquired by using a Nikon AIR-MP confocal microscope with a solid-state laser. Lasers with wavelengths of 405 nm, 555 nm and 633 nm were used to excite the fluorophores. Plan-apochromat ×60 (oil) and ×40 objectives were used. *z-* stacked focal planes were acquired and maximally projected with Fiji. The brightness and contrast of the image were adjusted with Fiji if necessary.

### Preparation of single-cell suspension

For brain single-cell suspension (except for 3xDR versus control groups), brains without the cerebellum were minced into pieces and then dissociated in 8 U ml^−1^ papain lysis buffer containing 125 U ml^−1^ DNase I at 37 °C for 20 min with mild shaking. This process was terminated by adding 10% ovomucoid to the L15 culture medium. Thereafter, cell clusters were removed by filtering through a 70-μm nylon strainer (Falcon). Myelin and cell debris were removed through density gradient centrifugation in 37% Percol (Solarbio Life Science). Next, brain cells were thoroughly rinsed with EDTA-free FACS buffer (0.5% BSA in DPBS) before FACS and library preparation.

For single-cell suspension of 3xDR versus control groups, single-cell suspensions were prepared following the previous description with minor modifications^148^. In brief, brains without cerebellum and olfactory bulb from 3xDR and control mice were harvested and cut into 1-mm-thick sections using stainless steel brain matrices. Next, brain slides were incubated in 95% O_2_ and 5% CO_2_ bathed choline chloride solution (92 mM choline chloride, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 30 mM NaHCO_3_, 20 mM HEPES, 25 mM glucose, 5 mM sodium ascorbate, 2 mM thiourea, 3 mM sodium pyruvate, 10 mM MgSO_4_·7H_2_O, 0.5 mM CaC_l2_·2H_2_O, 12 mM N-acetyl-l-cysteine) with 10 μM NBQX and 50 μM APV and 2% FBS (Gibco, l6140071) for about 30 min. After that, brain slides were digested in 20 U ml^−1^ papain and 100 U ml^−1^ DNase I (Worthington, lK003176) for 30 min at 37 °C, followed by incubation with 1 mg ml^−1^ protease (Sigma-Aldrich, P5147) and 1 mg ml^−1^ dispase (Worthington, LS02104) at 25 °C for 30 min with shaking. Next, brain slides were further tittered using a 1-ml pipette. Single-cell suspensions were then collected and filtered through 40-μm cell strainers (Falcon). The cell debris was removed by 30% Percoll (Millipore, P1644) in choline chloride solution. Finally, cells were resuspended in choline chloride solution for further experiments. Approximately 10^7^ cells were obtained from each brain. Approximately 24,000 cells for each mouse were loaded for 10x Genomics library preparation.

### FACS

Cells from young, middle-aged and aged mice were sorted by FACS as previously described^41,45^. In brief, the mixed brain cells were resuspended in FACS buffer. Then, mixed cells were stained with antibodies against CD11b (1:100, clone M1/70, BD Pharmingen, 557657) and CD45 (1:100, clone 30-F11, BD Pharmingen, 553080) in FACS buffer for 30 min on ice (Supplementary Table 8). Dead cells were labeled with 7-AAD (1:80, BD Pharmingen, 559925). Then, CD11b^+^ CD45^low^ 7-AAD^−^ microglia were collected by FACSAria III cell sorting (BD Biosciences). For brain cell scRNA-seq (except for 3xDR versus control groups), 7-AAD^−^ brain cells were collected. Harvested cells were then used for scRNA-seq, bulk RNA-seq and ATAC-seq.

### Magnetic-activated cell sorting

Mice were deeply anesthetized by isoflurane (open-drop) and perfused by cold normal saline (MeilunBio, MA0083). Then, the mouse brain was quickly harvested and minced on ice. After that, the mouse brain was dissociated by papain (8 U/ml) and DNaseI (125 U ml^−1^) for 30 min at 37 °C using gentleMAC Octo Dissociator with Heaters (Miltenyi Biotec, 130-096-427), followed by termination with trypsin inhibitor (1.5 mg/ml) in DMEM (Gibco, 14190144). Next, myelin and cell debris were removed from the single-cell suspension by Percoll density gradient centrifugation (30% v/v). Cell pellets were then resuspended in DPBS (Gibco, C11995500BT) containing 0.5% BSA (Beyotime, ST-025-5g) with 10% magnetic microbeads conjugated anti-mouse CD11b antibody (Miltenyi Biotec, 130-049-601) and incubated at 4 °C for 30 min. The cells were then washed and resuspended in DPBS containing 0.5% BSA. Microglia were enriched by flowing cell suspension through the LS column (Miltenyi Biotec, 130-042-401) attached to a QuadroMACS separator (Miltenyi Biotec, 130-091-051). After that, the column was washed twice by 5 ml of DPBS containing 0.5% BSA. Then, detained cells in the column were flushed out by 5 ml of DPBS containing 0.5% BSA. The enrichment process was repeated twice to obtain CD11b^+^ cells of higher purity. The purified cells were then used for DNA or RNA extraction immediately.

### RNA extraction and qPCR

Total RNA from isolated microglia was extracted with the RNAeasy Mini Kit (Qiagen, 74104) and FastPure Cell/Tissue Total RNA Isolation Kit V2 (Vazyme, RC112-01). Then, the total RNA was reverse transcribed into cDNA with the RT reagent kit (Takara, RR037), following the manufacturer’s instructions. qPCR was carried out using a one-step TB Green PrimeScript RT–PCR Kit (Takara, RR086) on a LightCycler 96 detection system (Roche). *Gapdh* was used as the internal control. The primers used in this study are listed in Supplementary Table 9.

### DNA extraction and telomere length measurement

Total DNA from isolated microglia was extracted by FastPure Blood/Cell/Tissue/Bacteria DNA Isolation Mini Kit (Vazyme, DC112), following the manufacturer’s instructions. The telomere length was assessed using Absolute Mouse Telomere Length Quantification qPCR Kit (ScienCell, M8918), according to the manufacturer’s protocol. Each PCR test contained about 2 ng of genomic DNA template. The telomere length was then calculated as reference telomere length × 2^((Cq_target sample telomere_ − Cq_reference sample telomere_) − (Cq_target sample single copy reference_ − Cq_reference sample single copy reference_))^149^.

### Primary microglia culture and Lipofectamine transfection for gene knock-down

Primary microglia were isolated and cultured as previously described^150^. In brief, a mixed glial cell culture was prepared from neonatal C57BL/6J mice and maintained for 10–21 d in DMEM containing 10 ml of 10% FBS (Gibco, 10100147) and 1% antibiotic-antimycotic (Gibco, 15240062) in a T75 flask. Microglia were collected by gentle shaking as the floating cells over the mixed glial cell culture. Then, primary microglia were transferred to a six-well plate for siRNA transfection experiments.

For siRNA transfection, primary microglia were pre-cultured to about 60% confluence in each six-well plate. Before siRNA transfection, primary microglia were cultured in DMEM without FBS for 4 h. Then, 50 nM Silencing *S100a8*, *S100a9* or negative control siRNA was transfected by 5 μl of Lipofectamine RNAiMAX (Thermo Fisher Scientific, 13778075), according to the manufacturer’s protocol. siRNA oligonucleotides targeting mouse *S100a8* and *S100a9* were synthesized by OBiO Technology.

### Open field test

The open field test was carried out as previously described^151^. In brief, mice were habituated in the behavior room in the presence of background white noise for at least 30 min before the behavior test. Individual mice were then placed in an open field arena (35 cm × 35 cm) by a blinded experimenter and allowed to freely explore the box for 20 min. The total distance, velocity and time spent in the center (center of the arena, 22 cm × 22 cm) were quantified using video tracking software (TopScan, CleverSys). All mice were handled gently to avoid stress in the experiment. Male mice were used in this behavior test.

### Y maze spontaneous test

The Y maze spontaneous test is a behavior test for measuring spatial working memory. This test was carried out in a Y-shaped maze composed of three arms (45 cm × 15 cm × 15 cm) at 120 °C angles from each other. The Y maze was placed 1 m above the ground. The movement of mice was recorded by an overhead camera. During the training process, the animal was introduced into one arm of the Y maze (start arm) and allowed to freely explore one of the other arms for 8 min (training arm). The behavior was analyzed by using EthoVision 11.5.1022 (Noldus). All mice were gently handled to avoid stress in the experiment. Correct alternation on Y maze is defined as the animal visited three consecutive arms clockwise or counterclockwise. Correct alternation rate was calculated by dividing the number of alternations by the number of possible alternations: $${\rm{correct}}\,{\rm{alternation}}\,{\rm{rate}}=\frac{{\rm{number}}\,{\rm{of}}\,{\rm{correct}}\,{\rm{alternation}}}{{\rm{number}}\,{\rm{of}}\,{\rm{total}}\,{\rm{arm}}\,{\rm{entry}}-2}\times 100$$%. Male mice were used in this behavior test.

### Three-chamber social test

A three-chamber social test was conducted to assess social behavior and social interaction. This test included two sessions: a sociability session and a social novelty session. In the sociability session, mice were habituated to the testing room for at least 1 h before the behavior tasks. A subject mouse was introduced into the middle chamber for habituation for 5 min. Next, a stranger mouse (Stranger 1) was placed in the wire cage in one side chamber of the test apparatus. On the other side, there was a similar wire cage without a mouse. The subject mouse was allowed to freely explore all three chambers over a 5-min session. In the social novelty session, a novel stranger mouse (Stranger 2) was placed in the wire cage of the empty chamber while the familiar mouse (stranger 1) stayed in the previous chamber. The subject animal was allowed to explore for a 5-min session again. The time the subject mouse spent in each chamber and the time spent sniffing at each wire cage were analyzed by EthoVision 11.5.1022 (Noldus). All mice were gently handled to avoid stress in the experiment. Male mice were used in this behavior test.

### Morris water maze test

The Morris water maze test was performed to measure spatial learning as previously described^152^. In brief, a mouse was placed in a circular tank (1-m diameter) filled with opaque water. During the training period, the mouse was given the task of swimming to a visible platform located in the northwest quadrant of the tank. At the beginning of each trial, the mouse was placed in the water facing the wall of the tank in one of the four quadrants. Each mouse was allowed to find the platform in a period of 60 s. If the mouse was unable to find the platform within 60 s, it was guided and allowed to remain on the platform for 10 s. Each mouse was subjected to four trials every day with a 15-min interval during the training period. On day 6, the probe test was examined. The mouse was placed in the tank and allowed to find the hidden platform beneath the opaque water of the target quadrant. All swimming activities of the mouse were recorded by a video camera. The latency to reach the platform over four trials for each training day, the time spent in the target quadrant and the number of times the hidden platform was crossed were analyzed by using EthoVision 11.5.1022 (Noldus). All experiments were performed with gentle mouse handling to avoid stress in the experiment. Male mice were used in this behavior test.

### NOR test

The experiment was performed as previously described with minor modifications^153^. In brief, a 35-cm × 35-cm open field box was used as the experimental apparatus. Before the behavioral test, mice were habituated in the behavior room in the presence of background white noise for at least 30 min. At day 1, a mouse was habituated to the apparatus for free exploration for 20 min (pre-training, also as open field test). At day 2, the mouse was allowed to freely explore the apparatus with two identical objects for 5 min (stage I) and then was put back to the homecage. After a 5-min interval, the test mouse was placed into the arena again for 5 min (stage II). Then, the mouse was put back to the homecage for 10 min. For the test phase (stage III), one of the two objects in the open field box was replaced by a new object. The mouse explored the open field with one familiar object and one novel object for 3 min. Times spent in each object were analyzed by EthoVision 11.5.1022 (Noldus). All mice were gently handled to avoid stress in the experiment. Male mice were used in this behavior test.

### Analysis of bulk RNA-seq data

RNA-seq data were filtered with SOAPnuke 1.5.2 by removing reads containing sequencing adapters, reads with a low-quality base ratio (base quality ≤5) greater than 20% and reads with an unknown base (‘N’ base) ratio ≥5%, as previously described^154^. Thereafter, clean reads were obtained and stored in FASTQ format. The clean reads were then mapped to the reference genome mm10 using HISAT2 2.0.4. Bowtie2 2.2.5 was applied to align the clean reads to the mouse reference coding gene set. Gene expression levels were determined with RSEM 1.2.12.

Downstream data analysis and visualization were performed with RStudio 3.6.3. Batch effect correction of all samples (including female and male samples) was conducted using the ComBat_seq function in SVA 3.35.2. Genes with an average expression level of fewer than 10 fragments per kilobase of transcript per million mapped reads (FPKM) were excluded from further analysis. Correlation among samples was calculated by the cor function. PCA was based on a library size-normalized count matrix using the prcomp function, and the results were visualized using the fviz_pca_ind function of factoextra 1.0.7.

DEG analysis was performed using EdgeR 3.28.1 by using quasi-likelihood (QL) *F*-tests. Genes with *P* < 0.05 and |log_2_FC| > log_2_1.5 were determined to show statically significant differences in two-group comparison, whereas genes with an adjusted *P* < 0.05 and at least one |log_2_FC| > log_2_1.5 were determined to show statically significant differences in comparisons of more than two groups. GO analysis was performed using the enrichGO function of the clusterProfiler 3.14.3 package, where categories with a false discovery rate (FDR) ≤ 0.05 were considered significantly enriched; categories were simplified using the ‘simplify’ function with a cutoff value = 0.7, and visualization was performed using the dotplot and emapplot functions in clusterProfiler 3.14.3. DEGs were also subjected to IPA for functional analysis using the Ingenuity Knowledge Base (Qiagen Bioinformatics). The FC and FDR values of each gene were used to perform the core analysis, and pathways enriched with an adjusted *P* < 0.05 were considered significantly enriched. Venn diagrams, heat maps and volcano plots were visualized by using VennDiagram 1.6.20, pheatmap 1.0.12 and EnhancedVolcano 1.4.0, respectively.

To identify ADEM genes, we examined the average gene expression levels of each gene in females and males across their lifespan and compared the relative gene expression levels between neighboring timepoints. DEGs that were continuously up-regulated or down-regulated in at least five adjacent groups were defined as ADEM genes.

### Analysis of scRNA-seq data

Sample demultiplexing, barcode processing and single-cell 3′ gene counting were carried out with Cell Ranger 2.0.1 or 5.0.0 (10x Genomics). The 10-bp transcripts/unique molecular identifier (UMI) tags were extracted from the reads. Cell Ranger mkfastq with bcl2fastq 2.0.1 was applied to demultiplex raw base call files from the sequencer into sample-specific FASTQ files. Additionally, Cell Ranger-compatible references were produced based on both genome sequences and transcriptome GTF files by using Cell Ranger ‘ref’. These FASTQ files were aligned to the reference genome mm10 with Cell Rranger ‘count’ by using STAR 2.5.3. Aligned reads were then filtered for valid cell barcodes and UMIs to generate filtered gene–barcode matrices.

Next, gene–barcode matrices were analyzed with Seurat 3.2.0. For quality control, low-quality cells (detected >4,000 genes, <200 genes and >5% mitochondrial genes) were discarded. Filtered data were further normalized by the NormalizeData function and scaled by ScaleData. For scRNA-seq, data from female microglia were analyzed by using RunPCA with VariableFeatures, and the top 20 principal components (PCs) of the datasets were used for clustering and tSNE/uniform manifold approximation and projection (UMAP) visualization. For microglial transcriptome analysis, clusters with high expression of *S100a4*, *Cd79b*, *Nkg7*, *S100a9* and *Camp* were regarded as non-microglia clusters and excluded from microglial single-cell analysis. DEGs among groups of cells were identified using FindAllMarkers or FindMarkers with parameters of min.pct = 0.1 and thresh.use = 0.25 (Wilcoxon rank-sum test). Genes with a |log_2_FC| > 0.25 and *P* < 0.05 were included and defined as DEGs. These DEGs were further used for GO and IPA analyses as described above.

For ADEM gene signature score analysis, up-regulated and down-regulated ADEM DEGs with gene signatures were used to determine module scores by AddModuleScore and visualized by FeaturePlot and VlnPlot.

For scRNA-seq of PBS-treated and LPS-treated microglia, the top 40 PCs were used for clustering and t-SNE/UMAP visualization. For brain cell scRNA-seq data, the top 50 PCs were used for clustering and t-SNE/UMAP visualization. For the scRNA-seq of forced microglial turnover, the top 30 PCs were used for clustering and t-SNE/UMAP visualization. DEG analyses were performed as described above.

To identify different brain cell types, we used multiple cell-type-specific or enriched marker genes as previously described^42^. In brief, these genes included, but were not limited to, *P2ry12*, *Tmem119*, *Hexb* and *Aif1* for microglia; *S100b*, *Slc1a2* and *Aldh1l1* for astrocytes; *Nkg7* for NK cells; *Tubb3* and *Dcx* for neurons; *Vtn* for pericytes; *Abcg2* for ECs; *Acta2* for vascular smooth muscle cells; *Ttr* for choroid plexus epithelial cells; *Alas2* for red blood cells; *Slc47a1* for age-associated B cells (ABCs); *S100a9* for neutrophils; *Pdgfra* for OPCs; *Mbp*, *Mag* and *Mog* for oligodendrocytes; *Plac8* and *Ccr2* for monocytes; and *Ccdc153* for ependymocytes.

### Analysis of cell–cell interactions

CellPhoneDB version 2.0 was used to assess putative interactions of microglia–astrocyte and microglia–EC following the standard workflow^99,100^. The input files were generated from the Seurat object. For 3-month and 24-month data, the statistical analysis of CellPhoneDB was run individually in the normal mode with default parameters. Dot plots and heat maps were generated by dot_plot and heatmap_plot functions.

CellChat was used to predict the cell–cell communication with default recommended parameters following the ‘Comparison analysis of multiple datasets using CellChat’ tutorial^101^. CellChat objects were generated from the Seurat object. Then, the data were pre-processed by subsetData, identifyOverExpressedGenes and identifyOverExpressedInteractions functions with default parameters. Communication probability and communication network were computed by computeCommunProb function. Then, compareInteractions was used for comparing the interaction strength between different ages/groups. Up-regulated and down-regulated signaling ligand–receptor pairs were identified by comparing communication probabilities with the netVisual_bubble function. The CellChatDB mouse was used for analysis.

### Pseudotime trajectory

Pseudotime trajectory analysis was conducted by Monocle 3 (0.2.2) (refs. ^155,156^). After the construction of the CDS object, cells with microglial identity were stored for further analysis. UMAP was then applied for dimensional reduction using reduce_dimension in Monocle 3 with parameter reduction_mothod = ‘UMAP’. Pseudotime information and trajectory were generated by learn_graph and order_cells. root_cells was selected according to the real-time situation. Cells were assigned a specific pseudotime value based on their projection on the UMAP graph in the learn_graph function. Then, the results were visualized using the plot_cells and plot_genes_in_pseudotime functions of Monocle 3.

### Analysis of ATAC-seq data

For ATAC-seq, we pooled microglia from five mice into two libraries (2–3 mice for each library). The paired-end adapter reads were trimmed using Cutadapt 2.8 with the parameters cutadapt -j 0 -m 20 -q 20. Reads were then aligned to the reference mouse genome mm10 using Bowtie2 2.4.1 with parameters bowtie2 -p 8 -X 1000–dovetail–very-sensitive. The duplicate reads were excluded using the samtools markdup command. Reads aligned to the mitochondrial genome and reads aligned to ENCOD blacklisted regions were filtered by Genrich with the default parameters. Then, the remaining read peaks were determined using Genrich. Heat maps of coverage at TSSs were generated using computeMatrix with the parameters computeMatrix reference-point–referencePoint TSS -b 1000 -a 1000 -R and plotHeatmap functions in deepTools 3.5.1. Peaks of interest were visualized with make_tracks_file and pygenometracks. Chromatin location information was obtained by using IGV 2.8.0, with the reference genome mm10.

Next, the ATAC-seq peak count matrix was calculated by using Rsubread 2.0.1. Differentially accessible regions were identified by DESeq2. These data were then analyzed and visualized with IGV 2.8.0. Differentially accessible chromatin regions were further used for location annotation analysis. In brief, the differential open chromatin regions were annotated using annotatePeak with the parameters TxDb =TxDb.Mmusculus.UCSC.mm10.knownGene and annoDb = ‘org.Mm.eg.db’ in ChIPseeker 1.22.1. The results were then visualized by using plotAnnoBar.

For TF motif identification, ADEM genes and DEGs between samples were used as inputs by HOMER findMotifsGenome.pl with the default parameters. Correlation analysis of TFs and genes was performed using the aforementioned method. Heat maps and volcano plots were generated by pheatmap 1.0.12 and EnhancedVolcano 1.4.0, respectively. chromVAR 1.8.0 and chromVARmotifs 0.2.0 were used to quantify TF activity in *n* = 332 motifs from the HOMER database. The input fragment count matrix was generated by Rsubread 2.0.1. Deviation values were then generated by computeDeviations and visualized in GraphPad Prism 8.

### Microglial morphology analysis

For microglial morphology analysis, microglia from cortex and hippocampus were visualized by IBA1 and imaged with a Nikon AIR-MP confocal microscope and then subjected to Sholl analysis as previously described^41,157^. In brief, *z*-stack confocal images of microglia were transformed to 8-bit binary and skeletonized images. Next, skeletonized images were quantified with the Sholl analysis tool of Fiji. Concentric circles were drawn with center on the soma, beginning at 5-μm radius and increasing by 5 μm for each cycle. The number of intersections for each branch and each increasing circle was calculated. About 10–12 microglia were analyzed for each mouse, 100 microglia in total. The microglial senescence index was used to estimate microglial senescence in previous studies^105^. This index was calculated as the ratio of the microglial density to the morphological complexity (the area under the curve of Sholl analysis). For immunoreactivity quantification, pixels of target protein or RNA fluorescent signals were normalized and calculated by Fiji^41,45^. Statistics and graphics were generated using Prism 8.3.0 and R 3.6.1. The unpaired *t*-test was used to compare data between two groups. Data are presented as mean ± s.d. unless otherwise stated. Statistical significance was set as *P* < 0.05.

### Microglial density analysis

For microglial density analysis, IBA1^+^ microglia were imaged by an Olympus VS200 microscope. In brief, microglia numbers were quantified in a hemisphere of coronal brain section (typically at bregma −1.22 mm to −2.18 mm). The cell density is the cell number divided by the hemisphere area.

### Statistics and reproducibility

The statistical approaches are indicated in the figure legends. No statistical methods were used to pre-determine sample sizes, but our sample sizes are similar to those reported in previous publications^41,45,83,102,107,146,157^. Mice were not randomized for the age-related experiments because mice of different ages were acquired for experiment. For the LPS challenge and 3xDR-related experiments, block randomization was performed on cages of mice such that an approximate number of mice per cage were assigned to each experimental group. Data distribution was assumed to be normal, but this was not formally tested. Collection and analysis of bulk RNA-seq, scRNA-seq and ATAC-seq data were not performed blinded to the conditions of the experiments. Collection of behavior experiment data was blinded except for the old mice, because old mice look different than younger mice. No data were excluded from the analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information Supplementary Figs. 1–12.

Reporting Summary

Supplementary Table 1 Information on DEGs, ADEM genes, GO biological functions and ingenuity pathways of microglial bulk RNA-seq.

Supplementary Table 2 Information on peak counts for ADEM genes and motifs associated with ADEM genes.

Supplementary Table 3 Information on DEGs in each scRNA-seq cluster, GO terms of C13–C16, DEGs of LPS-treated versus PBS-treated microglia at each age, *z*-score data at each age and some biological functions.

Supplementary Table 4 Information on differentially accessible chromatin regions of LPS-treated versus PBS-treated microglia at each age.

Supplementary Table 5 Information on markers used for cell type identification, DEGs in astrocytes, ECs and microglia and GO for astrocytes, ECs and microglia.

Supplementary Table 6 Information on DEGs and ingenuity pathways of ECs and astrocytes.

Supplementary Table 7 Information on DEGs and ingenuity pathways in 3xDR and control microglia.

Supplementary Table 8 Antibodies used in this study.

Supplementary Table 9 Primers used in this study.

Supplementary Data 1 Statistical source data related to Supplementary Fig. 1.

Supplementary Data 2 Statistical source data related to Supplementary Fig. 3.

Supplementary Data 3 Statistical source data related to Supplementary Fig. 5.

Supplementary Data 4 Statistical source data related to Supplementary Fig. 8.

Supplementary Data 5 Statistical source data related to Supplementary Fig. 11.

### Source data

Source Data Fig. 1 Exact values in scatter plot, full enrichment results and genes list in Venn plot.

Source Data Fig. 2 Percentage of each cluster in Fig. 2c.

Source Data Fig. 3 Unprocessed source data in Fig. 3.

Source Data Fig. 4 Unprocessed source data in Fig. 4.

Source Data Fig. 5 Statistical source data in Fig. 5.

Source Data Fig. 6 Statistical source data in Fig. 6.

Source Data Fig. 7 Statistical source data in Fig. 7.

Source Data Extended Data Fig. 1 Statistical source data in Extended Data Fig. 1.

Source Data Extended Data Fig. 2 Statistical source data in Extended Data Fig. 2.

Source Data Extended Data Fig.3 Statistical source data in Extended Data Fig. 3.

Source Data Extended Data Fig. 6 Statistical source data in Extended Data Fig. 6.

Source Data Extended Data Fig. 7 Statistical source data in Extended Data Fig. 7.

Source Data Extended Data Fig. 8 Statistical source data in Extended Data Fig. 8.

Source Data Extended Data Fig. 9 Statistical source data in Extended Data Fig. 9.

Source Data Extended Data Fig. 10 Statistical source data in Extended Data Fig. 10.

## Data Availability

The data that support the findings of this study are available from the corresponding author within 3 months upon reasonable request. Bulk RNA-seq data are available in the Gene Expression Omnibus (GEO) with accession code GSE208386. scRNA-seq data of the microglia of 3-month-old, 14-month-old and 24-month-old PBS-treated and LPS-treated mice are available in the GEO with accession code GSE207932. scRNA-seq data of control and 3xDR microglia are available in the GEO with accession code GSE207948. scRNA-seq data of brain cells of 3-month-old and 24-month-old mice are available in the GEO with accession code GSE208292. scRNA-seq data of control and 3xDR brain cells are available in the GEO with accession code GSE226286. ATAC-seq data are available in the GEO with accession code GSE208346. Processed data are available in Supplementary Tables 1–7. The source data of statistical results are provided with this paper. To disseminate these data to the community, we generated an interactive website for searching the data (http://www.microgliatlas.com).

# Supplementary material for: Transcriptional and epigenetic decoding of the microglial aging process
**Source:** Nat Aging. 2023 Sep 11;3(10):1288–311. doi: 10.1038/s43587-023-00479-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

scRNA-seq data was collected on Illumina HiSeq 4000 and Illumina HiSeq 6000. Bulk RNA-seq and ATAC-seq data was collected on BGISEQ-500.

Data analysis

1. Fiji 2.9.2 for immunostaining data analysis.
2. EthoVision 11.5.1022 for behavior experiments.
3. R 3.6.1, HISAT2 2.0.4, Cutadapt 2.8, Bowtie2 2.2.5, RSEM 1.2.12, SOAPnuke 1.5.2, SVA 3.35.2, factoextra 1.0.7, EdgeR 3.28.1, clusterProfiler 3.14.3, HOMER 4.10.0, VennDiagram 1.6.20, pheatmap 1.0.12, EnhancedVolcano 1.4.0, Cell Ranger 2.0.1 or 5.0.0, STAR 2.5.3, Seurat 3.2.0, CellPhoneDB v.2.0, CellChat 1.6.0., Monocle 3 (0.2.2), IGV 2.8.0, Rsubread 2.0.1, ChIPseeker 1.22.1 for sequencing data analysis.
4. Prism 8.3.0 for statistic analysis.
5. FlowJo 10.4 for FACS data analyses.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Bulk RNA-seq data are available in the Gene Expression Omnibus (GEO) with accession code GSE208386 (reviewer token: idifcyskzbczrop). scRNA-seq data of the microglia of 3-month-old, 14-month-old and 24-month-old PBS- and LPS-treated mice are available in GEO with accession code GSE207932 (reviewer token: gpkvmcuupdezvkn). scRNA-seq data of control and 3xDR microglia are available in GEO with accession code GSE207948 (reviewer token: qvypsiemplwrtcv). scRNA-seq data of brain cells at 3- and 24-month-old are available in GEO with accession code GSE208292 (reviewer token: wtejowywjtapben). scRNA-seq data of control and 3xDR brain cells are available in GEO with accession code GSE226286 (reviewer token: mxmxmkymbhyrfgn). ATAC-seq data are available in GEO with accession code GSE208346 (reviewer token: orgsrywwjxgrxel). Processed data are available in Supplementary Tables 1-7. To disseminate these data to the community, we generated an interactive website for searching the data (<http://www.microgliatlas.com>).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For bulk RNA-seq, there are 2 biological replicates in F06\_MO and M12\_MO group, 3 replicates in F09\_MO and F24\_MO group, 4 replicates in F03\_MO, F12\_MO, M03\_MO, M06\_MO, M09\_MO, M16\_MO and M24\_MO, 5 replicates in F14\_MO, F16\_MO and M19\_MO. For scRNA-seq (except for 3xDR vs control brain cells), each group contains 5 biological replicates (mice). For scRNA-seq of 3xDR vs control brain cells, each group contains 2(3xDR) to 3(Control) biological replicates (mice). For ATAC-seq, we pooled microglia from 5 mice into 2 libraries (2 to 3 mice for each library).

For telomere length measurement, there are 7 mice for each group. For sholl analysis, 8 and 9 mice were analyzed in control and 3xDR group respectively. For senescence index calculation, 8 and 7 mice were measured for control and 3xDR, respectively.

For AXL immunohistochemistry experiments, there are 9 mice used in Ctrl and 3xDR group. For OPN immunostaining, there are 10 mice used in Ctrl and 3xDR group. For MBP immunostaining, there are 9 mice used in Ctrl and 8 used in 3xDR group. For  $\beta$ -gal immunohistochemistry experiments, there are 9 mice used in Ctrl and 3xDR group. For IBA1 immunostaining, 4 Tmem119-GFP mice and 8 P2Y12-CreER-GFP mice were measured. For Ki67 and DCX co-immunostaining, N = 7 and 6 mice for control and 3xDR. For NeuN and Pdgfra immunostaining, N = 8 and 7 mice for control and 3xDR group. For CD74 immunostaining, 35 cells in F03 and 49 cells in F24 group were measured. For RNAscope experiment of Spp1 gene, 29 cells in F03 and 31 cells in F24 group were measured. For microglia density analysis in 3xDR process, N = 6 (1xDPL, 2xDPL, 3xDPL, 1xDR and 2xDR) to 7 mice (3xDR) for each group.

For primary microglia siS100a8 knockdown experiment, in the negative control group, N = 5, 3, 3, 3, 3, 3, 5, 3, 3, 5, 3, 4 and 3 biological replicates for S100a8, Ccl3, Ccl4, Ccl5, Ccl12, Cd14, Cxcl13, Ifitm2, Ifitm3, Il1b, Il6, Myd88, Socs3 and Tnf, respectively, in the siS100a8 group, N = 6, 6, 6, 6, 6, 6, 9, 6, 9, 6, 9 and 6 biological replicates for S100a8, Ccl3, Ccl4, Ccl5, Ccl12, Cd14, Cxcl13, Ifitm2, Ifitm3, Il1b, Il6, Myd88, Socs3 and Tnf, respectively. For primary microglia siS100a9 knockdown experiment, in the negative control group, N = 5, 3, 3, 3, 3, 3, 5, 3, 3, 5, 3, 4 and 3 biological replicates for S100a8, Ccl3, Ccl4, Ccl5, Ccl12, Cd14, Cxcl13, Ifitm2, Ifitm3, Il1b, Il6, Myd88, Socs3 and Tnf, respectively, in the siS100a8 group, N = 6, 6, 6, 6, 6, 6, 9, 6, 9, 6, 9 and 6 biological replicates for S100a8, Ccl3, Ccl4, Ccl5, Ccl12, Cd14, Cxcl13, Ifitm2, Ifitm3, Il1b, Il6, Myd88, Socs3 and Tnf, respectively.

For OF and NOR test, N = 12, 10, 11 and 11 mice for young, aged, control and 3xDR groups, respectively. For Y maze test, N = 10 mice for each group. For Morris water maze, N = 10 and 11 mice for control and 3xDR, respectively. For Three-chamber test, N = 8 for control mice and 7 for 3xDR mice.

The detailed sample size is listed in each figure legend.

The statistical approaches were indicated in figure legends. No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications<sup>1-7</sup>. Data distribution was assumed to be normal but this was not formally tested.

#### References

1. Zhou, T., et al. Microglial debris is cleared by astrocytes via C4b-facilitated phagocytosis and degraded via RUBICON-dependent noncanonical autophagy in mice. *Nature communications* 13, 6233 (2022).
2. Niu, F., et al. The m6A reader YTHDF2 is a negative regulator for dendrite development and maintenance of retinal ganglion cells. *Elife* 11, e75827 (2022).
3. Rao, Y., et al. NeuroD1 induces microglial apoptosis and cannot induce microglia-to-neuron cross-lineage reprogramming. *Neuron* 109, 4094-4108.e4095 (2021).
4. Xu, Z., et al. Efficient strategies for microglia replacement in the central nervous system. *Cell reports* 32, 108041 (2020).
5. Huang, Y., et al. Dual extra-retinal origins of microglia in the model of retinal microglia repopulation. *Cell Discov* 4, 9 (2018).
6. Huang, Y., et al. Repopulated microglia are solely derived from the proliferation of residual microglia after acute depletion. *Nature neuroscience* 21, 530-540 (2018).
7. Peng, B., et al. Suppression of microglial activation is neuroprotective in a mouse model of human retinitis pigmentosa. *J Neurosci* 34, 8139-8150 (2014).

|                 |                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | Exclusion criteria for experimental data points were sickness or death of animals during the experimental period. Or low quality sequencing results were excluded. No outliers were excluded in this manuscript.                                                                                             |
| Replication     | For each in vivo experimental condition, at least at least 5 animals were used per conditions. All attempts at replication were successful expect for the failures due to sickness and death of animals or technical faults during the experimental period. Or low quality sequencing results were excluded. |
| Randomization   | Mice were randomized from each group if possible.                                                                                                                                                                                                                                                            |
| Blinding        | Behavioral examinations and sequencing experiments were conducted blind. Sequencing data analysis were not performed blind to the conditions of the experiments. Because there were no needs to be blinded for the sequencing data analyses.                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>The primary antibodies used in this study included rabbit anti-IBA1 (1:500, Wako, cat: 019-19741, lot: CAJ3125, SKM6526 and LEQ2171), goat anti-IBA1 (1:500, Abcam, cat: Ab5076, lot: GR3381291-3 and GR3365012-2), goat anti-Osteopontin/OPN (1:500, R&amp;D system, cat: AF808, lot: BDO0720111), goat anti-AXL (1:200, R&amp;D system, cat: AF854, lot: CTC0220081), rabbit anti-beta galactosidase (1:2000, Invitrogen, cat: A-11132, lot: 2304273), rabbit anti-Ki67 (1:250, Invitrogen, cat: MA5-14520, lot: VB2941291, VE3003591), rat anti-Ki67 (1:1000, Invitrogen, cat: 14-5698-82, lot: 2496198), rabbit anti-DCX (1:200, Abcam, cat: ab18723, lot: GR3274138-3), rabbit anti-PDGFRα (1:500, Cell Signaling, cat: 3164S, lot: 02/2020-6), rabbit anti-NeuN (1:500, Abcam, cat: ab177487, lot: GR3275122-6), and rabbit anti-MBP (1:500, Abcam, cat: ab218011, lot: GR3299139-18) (Supplementary Table 8).</p> <p>The secondary antibodies used in this study included AF647 donkey anti-goat (Jackson ImmunoResearch, cat: 705-605-003, lot:147708), AF488 donkey anti-chicken (Jackson ImmunoResearch, cat: 703-545-155, lot:147805), AF488 donkey anti-mouse (Jackson ImmunoResearch, cat: 715-545-150, lot:146643), AF488 donkey anti-goat (Jackson ImmunoResearch, cat: 705-545-003, lot:145270), and Cy3 donkey anti-rabbit (Jackson ImmunoResearch, cat: 711-165-152, lot:145020) (Supplementary Table 8).</p> |
| Validation      | <p>The validation data of each antibody are listed in the websites of corresponding manufactures.</p> <p>For primary antibody:<br/>rabbit anti-IBA1 (1:500, Wako, cat: 019-19741, lot: CAJ3125, SKM6526 and LEQ2171) has been validated for use in IF and IHC, as stated on the product page and has been referenced in at least 8 papers (<a href="https://labchem-wako.fujifilm.com/us/product/detail/W01W0101-1974.html">https://labchem-wako.fujifilm.com/us/product/detail/W01W0101-1974.html</a>).</p> <p>goat anti-IBA1 (1:500, Abcam, cat: Ab5076, lot: GR3381291-3 and GR3365012-2) has been validated for use in IHC-P, WB, as stated</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

on the product page and has been referenced in 1145 papers (<https://www.abcam.com/products/primary-antibodies/iba1-antibody-ab5076.html>).

goat anti-Osteopontin/OPN (1:500, R&D system, cat: AF808, lot: BDO0720111) has been validated for use in IHC, WB and ICC, as stated on the product page and has been referenced in 120 papers ([https://www.rndsystems.com/cn/products/mouse-osteopontin-opn-antibody\\_af808](https://www.rndsystems.com/cn/products/mouse-osteopontin-opn-antibody_af808)).

goat anti-AXL (1:200, R&D system, cat: AF854, lot: CTC0220081) has been validated for use in IHC, WB, as stated on the product page and has been referenced in 24 papers ([https://www.rndsystems.com/cn/products/mouse-axl-antibody\\_af854](https://www.rndsystems.com/cn/products/mouse-axl-antibody_af854)).

rabbit anti-beta galactosidase (1:2000, Invitrogen, cat: A-11132, lot: 2304273) has been validated for use in IHC, WB, ICC/IF, ELISA, ChIP, as stated on the product page and has been referenced in 95 papers (<https://www.thermofisher.cn/cn/zh/antibody/product/beta-Galactosidase-Antibody-Polyclonal/A-11132>).

rabbit anti-Ki67 (1:250, Invitrogen, cat: MA5-14520, lot: VB2941291, VE3003591) has been validated for use in IHC, WB, ICC/IF, Flow, FN, as stated on the product page and has been referenced in 742 papers (<https://www.thermofisher.cn/cn/zh/antibody/product/Ki-67-Antibody-clone-SP6-Recombinant-Monoclonal/MA5-14520>).

rat anti-Ki67 (1:1000, Invitrogen, cat: 14-5698-82, lot: 2496198) has been validated for use in IHC, WB, ICC/IF, Flow, FN, as stated on the product page and has been referenced in 305 papers (<https://www.thermofisher.cn/cn/zh/antibody/product/Ki-67-Antibody-clone-SolA15-Monoclonal/14-5698-82>).

rabbit anti-DCX (1:200, Abcam, cat: ab18723, lot: GR3274138-3) has been validated for use in WB, IHC-FoFr, ICC/IF, IHC-Fr, IHC-P, as stated on the product page and has been referenced in 400 papers (<https://www.abcam.com/products/primary-antibodies/doublecortin-antibody-ab18723.html>).

rabbit anti-PDGFR $\alpha$  (1:500, Cell Signaling, cat: 3164S, lot: 02/2020-6) has been validated for use in WB, ICC/IF, IP, as stated on the product page and has been referenced in 127 papers (<https://www.cellsignal.com/products/primary-antibodies/pdgf-receptor-a-antibody/3164>).

rabbit anti-NeuN (1:500, Abcam, cat: ab177487, lot: GR3275122-6) has been validated for use in WB, ICC/IF, Flow Cyt, as stated on the product page and has been referenced in 695 papers (<https://www.abcam.com/products/primary-antibodies/neun-antibody-epr12763-neuronal-marker-ab177487.html>).

rabbit anti-MBP (1:500, Abcam, cat: ab218011, lot: GR3299139-18) has been validated for use in WB, IHC-P, IHC-Fr, as stated on the product page and has been referenced in 18 papers (<https://www.abcam.com/products/primary-antibodies/myelin-basic-protein-antibody-epr21188-ab218011.html>).

For secondary antibody:

AF647 donkey anti-goat (Jackson ImmunoResearch, cat: 705-605-003, lot:147708) has been validated as stated on the product page and has been referenced in 52 papers (<https://www.jacksonimmuno.com/catalog/products/705-605-003>).

AF488 donkey anti-chicken (Jackson ImmunoResearch, cat: 703-545-155, lot:147805) has been validated as stated on the product page and has been referenced in 816 papers (<https://www.jacksonimmuno.com/catalog/products/703-545-155>).

AF488 donkey anti-mouse (Jackson ImmunoResearch, cat: 715-545-150, lot:146643) has been validated as stated on the product page and has been referenced in 605 papers (<https://www.jacksonimmuno.com/catalog/products/715-545-150>).

AF488 donkey anti-goat (Jackson ImmunoResearch, cat: 705-545-003, lot:145270) has been validated as stated on the product page and has been referenced in 137 papers (<https://www.jacksonimmuno.com/catalog/products/705-545-003>).

Cy3 donkey anti-rabbit (Jackson ImmunoResearch, cat: 711-165-152, lot:145020) has been validated as stated on the product page and has been referenced in 1702 papers (<https://www.jacksonimmuno.com/catalog/products/711-165-152>).

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

C57BL/6J mice were either purchased from SPF (Beijing) Biotechnology Co., Ltd or donated by Prof. Zhihui Huang at Hangzhou Normal University. P2Y12-CreER-GFP mice (P2ry12-p2A-CreER-p2A-EGFP) were donated by Prof. Jiyun Peng at Nanchang University, histological analysis were performed at 4 month old. TMEM119-GFP mice (C57BL/6-Tmem119em2(EGFP)Gfng/J, Stock #: 31823) was purchased from Jackson Lab, histological analysis were performed at 4-month-old. All mice were housed in the Animal Facility at Department of Laboratory Animal Science at Fudan University or Shenzhen Institute of Advanced Technology at Chinese Academy of Sciences under a 12-hour light/dark cycle with food and water ad libitum, room temperature was maintained at 21-25 degree centigrade, humidity was maintained at 40%-65% .

### Wild animals

This study did not involve wild animals.

### Reporting on sex

The animal sex was described in the text and/or figure legend.

### Field-collected samples

This study did not involve field-collected samples.

### Ethics oversight

All animal experiments were conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee of

## Ethics oversight

Department of Laboratory Animal Science at Fudan University (202009001S, 202110005S and 2021JS-ITBR-002) and Institutional Animal Care and Use Committee at Shenzhen Institute of Advanced Technology, Chinese Academy of Sciences (SIAT-IACUC-190312-YGS-PB-A0576-01).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

For the brain cell scRNA-seq, brains without cerebellum were minced into pieces and then dissociated in 8 U/mL papain lysis buffer containing 125 U/mL DNase I at 37 °C for 20 minutes with mild shaking. This process was then terminated by adding a 10% ovomucoid in L15 culture medium. After that, cell clusters were removed by filtering through a 70 µm nylon strainer (Falcon). Myelin and cell debris were removed through the density gradient centrifugation in 37% Percoll (Solarbio Life Science). Next, brain cells were thoroughly rinsed by EDTA-free FACS buffer (0.5% BSA in DPBS) before library preparation.

Microglia from young, middle-aged and old mice were sorted by FACS as we previously described<sup>28,74</sup>. Briefly, the mixed brain cells were resuspended by FACS buffer. Then, mixed cells were stained with antibodies against CD11b (1:100, clone M1/70, BD Pharmingen, cat: 557657) and CD45 (1:100, clone 30-F11, BD Pharmingen, cat: 553080) in FACS buffer for 30 min in ice. Dead cells were labeled by 7-AAD (1:80, BD Pharmingen, cat: 559925). Then, CD11b+ CD45low 7-AAD- microglia were collected by FACSAria III cell sorted (BD Biosciences). Harvested cells were then used for scRNA-seq, bulk RNA-seq and ATAC-seq.

#### Instrument

FACSAria III cell sorted (BD Biosciences)

#### Software

Cell sorter was controlled by Summit. FACS data were analyzed by FlowJo 10.4.

#### Cell population abundance

After removal the doublets and cell debris by FSC/SSC, CD11b+ CD45low 7-AAD- cells were sorted for subsequent analysis.

#### Gating strategy

After removal the doublets and cell debris by FSC/SSC, CD11b+ CD45low 7-AAD- cells were sorted for subsequent analysis.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

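Microglia of individual C57BL/6J mice, sorted as live CD11b-positive cells with low CD45, gave 64 libraries in 17 groups, 1 mouse each. PBS-treated females and males of 7 ages each made up 14 groups, and LPS-treated females of 3, 14 and 24 months the other 3. The single-cell, chromatin and protein data of the study were not analysed here.

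The authors filtered the reads with SOAPnuke, mapped them to mm10 with HISAT2 2.0.4 and to a coding gene set with Bowtie2 2.2.5, and computed FPKM with RSEM 1.2.12. The authors then adjusted all female and male libraries together for batches with ComBat_seq and removed genes with an average under 10 FPKM, as their methods state. The paper's text does not name the batches. As deposited, the values are therefore scores, batch-adjusted FPKM rounded to whole numbers, and not counts. Of the values for 5647 genes 297 are fractional, 7 of them above 1 and the largest 144.78. The lowest mean of a gene is 10. The values of a library sum to between 408457 and 554459. The depth is unknown, so that no interval or limit from counting was computed, and tests made for counts were not used.

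Samples were grouped by sex, age and treatment as their titles and the paper give them. Each value was taken as log2(value + 1) with no further scaling. The groups were compared with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with moderated variances and a trend of the variance with the mean. The female and the male groups of the ageing series were fitted apart, the sexes together over the 12 PBS groups of shared ages, and LPS together over its 6 groups. Differences between responses were tested as interactions. p-values were adjusted by the method of Benjamini and Hochberg over all genes, and a gene passed at an adjusted p under 0.05 with a fold over 1.5. Of 29 gene lists 24 held enough measured genes to be tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Values named at a claim were compared with two-sided exact permutation tests, and correlations over 10 mice or more with 100000 permutations, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Positions on the line from 3 to 24 months and the comparison of a line with a step used all genes and 1000 bootstraps of the mice. Principal components were computed from log2 values after scaling every library to the same total.

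The genes named are those the paper names for the bulk data, the genes with the 8 largest rises and the 8 largest falls of each main comparison among those with an adjusted p under 0.05 and no overlap between the groups, and for each list up to 4 called members with the largest change. Values in the paper's tables and source data had been seen when this rule was written. Coordinates are those of GENCODE vM21 and RefSeq on GRCm38, the assembly that mm10 also names, and 241 of 245 named genes were found there.

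The method was tested on simulated data of the same design with 100 genes changed at each size. At 24 against 3 months 73% of genes with a log2 fold change of 1 were called in females and 89% in males, and 97% and 99% of those with 2. For LPS at 3, 14 and 24 months 64%, 76% and 66% were called at 1, and 97%, 100% and 96% at 2. Between 5 and 11 of 5447 unchanged genes were called. The replicate numbers of the titles were checked for pairing of the libraries. Libraries of the same number had residuals with a median correlation of 4.3e-05 in the female groups, −0.0044 in the male groups, 0.0022 over both sexes and 0.014 in the LPS groups, and they were not treated as paired.

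The alternatives tried were pseudocounts of 0.5 and 5, a filter at a mean of 50 or none, median-ratio scaling and scaling to the same total, a robust variance and one without a trend, the study's unadjusted thresholds, the adjusted p alone, other sets of groups in the fit, the replicate number as a block, and leaving out each library in turn. Up to 100 other splits of the libraries were drawn for each comparison with at least 3 mice in a group. Il6 has no values in the deposited table and was left out.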

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

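The comparisons with other splits of the libraries and the comparison of old and young males within the libraries without values between 0 and 1 are tests chosen only after the result was seen.

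Male microglia from 12 months on lay apart from those of 3 to 9 months, and most of the older male libraries also lack values between 0 and 1, which points to a difference in the authors' processing as a candidate source. The 2 libraries of 16 and 19 months that hold any fractional value lay at 1.05 of the way from the 6- and 9-month males to the other 16- and 19-month males. This does not exclude such a source, since replicate 3 of 16 months (1.25) holds no value between 0 and 1 and its 1 fractional value lies above 1, which leaves replicate 1 of 19 months alone (0.853). Against the source, the 3-month males without such values lay 1.25 times as far from the 12-month males as from the other 3-month males (1.09 and 1.41 for the 2 mice). Within the libraries without values between 0 and 1, the log2 fold changes at 16 against 3 months were 0.956 times those over all males (median over 355 genes), with 2 mice of 3 months. These 355 genes were called over all males, which include the same libraries. The ratio is therefore in part set by that choice and weighs little against the source. An effect of age and an unnamed batch remain open, and whether the change falls between 9 and 12 months cannot be examined within either set of libraries.

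S100a8 and S100a9 were among the most abundant markers and varied several-fold between mice of a group, and a candidate source is RNA of neutrophils among the sorted cells. Within groups the 18 other neutrophil markers measured followed S100a8 with a median r of 0.809 (0.166 for Csf3r to 0.961 for S100a9), against −0.0029 over all genes and at most 0.176 over 2000 random lists. The most abundant of them, Ngp, Camp and Retnlg, had means of 840, 376 and 226 over all libraries, S100a8 stood at 6012 ± 2871 (SD, n = 4) in PBS-treated females of 3 months and S100a9 at 2005 ± 955. The study's gate on low CD45, or one on Ly6G, would remove cells such as neutrophils. In its single-cell data of cells sorted with this CD45 gate, the paper still annotates some cells as granulocytes. What share of such cells the libraries analysed here held was not tested. Lcn2 and Hp are also on the list of iron handling and Chil3 and Ifitm6 on that of monocytes and macrophages, the study named S100a8, S100a9 and Hp from these libraries, and expression in microglia themselves remains open.

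Fewer genes passed for LPS at 24 than at 3 months, 548 against 635, which may come from the spread and number of mice or from a smaller response. The size of this gap depends on the fit and the threshold, with 91 against 1037 genes when the 2 groups of an age are fitted alone, and the other order, 1117 against 979, at an unadjusted p under 0.05 and a fold over 1.5. Over the 102 genes called at 14 months the slope of the 24-month on the 3-month log2 fold changes was 0.685 (0.590 to 0.774 with 1 library left out), and 85 were smaller at 24 months, with a median size of 0.565 against 1.12. The bounds set beforehand were at least 0.8 for responses of equal size and less than 0.6 for a clearly smaller response. These bounds were not simulated, and spread in the 3-month values lowers such a slope. These explanations therefore cannot be told apart from this slope. In simulated values with the same spread at every age, a log2 fold of 1 was called for 64% of genes at 3 months and 66% at 24 months, and one of 2 for 97 and 96%, which goes against the number of mice as the whole source. A spread that differs with age was not simulated. The 24-month groups hold 3 mice each, and without the 24-month PBS replicates 1 or 2 or the 24-month LPS replicate 1 the count was 203, 222 and 269. Age, which the design names, remains open as a source of the difference.

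A mouse far from the others was looked for in 68 sets of values, each 1 measure in 1 group of 4 or more mice, and 4 sets held one, where chance gives about 1 in 20. Far from the others of its group lay the 12-month female replicate 3, with Axl at 26, below them. The 24-month male replicate 1 had Ccl24 at 28, above the others. The 3-month PBS female replicate 2 had Cxcl13 at 2, above the others. The 14-month PBS female replicate 3 had a log2 sum of values of 18.94, above the others.

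Between the sexes, the change of Mpo from 3 to 24 months differed by −6.79 on the log2 scale (limma adjusted p = 0.031), in a test of the difference itself. The LPS response differed between 14 and 3 months for 17 genes with limma, also tested as an interaction. The positions of females and males on their ageing lines differed by −0.534 at 16 months (two-sided exact permutation test, adjusted p = 0.0317). That test took the line of each sex as fixed. The 24-month ends of these lines hold values between 0 and 1 in females and not in males.

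Lists of ribosomal protein genes and of markers of other cell types also moved from 3 to 24 months. The paper annotates such cell types in its single-cell data. The median log2 fold change of the cytosolic ribosomal protein genes was 0.55 in females, where 77 of 78 were higher. That of the T and NK cell markers was 2.60 in females and 2.42 in males, with 4 of 4 higher in each sex. In males that of the neutrophil markers was 1.24 and that of the monocyte and macrophage markers 1.09, with 19 of 19 and 8 of 8 higher.

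For 24 against 3 months in females 1 of 35 splits of the libraries gave a count as large, the real one with 118 (highest other 2). In males it was also 1 of 35 (161, highest other 29). For the changes across the ages it was 1 of 100 in females (836, highest other 6) and in males (472, highest other 31). For LPS it was 1 of 35 at 3 months (635, highest other 7) and 1 of 100 at 14 months (102, highest other 98). Between the sexes it was 1 of 35 at 3 months (13, highest other 0), 9 months (70, highest other 47) and 24 months (5, highest other 1). At 16 months it was 2 of 100, and another split gave 18 genes against the real 14. A share of 1 in 35 is the smallest that 35 splits allow, and the shares were not adjusted over the comparisons. Such splits cannot show whether a batch that runs with the groups gave the counts.

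For LPS at 24 months (1 of 10, 548, highest other 2) and for 24 against 3 months under LPS (1 of 10, 2, highest other 0) the splits are too few for a share under 0.05. For the interactions the splits tell nothing about chance, since exchanging the libraries of LPS and PBS, or of the sexes, within an age turns that effect itself into an interaction. For the LPS interaction at 24 months 0 genes passed by limma (576 at an unadjusted p under 0.05 and a fold over 1.5), a count that any split reaches (100 of 100, highest other 743). At 14 months 17 passed (5 of 100, highest other 409). For the sex by age interaction 1 gene passed (3 of 100, highest other 2), and 0 after median-ratio scaling, with a pseudocount of 5, among genes with a mean of at least 50, with a robust variance estimate and with all 17 groups fitted. It was also 0 without the female 3-month replicate 1 or 3, the female 24-month replicate 1 or 2, the male 3-month replicate 1 or 3 or the male 24-month replicate 2, 3 or 4, and 3 without the female 24-month replicate 3.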

How the results depend on the processing

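The alternatives with the 3 libraries richest in values under 1 left out, with the libraries with or without values between 0 and 1 alone, with 1 library left out of an interaction or of the 7-age counts, with all 17 groups fitted for an interaction, with the values in place of their logarithms in the age scores, those for the counts of each age against 3 months and of neighbouring ages, for the 3-month positions, for principal components, marker scores and fold changes of disease-associated microglia, and the list tests for 16-month males and for 24 against 3 months under LPS were chosen after the results were seen.

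With limma, at an adjusted p under 0.05 and a fold over 1.5, with a pseudocount of 1 and the values as deposited, the counts were 836 for changes across the ages in females, 472 for changes across the ages in males, 118 for 24 against 3 months in females, 161 for 24 against 3 months in males, 1 for the sex by age interaction, 2 for 24 against 3 months under LPS, 0 for the LPS interaction at 24 months, 17 for the LPS interaction at 14 months, 635 for LPS at 3 months, 102 for LPS at 14 months, 548 for LPS at 24 months, 13 for the sexes at 3 months, 9 for the sexes at 6 months, 70 for the sexes at 9 months, 0 for the sexes at 12 months, 14 for the sexes at 16 months and 5 for the sexes at 24 months. Where an alternative was run for one of these counts and its value is not given below, it stayed within 1.5 times. The cause of the shifts was not tested, apart from what fewer genes, fewer libraries, fewer groups in the fit or another threshold bring by themselves. The depth of the libraries is unknown, and what it limits could not be examined.

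Threshold. At an unadjusted p under 0.05 and a fold over 1.5 the counts were 1564 for changes across the ages in females, 804 for changes across the ages in males, 617 for 24 against 3 months in females, 398 for 24 against 3 months in males, 378 for the sexes at 3 months, 605 for the sexes at 6 months, 469 for the sexes at 9 months, 342 for the sexes at 12 months, 162 for the sexes at 16 months, 359 for the sexes at 24 months, 398 for the sex by age interaction, 979 for LPS at 3 months, 338 for LPS at 14 months, 1117 for LPS at 24 months, 576 for the LPS interaction at 24 months, 454 for the LPS interaction at 14 months and 272 for 24 against 3 months under LPS. Of the study's cytokine production genes 47 passed at 14 months and 85 at 24 months, and of its phagocytosis genes 14 and 24. At an unadjusted p under 0.05 and a log2 fold of at least 1 they were 499 for changes across the ages in females, 295 for changes across the ages in males, 68 for the sexes at 3 months, 111 for the sexes at 6 months, 92 for the sexes at 12 months, 45 for the sexes at 16 months, 64 for the sexes at 24 months, 94 for the sex by age interaction, 312 for LPS at 3 months, 257 for LPS at 24 months, 207 for the LPS interaction at 24 months, 122 for the LPS interaction at 14 months and 67 for 24 against 3 months under LPS, and 4 phagocytosis genes passed at 14 months. With the adjusted p alone no count moved by more than 1.5 times.

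Low genes. Among genes with a mean of at least 50 the counts were 424 for changes across the ages in females, 205 for changes across the ages in males, 67 for 24 against 3 months in males, 24 for the sexes at 3 months, 29 for the sexes at 6 months, 6 for the sexes at 16 months, 2 for the sexes at 24 months, 0 for the sex by age interaction, 227 for LPS at 3 months, 45 for LPS at 14 months, 184 for LPS at 24 months, 7 for the LPS interaction at 24 months and 1 for 24 against 3 months under LPS. A pseudocount of 5 gave 2 for the sexes at 12 months, 0 for the sex by age interaction and 14 for the LPS interaction at 24 months, and a pseudocount of 0.5 gave 7 for the LPS interaction at 24 months and 0 for 24 against 3 months under LPS. Hp in females of 24 against 3 months had 0.030 with the pseudocount of 5, and Cxcl13 with LPS at 24 months 0.067, both with the sign changed and neither past a threshold. Every gene passes the filter at a mean of 10, so that leaving it out changes nothing.

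Scaling. Median-ratio scaling gave 25 for the sexes at 3 months, 22 for the sexes at 9 months, 6 for the sexes at 12 months, 0 for the sex by age interaction and 0 for 24 against 3 months under LPS, and scaling to the same total gave 538 for changes across the ages in females, 22 for the sexes at 9 months, 8 for the sexes at 24 months, 6 for the LPS interaction at 24 months and 0 for 24 against 3 months under LPS. Cxcl13 with LPS at 24 months had 0.047 and 0.087, and Ifitm3 at 24 against 3 months under LPS −0.0090 with the same total. As deposited, after median-ratio scaling and after scaling to the same total, the share of higher genes was 54.8, 75.3 and 74.9% for LPS at 3 months, 77.5, 66.3 and 57.5% for LPS at 14 months, 44.0, 71.6 and 79.7% for LPS at 24 months, 74.6, 75 and 61.6% for 24 against 3 months in females, 95.7, 90.1 and 89.0% for 24 against 3 months in males, 76.9, 12 and 13.3% for the sexes at 3 months, 8.57, 40.9 and 31.8% for the sexes at 9 months, 20, 0 and 0% for the sexes at 24 months and 41.2, 10.5 and 4% for the LPS interaction at 14 months. The median of all genes moved by more than 0.1 on the log2 scale with median-ratio scaling for the sexes at 3 months (−0.16), the sexes at 9 months (0.12), LPS at 3 months (0.10), LPS at 24 months (0.12) and the LPS interaction at 14 months (−0.13), and with the same total for 24 against 3 months in males (−0.11), the sexes at 3 months (−0.13), LPS at 24 months (0.16) and the LPS interaction at 14 months (−0.15). For the counts of single ages, median-ratio scaling and the same total took females at 9 against 3 months from 150 (19 up) to 53 (25 up) and 43 (21 up), at 12 months from 512 (74 up) to 230 (130 up) and 201 (101 up), at 16 months from 509 (170 up) to 390 (286 up) and 367 (215 up), and from 16 to 24 months from 223 (182 up) to 124 (35 up) and 95 (31 up). In males they took 9 against 6 months from 40 (31 up) to 10 (1 up) and 9 (2 up), and 16 against 3 months from 355 (255 up) to 350 (249 up) and 411 (206 up). They also took males at 9 against 3 months from 2 (0 up) to 6 (0 up) and 2 (0 up). Males at 16 against 12 months went from 4 (4 up) to 5 (5 up) and 1 (1 up). Females at 6 against 3 months went from 17 (11 up) to 26 (23 up) and 25 (23 up). The directions of gene families are read relative to these shifts.

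Model. Fitted on the compared groups alone, the counts were 470 for 24 against 3 months in females, 330 for the sexes at 3 months, 2 for the sexes at 6 months, 1 for the sexes at 9 months, 1 for the sexes at 16 months, 1037 for LPS at 3 months, 33 for LPS at 14 months, 91 for LPS at 24 months and 0 for 24 against 3 months under LPS. Fitted on all 17 groups, they were 220 for 24 against 3 months in females, 100 for 24 against 3 months in males, 6 for the sexes at 3 months, 18 for the sexes at 6 months, 1 for the sexes at 12 months, 8 for the sexes at 24 months, 26 for LPS at 14 months and 0 for 24 against 3 months under LPS, and of the interactions, 0 for the sex by age interaction and 2 for the LPS interaction at 14 months. With the replicate number as a block they were 17 for the sexes at 6 months, 2 for the sexes at 12 months, 2 for the sex by age interaction and 6 for the LPS interaction at 24 months, and Hp in females had 0.089. A robust variance estimate gave 2 for the sexes at 12 months, 3 for the sexes at 24 months, 0 for the sex by age interaction, 3 for the LPS interaction at 24 months and 0 for 24 against 3 months under LPS, and a variance without a trend 3 for the sexes at 12 months, 11 for the LPS interaction at 14 months and 0 for 24 against 3 months under LPS.

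Libraries. Among the libraries without values between 0 and 1 the counts were 92 for changes across the ages in males, 40 for 24 against 3 months in males and 1 for the sexes at 16 months, and r of Ccl24 with age in males was −0.438 (permutation adjusted p = 0.089). Among those with such values the counts were 2 for the sexes at 3 months, and that r was −0.435 (permutation adjusted p = 0.185). Without the 14-month LPS replicate 5, the 24-month LPS replicate 2 and the 24-month female PBS replicate 3, which hold the most values under 1, the counts were 0 for the sexes at 24 months, 3 for the sex by age interaction, 18 for the LPS interaction at 24 months and 0 for 24 against 3 months under LPS.

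Other choices. The median r between replicates was 0.98 for the values and 0.907 for Spearman's rho. Over at least 6 neighbouring ages 46 genes in females and 3 in males followed the rule of age dependence, over all 7 ages 3 and 0, and in runs that end at 24 months 89 and 2. Over the genes that changed across the ages the residual of a line over that of a step was 0.926 in females, on the other side of 1 from the value over all genes, and 3.03 in males. From mean log2 values, the ratio of Cxcl13 under LPS to PBS was 1.52 at 14 months and 0.951 at 24 months. The score of the falling genes differed between females and males of 3 months by 0.45 as a mean z-score and by 15.80 as a mean of the values, with the sign changed and neither past the exact test.

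Lists. With camera and an estimated correlation the lists past an adjusted p of 0.05 numbered 8 (of 15) for 24 against 3 months in females, 10 (of 16) for 24 against 3 months in males, 2 (of 7) for LPS at 3 months, 0 (of 5) for LPS at 14 months, 0 (of 10) for LPS at 24 months, 0 (of 13) for the LPS interaction at 24 months, 0 (of 9) for the sexes at 3 months, 0 (of 11) for the sexes at 24 months, 9 (of 15) for males of 16 against 3 months and 0 (of 6) for 24 against 3 months under LPS. With fry they numbered 3 for LPS at 14 months, 8 for the LPS interaction at 24 months, 2 for the sexes at 3 months, 1 for the sexes at 24 months and 0 for 24 against 3 months under LPS.

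Leaving out 1 library at a time, where a group left with 1 library is taken to vary like the others, the counts ranged, with the library left out in parentheses, over 547 (female 3-month PBS replicate 1) to 982 (female 12-month PBS replicate 3) for changes across the ages in females, 20 (female 24-month PBS replicate 1) to 106 (female 24-month PBS replicate 3) for 24 against 3 months in females, 90 (male 3-month PBS replicate 4) to 161 (male 24-month PBS replicate 1) for 24 against 3 months in males, 1 (several libraries) to 23 (male 3-month PBS replicate 1) for the sexes at 3 months, 0 (female 6-month PBS replicate 1) to 303 (male 6-month PBS replicate 4) for the sexes at 6 months, 23 (male 9-month PBS replicate 1) to 196 (female 9-month PBS replicate 1) for the sexes at 9 months, 0 (female 12-month PBS replicate 3 and male 12-month PBS replicate 2) to 22 (female 12-month PBS replicate 4) for the sexes at 12 months, 2 (female 16-month PBS replicate 1 and male 16-month PBS replicate 3) to 25 (female 16-month PBS replicate 3) for the sexes at 16 months, 0 (several libraries) to 18 (female 24-month PBS replicate 2) for the sexes at 24 months, 0 (several libraries) to 3 (female 24-month PBS replicate 3) for the sex by age interaction, 331 (female 3-month LPS replicate 2) to 623 (female 3-month LPS replicate 1) for LPS at 3 months, 42 (female 14-month LPS replicate 4) to 146 (female 14-month PBS replicate 5) for LPS at 14 months, 203 (female 24-month PBS replicate 1) to 577 (female 24-month PBS replicate 3) for LPS at 24 months, 0 (several libraries) to 19 (female 24-month PBS replicate 3) for the LPS interaction at 24 months, 8 (female 3-month PBS replicate 2) to 30 (female 14-month PBS replicate 2) for the LPS interaction at 14 months and 0 (several libraries) to 8 (female 24-month LPS replicate 3) for 24 against 3 months under LPS.

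Genes whose sign changed when 1 library was left out, none past a threshold in all libraries, had these ranges of the log2 fold change, or of the ratio. For 24 against 3 months in females: Hp −0.72 to 0.60, Il4ra −0.37 to 0.13 and Tlr7 −0.30 to 0.019. For 24 against 3 months in males: Ccl12 −0.83 to 0.062, Gas6 −0.20 to 0.023 and Il4ra −0.18 to 0.66. For the sexes at 3 months: Eif2s3y −0.41 to 0.023. For the sexes at 6 months: Ccr1 −0.10 to 0.46, Hp −0.41 to 1.23, Ifitm2 −0.17 to 0.31, Lilr4b −0.85 to 0.15, Sesn1 −0.14 to 1.00 and Srgn −0.090 to 0.72. For the sexes at 9 months: Ccr1 −0.031 to 0.82, Cd300lf −0.50 to 1.74, Lilrb4a −0.033 to 0.37, Sesn1 −1.60 to 0.18 and Tsc22d3 −0.056 to 0.64. For the sexes at 12 months: Cdk6 −0.042 to 0.71 and Plek −0.55 to 0.21. For the sexes at 24 months: Eif2s3y −0.87 to 0.38. For LPS at 14 months: Ccl5 −0.058 to 0.36. For LPS at 24 months: Cxcl13 −0.75 to 1.06, Myd88 −0.017 to 0.39 and S100a9 −0.18 to 1.00. For 24 against 3 months under LPS: Ccl4 −0.56 to 0.071, Ifitm3 −0.21 to 0.16, Il1b −0.15 to 0.56 and Socs3 −0.36 to 0.11. For the ratio of LPS to PBS means at 14 months: Ccl5 0.968 to 1.30 and Cxcl13 0.794 to 1.61. For the ratio of LPS to PBS means at 24 months: Myd88 0.997 to 1.32, S100a9 0.923 to 1.79 and Cxcl13 0.973 to 2.13.

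The log2 fold changes of the named genes kept their direction and side of the threshold in 348 of 386 values with median-ratio scaling, 338 of 386 with the same total, 376 of 386 with a pseudocount of 5, 313 of 386 with the compared groups alone, 325 of 386 with all 17 groups and 2171 of 2828 with 1 library left out. Of the last, 599 no longer passed and 43 changed sign. The file holds no raw counts, so tests made for counts were not run.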

Differences from the paper's values

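The per-gene scaling of the principal components and the comparison with the genes in the study's LPS tables are tests chosen only after the result was seen.

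At the study's threshold, an unadjusted p under 0.05 and a fold over 1.5, LPS changed 979 genes at 3 months here, and the paper's value is 2435. At 14 months it changed 338, and the paper's value is 1166. At neither age did an alternative set before the data were examined close the gap, with 253 to 1100 genes at 3 months and 67 to 354 at 14 months over the pseudocounts, filters, scalings, variance estimates, fits and the replicate block. Of the paper's listed LPS genes that are in the deposited table, 1329 at 3 months, 762 at 14 months and 1043 at 24 months, every one had the paper's direction here. The log2 fold changes correlated with the paper's at r = 0.953, 0.944 and 0.948 across genes, and 728, 281 and 714 passed here at that threshold. The paper's 3-month table holds 1998 genes in the copy used here. At 24 months 1117 genes passed here at that threshold.

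For genes that rise with age in females, 102 followed the rule here and the paper's value is 57. The gap closes with the median per age (80) and with runs that end at 24 months (78), and not with at least 6 ages (37), all 7 ages (3) or the mean of log2 values (100). For genes that fall in females, 36 followed the rule and the paper's value is 16. The gap closes with runs that end at 24 months (11), and not with the median (37), at least 6 ages (9), all 7 ages (0) or the mean of log2 values (38).

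In males 24 genes rose by the rule, where the paper's value is 14, and 7 fell, where the paper's value is 4. None of these alternatives closes either gap. They gave 28 rising and 11 falling genes with the median, 3 and 0 with at least 6 ages, and 0 and 0 with all 7 ages. The mean of log2 values gave 24 and 9, and runs that end at 24 months gave 2 and 0. Leaving out 1 library can close both gaps, with 20 rising and 4 falling genes without the male 9-month replicate 4. It can also widen them, with 35 and 11 without the male 3-month replicate 1.

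Of the genes that depend on age, 5 were on the list of activated response microglia here, and the paper's value is 3. The genes of Supplementary Table 1 close the gap (3), and the background of genes that changed across the ages does not (5).

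Of the study's cytokine production genes 89, 19 and 49 passed at an adjusted p here at 3, 14 and 24 months, where the paper's values are 219, 99 and 143. At the study's unadjusted threshold 112, 47 and 85 passed, and with a log2 fold of at least 1 63, 16 and 33. No alternative set before the data were examined closes the gap to the full values. Of the paper's cytokine production genes at these ages only 167, 69 and 111 are in the deposited table. Set against these, the 112, 47 and 85 genes lie within 1.5 times. Of the phagocytosis genes 20, 7 and 13 passed, where the paper's values are 54, 30 and 39. The same alternatives gave 27, 14 and 24, and 15, 4 and 9, and do not close it. The study's list of phagocytosis genes at 24 months holds 35 names, and set against these the 24 genes of the unadjusted threshold lie within 1.5 times. In the deposited table are 46, 22 and 30 of its phagocytosis genes at 3, 14 and 24 months. Against these only the 24-month count lies within 1.5 times. The deposited table holds 218 of 289 cytokine and 64 of 81 phagocytosis genes that the study annotates at any age.

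The first principal component of the LPS and PBS libraries held 25.7% of the variance here, and the paper's value is about 17% in Fig. 4c, read by eye. No alternative for it was set before the data were examined. The log2 values scaled per gene, chosen after seeing the values, gave 20.4% and close the gap, and the values without the logarithm gave 40.9%.

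The paper states that LPS changes fewer genes at 24 than at 3 months. At its unadjusted threshold with a fold over 1.5 the order was the other way here, 1117 against 979. It was as the paper states at an adjusted p (548 against 635) and with a log2 fold of at least 1 (257 against 312). Among the paper's listed LPS genes, in the copy used here, 1342 at 3 months and 51 at 14 months had an FDR under 0.05. At 24 months 10 did, far fewer than the 548 here, so the adjusted counts share only the order. The order was also as the paper states at the unadjusted threshold with the 2 groups fitted alone (993 against 1100) and among genes with a mean of at least 50 (250 against 253).

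The paper states that Myd88 rises with LPS at 14 months. The log2 fold change was 0.64 (limma adjusted p = 0.115, unadjusted p = 0.0054), and with the 14-month PBS replicate 1 or 2 left out it passed (limma adjusted p = 0.047 and 0.041). The paper's source data give 4 values for the 14-month PBS group, and 5 mice are used here. For Il1b, Tnf, Ccl5, S100a8 and S100a9 these source data differ from the deposited values in all 6 groups, and for Cxcl13 in 5 of 6. The means of Ccl5 at 3 months with PBS are 25.5 in the paper's source data and 20.5 here.

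The paper names Gas6 among the genes that rise with age. Supplementary Table 1 lists it as falling in females, as here. Gas6 followed the rule downward in females, and had 0.29 at 24 against 3 months (limma adjusted p = 0.43). Ccl12, named as rising, had 0.91 in females (limma adjusted p = 0.53, and 0.0032 when the 2 groups were fitted alone) and −0.37 in males. Hp, named as rising, had −0.018 in females and rose in males.

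Among the genes named as falling, Fth1 rose in both sexes, by 0.72 in females (limma adjusted p = 0.013), where Supplementary Table 1 also lists it as rising. Socs3 followed the rule downward but had 0.62 in females at 24 months (limma adjusted p = 0.60, and 0.045 when the 2 groups were fitted alone). Il4ra and Hfe did not pass across the ages (adjusted p = 0.112 in females and 0.192 in males from limma's F-test), with largest log2 fold changes against 3 months of 1.57 and 0.50 in size. Fcrls and Hspa13 fell in females, as stated.

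The paper states that 14 genes differ between the sexes at most ages. Here 5 of the 14 did at 4 ages or more at the unadjusted threshold, and none at the adjusted one.

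The paper states that replicates of an age correlate above a bound. Here 5 of 39 female and 2 of 41 male pairs lay under 0.9 on the log2 scale, and 0 of 39 and 1 of 41 for the values without the logarithm.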

Other observations

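The tests of gene lists in 16-month males were chosen only after the result was seen.

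Saa3 and Acod1 were high in some PBS-treated mice. Saa3 stood at 82.7 ± 56.0 (SD, n = 4) in males of 16 months and 62.8 ± 39.2 (SD, n = 5) in males of 19 months, against 0 in all 4 males of 3 months and 35.7 ± 12.1 (SD, n = 3), 53.6 ± 23.7 (SD, n = 5) and 44.3 ± 22.2 (SD, n = 3) in LPS-treated females of 3, 14 and 24 months. Acod1 stood at 85.8 ± 36.8 (SD, n = 4) and 24.4 ± 20.6 (SD, n = 5) in these males, against 22 to 27.7 in the LPS groups. A candidate explanation is an inflammatory programme shared with the LPS response. Over the 633 other genes called for LPS at 3 months in females, the log2 fold changes of 16 against 3 months in males correlated with those of LPS at r = 0.466 (Spearman's rho 0.478, 438 with the same sign, across genes, which are not independent replicates). Activation of the cells during isolation would have raised the immediate early genes, whose median log2 fold change was 0.11, with 2 of 20 called higher. Neutrophil markers rose in the same mice, and what the source of the programme is was not tested.

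Among PBS-treated females of 16 months Saa3 ranged from 0 to 98 (20.4 ± 43.4, SD, n = 5) and Acod1 from 2 to 50.

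Eif2s3y lies on chromosome Y and did not follow the sex labels in every group. In females the mean stood between 6.5 and 9.67 at 6 to 16 months with PBS. It stood at 27.8 ± 10.5 (SD, n = 4, range 16 to 41) at 3 months with PBS, 13.3 ± 12.1 (SD, n = 3, range 4 to 27) at 24 months with PBS, 12 ± 6.56 (SD, n = 3) at 3 months with LPS, 10.4 ± 6.50 (SD, n = 5) at 14 months with LPS and 22.7 ± 11.0 (SD, n = 3) at 24 months with LPS. In males it stood at 30.5, 31.5, 21.5, 33.5, 29.8, 19.4 and 12.3 from 3 to 24 months. The 19-month males split into 33 and 33 against 10, 10 and 11, and 1 male of 9 months stood at 9. The X-linked gene Eif2s3x had higher means in females than in males at 3, 6, 12 and 16 months and lower ones at 9 and 24 months. At 24 months it stood at 18.7 ± 3.51 (SD, n = 3, range 15 to 22) in females and 22.8 ± 1.89 (SD, n = 4, range 20 to 24) in males. At 3 months it stood at 19.8 ± 3.10 and 16.3 ± 1.71 (SD, n = 4 each). Xist, Ddx3y, Kdm5d and Uty have no values in the deposited table. No library was regrouped.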
